# RNA helicase MOV10 suppresses fear memory and dendritic arborization and regulates microtubule dynamics in hippocampal neurons

**DOI:** 10.1186/s12915-025-02138-6

**Published:** 2025-02-06

**Authors:** Temirlan Shilikbay, Aatiqa Nawaz, Megan Doon, Stephanie Ceman

**Keywords:** MOV10, RNA helicase, AGO2, Hippocampal neurons, Cytoskeleton, NUMA1, Dendrites, Translation regulation

## Abstract

**Background:**

RNA helicase MOV10 is highly expressed in postnatal brain and associates with FMRP and AGO2, suggesting a role in translation regulation in learning and memory.

**Results:**

We generated a brain-specific knockout mouse (*Mov10* Deletion) with greatly reduced MOV10 expression in cortex and hippocampus. Behavior testing revealed enhanced fear memory, similar to that observed in a mouse with reduced brain microRNA production, supporting MOV10’s reported role as an AGO2 cofactor. Cultured hippocampal neurons have elongated distal dendrites, a reported feature of augmin/HAUS over-expression in *Drosophila* da sensory neurons. In mitotic spindle formation, HAUS is antagonized by the microtubule bundling protein NUMA1. *Numa1* mRNA is a MOV10 CLIP target and is among the genes significantly decreased in *Mov10* Deletion hippocampus. Restoration of NUMA1 expression and knockdown of HAUS rescued phenotypes of the *Mov10* Deletion hippocampal neurons.

**Conclusions:**

This is the first evidence of translation regulation of NUMA1 by MOV10 as a control point in dendritogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-025-02138-6.

## Background

The formation of dendrites occurs through the translation of messenger RNAs (mRNAs) and the mobilization of cytoskeletal proteins in response to cell intrinsic and extrinsic cues [1, 2]. RNA-Binding Proteins (RBPs) regulate the accessibility of the mRNA to other proteins, including Argonaute 2 (AGO2), which is associated with microRNAs (miRNAs). The AGO2-miRNA complex must be able to access the miRNA recognition element (MRE) in the 3’ untranslated region (UTR) of the target mRNAs. As AGO2 does not have unwinding activity, there is a need for RNA helicases like MOV10 to unwind secondary structures to reveal MREs. Accordingly, MOV10 was identified as a functional cofactor of AGO2 because it was required for miRNA-mediated silencing of an EGFP reporter [3]. This observation predicts that in the absence of MOV10, AGO2 target mRNAs would be over-expressed,however, we found that loss of MOV10 does not consistently lead to increased expression of AGO2 target mRNAs [4]. In fact, MOV10 protects a subset of mRNAs from AGO2-mediated silencing based on cis features in the mRNAs like G-quadruplexes as well as the presence of other RBPs like FMRP [4, 5]. Thus, a combination of the sequences in the mRNA and associated RBPs like FMRP and MOV10 control the access of AGO2 to its MREs.

In cultured hippocampal neurons, MOV10 is distributed throughout the cell body and dendrites, often in puncta [6]. In addition, MOV10 is one of the most enriched proteins in the neurites of induced neurons [7], suggesting an important role in extension and/or branching. MOV10 is also significantly elevated in postnatal brain from P0-P14 when dendrites are forming [8].

To establish a role for MOV10 in neuronal development and function, it was necessary to create a brain-specific knockout mouse because complete loss of MOV10 in both *Xenopus laevis* and mouse results in early embryonic lethality [8, 9]. We show here that loss of MOV10 expression in neocortex and hippocampus leads to increased cortical thickness, increased fear memory, and increased dendritic length of cultured hippocampal neurons but not necessarily increased branch points. To determine the point during dendritic development where MOV10 acts, we examined dendritic growth cones and observed impaired microtubule comet formation and traveling rate. To identify the MOV10-dependent mRNAs that might be participating in dendritogenesis, we performed RNA-sequencing and found that a group of significantly changed mRNAs encode cytoskeletal proteins, including microtubule binding proteins. Querying this list for directly bound mRNAs, i.e., MOV10 UV-Cross Linking-Immunoprecipitation (CLIP) targets, we identified the Nuclear Mitotic Apparatus binding protein 1 mRNA (*Numa1*). An earlier study identified NUMA1 in dendrites but its function there was unknown [10]. NUMA1 has been extensively studied as a microtubule binding protein that participates in spindle formation in dividing cells. In this role, NUMA1 has an antagonistic relationship with Human Augmin complex (HAUS) [11], which also participates in spindle formation. Relevant to the current work, unregulated HAUS in *Drosophila* sensory da neurons leads to increased dendritic arborization [12], a feature we observe in the *Mov10* Deletion neurons. To verify the role for NUMA1 and HAUS in mammalian dendrite development, we over-expressed NUMA1 and knocked down the sixth subunit of HAUS in MOV10 depleted hippocampal neurons and rescued microtubule comet formation in growth cones and reduced the increased dendritic arborization of *Mov10* Deletion neurons. Our work suggests that NUMA1, which usually functions in spindle formation in dividing cells has been co-opted for dendritogenesis in post-mitotic neurons. Importantly, we have identified a novel role for MOV10 in the regulated expression of proteins that participate in microtubule polymerization and ultimately dendritic arborization, which is required for normal memory.

## Results

### Brain-specific MOV10 knockout mouse has enhanced fear memory

Our earlier work in *X. laevis* tadpoles suggested that MOV10 participated in some aspects of brain development, including the diencephalon [9]. To study the function of MOV10 in mammalian cortex and hippocampus, we created a *Mov10* conditional knockout (*Mov10* cKO) mouse by obtaining a targeting vector with LoxP sequences flanking exons 6 and 7 of the *Mov10* gene [13] (Fig. 1A). This vector was introduced into C57BL/6 embryonic stem cells and screened for homologous insertion into the *Mov10* locus to create the *Mov10*^*flox/flox*^ line (details are in the Methods and Supplemental Information). To obtain the *Mov10* cKO mouse, the floxed mouse was crossed to an *Emx1*^*Cre*^ mouse, leading to depletion of MOV10 in excitatory neurons of the neocortex and hippocampus [14–16]. As *Emx1* has been reported to be expressed in 88% of neurons in those structures, we expected an 88% reduction in MOV10 levels. However, analysis of postantal day 2 (P2) hippocampal lysates revealed only a 50% reduction in MOV10 expression (Fig. 1B and C). A possible explanation is that the chromatin is partially inaccessible, which has been described for other loci [17]. Because we had already determined that a 50% reduction of MOV10 did not result in impaired learning and memory [8], we achieved a greater reduction of MOV10 by crossing the *Mov10* cKO mouse with our previously described *Mov10* heterozygous mutant (*Mov10*^+/-^) [8] and named the resulting mouse *Mov10* Deletion. The MOV10 levels were now reduced by 90% in the *Mov10* Deletion mouse (Fig. 1B and C), which we proceeded to use in our experiments.

**Fig. 1:**
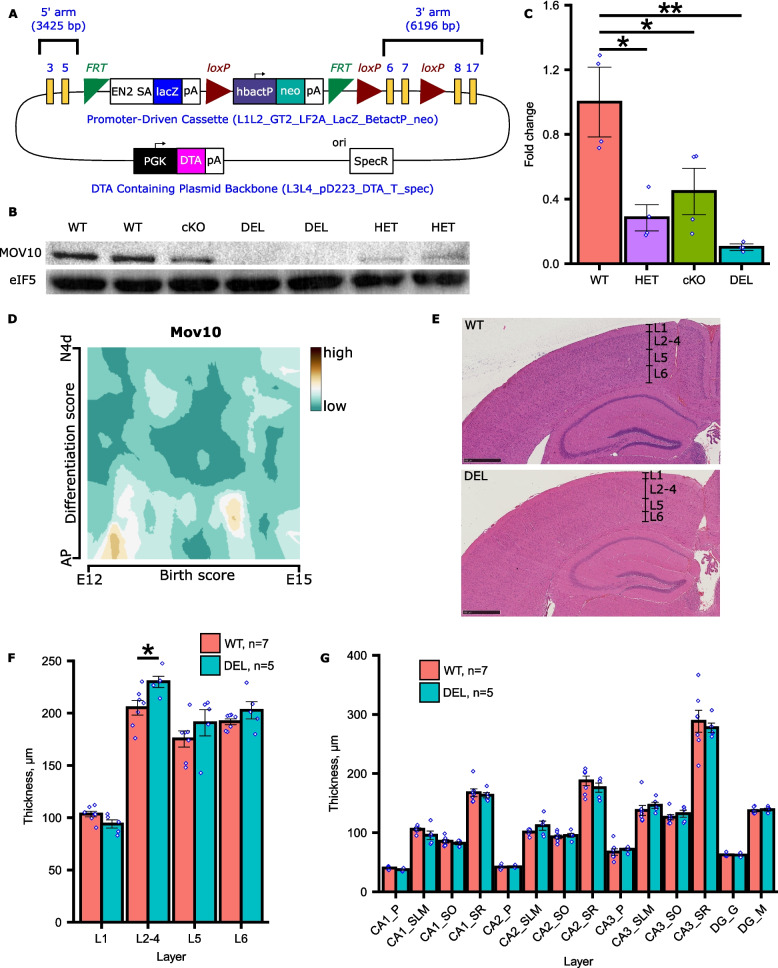
Creation and characterization of the *Mov10* Deletion mouse. **A** Targeting construct from EUCOMM used to create the *Mov10*^fl/fl^ mouse. **B** Hippocampal lysates from P2 mice of the indicated genotypes (WT-C57BL/6; cKO-*Mov10* conditional knockout; DEL-*Mov10* Deletion; HET-*Mov10* Heterozygote) were immunoblotted for MOV10 and eIF5 (loading control). Original uncropped blots are in Additional File 11. **C** Fold-change of normalized MOV10 expression in (**B**). *P*-values were calculated using two-sided unpaired Welch's t-test. **D** *Mov10* expression in apical progenitor (AP) cells (Y axis-Differentiation score) between embryonic days (**E**) 12–15 (X-axis) [18]. **E** Coronal sections of 12-week-old WT and *Mov10* Deletion (DEL) cortices stained with H&E. Borders between adjacent cortical layers (L1-6) were identified based on differences in cytoarchitecture [19]. Scale bar = 500 μm. **F** Thickness (mm) of cortical layers 1, 2–4 (combined), 5, and 6 in adult WT and *Mov10* Deletion (DEL) mice. *P*-values were calculated using two-sided unpaired Student’s t-test. **G** Thickness (mm) of hippocampal layers in adult WT and *Mov10* Deletion (DEL) mice. P – pyramidal layer, SLM – stratum lacunosum moleculare, SO – stratum oriens, SR – stratum radiatum, G – granular layer, M – molecular layer. Data are shown as mean ± SEM. *p-value < 0.05. **p-value < 0.01, n is the number of mice of the genotype indicated, both sexes from *N* > 2 litters

We began by examining the gross structure of the cortex because our previous work in tadpoles suggested a role for MOV10 in the localization of neuronal precursor cells and mature neurons around the ventricle [9]. In addition, MOV10 was among the loci identified in genome wide association studies as correlating with regional brain volumes [20–22]. For cortical development, neurons are sequentially born and differentiate from apical progenitor cells (APCs) located in the ventricular zone. We examined *Mov10* expression in murine APCs [18] and found that it was elevated at embryonic day 12 (E12) and at intermediate levels around E14 (Fig. 1D), which correspond to the development of cortical layers 6, 5, and 4, respectively. When we measured the cortical layers in adult WT and *Mov10* Deletion mice, we found no difference in the size of layers 6, 5 and 1; however, there was an increased thickness of layers 2–4 (Fig. 1E and F) with no increase in cell density (Additional File 1: Fig. S1A). Thus, loss of MOV10 leads to an increase in both the number of cells and neuropil in layers 2–4. We also examined the hippocampus but observed no significant differences in cell density (Fig. 1G, S1B). Thus, MOV10 expression in apical progenitor cells may participate in migration, apoptosis and/or neuropil production in cortical layers 2–4 but has no effect on the overall structure of the hippocampus.

We next evaluated the role of MOV10 in behavior by examining whether normal MOV10 levels were required for tasks of learning and memory [23]. Using Y-maze and T-maze, we examined the number of prior arm visits—as a proxy for memory—by measuring the rate of alteration between the arms. Although it was higher for the *Mov10* Deletion, suggesting enhanced memory of prior arm visits, it was not significantly different than WT (Additional File 1: Fig. S1C and D). Only in the tests of fear memory did we find a significant difference between the WT and *Mov10* Deletion mouse performance with the *Mov10* Deletion mouse having enhanced memory (Fig. 2, Additional File 2: Fig. S2). Specifically, the *Mov10* Deletion mouse showed significantly more freezing behavior upon hearing the tone in a new context (Fig. 2B). Further, when the *Mov10* Deletion mouse was placed back in the original training arena, it showed increased freezing compared to WT (Fig. 2C), indicating enhanced contextual fear memory, which is a function of the hippocampus. To rule out the possibility that the *Mov10* Deletion mice have an increased sensitivity to pain, we examined the initial response to shock by both *Mov10* Deletion and WT mice during training on day 1 and found no significant difference between the genotypes in response to shock (Additional File 2: Fig. S2C and D), suggesting that the increased freezing on days 2 and 3 are memory phenotypes. We appreciate that the absolute value of percent freezing in both cued and contextual fear conditioning experiments was lower than expected [24], which could be explained by our use of a stress-reducing handling tunnel compared to handling by the tail [25]. In other tests of behavior, there was no significant difference between genotypes in the novel object recognition (Additional File 1: Fig. S1E) nor in tests of hyperactivity or anxiety (Additional File 1: Fig. S1F, G, and H), the last of which was unexpected because the *Mov10*^±^ mouse had increased anxiety [8]. Perhaps having half as much MOV10 throughout the brain led to an anxious phenotype, which is now corrected by the 90% loss in the excitatory neurons of neocortex and hippocampus. In conclusion, loss of MOV10 leads to enhanced fear memory, pointing to a new role for MOV10 in fear memory suppression.

**Fig. 2:**
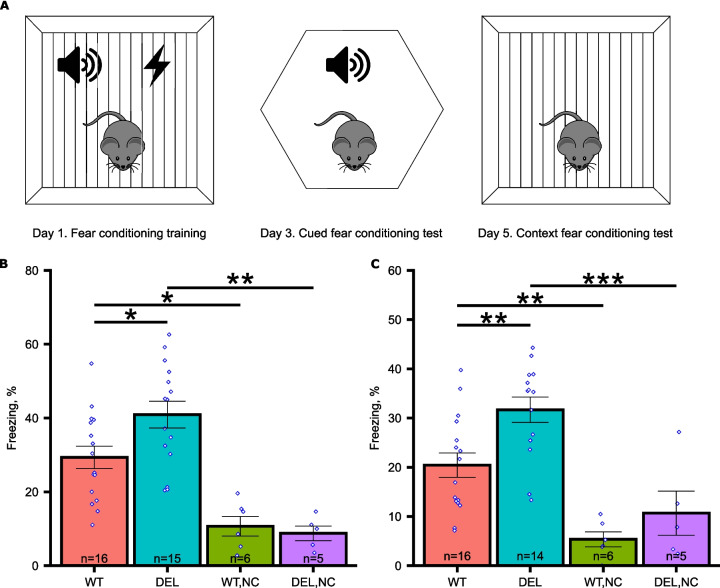
*Mov10* Deletion mouse shows enhanced fear memory. **A** Schematic of the tone-shock training and the fear memory tests. **B** Cued fear conditioning memory test with percent of time freezing in a new context (Y axis) of WT and *Mov10* Deletion (DEL) mice. NC-non-shock control mice that did not receive foot shock during training. “n” = the number of mice of the genotype indicated, both sexes were used from *N* > 3 litters. **C** Context fear conditioning test with percent of time freezing during re-exposure to the training context two days after training (Y axis). Data are shown as mean ± SEM. *P*-values were calculated using Mixed Effect ANOVA with sex, age, and batch as random effects and Tukey HSD test. *p-value < 0.05. **p-value < 0.01, ***p-value < 0.001

### Cultured hippocampal neurons from the Mov10 deletion mouse have increased dendritic arborization

Cued fear conditioning and context fear conditioning are controlled in large part by the hippocampus [26]. To examine the effect of MOV10 depletion on hippocampal neuron morphology, we performed Sholl analysis on day in vitro (DIV) 14 hippocampal neurons (Fig. 3). We found that the *Mov10* Deletion granule cells (PROX1 +) have significantly decreased proximal arborization at 5–15 µm from the soma but significantly increased distal arborization at 105–130 µm and 155 µm from the soma compared to WT (Fig. 3A, S3A). In contrast, the *Mov10* Deletion pyramidal neurons were not significantly different than WT proximal to the soma; however, had significantly increased distal arborization at 40–145 µm from the soma compared to WT (Fig. 3B). Thus, in both hippocampal neuronal subtypes–the distribution of which was not different between genotypes (Fig. 3C)–the loss of MOV10 led to increased distal arborization. This observation suggests that MOV10 participates in regulated dendritic branching.

**Fig. 3:**
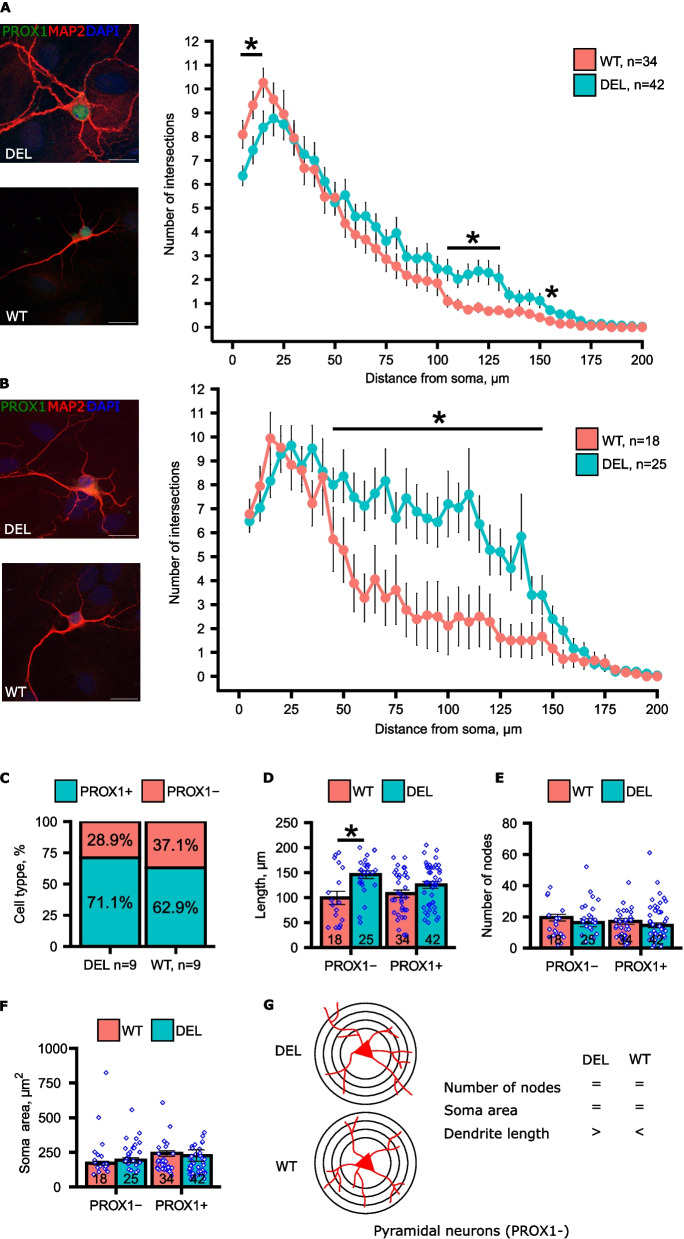
Increased distal dendritic arborization in *Mov10* Deletion hippocampal neurons. **A**, **B** Representative images of confocal z-stacks of MAP2 (red) and PROX1 (green)-stained WT and *Mov10* Deletion (DEL) DIV14 neurons analyzed using Sholl analysis: the number of intersections (Y axis) and the distance from the soma (mm) (X axis). **A** PROX1 + granule cells **B** PROX1.^−^ pyramidal neurons. Scale bars represent 20 μm. “n” = number of neurons cultured from *N* = 3 litters cultured separately. **C** Percentage of PROX1 + granule cells and PROX1- pyramidal neurons in the DIV14 *Mov10* Deletion and WT primary hippocampal cultures. **D** Length (μm) of the longest dendrites of the DIV14 WT and *Mov10* Deletion hippocampal neurons. **E** Number of nodes in the dendritic arbors of the DIV14 WT and *Mov10* Deletion hippocampal neurons. **F** Soma area of the DIV14 WT and *Mov10* Deletion hippocampal neurons. **G** Schematic representation of the dendritic phenotype observed in *Mov10* Deletion hippocampal pyramidal neurons. *P*-values were calculated using Mann–Whitney U test. Data are shown as mean ± SEM. *p-value < 0.05

To identify the dendritic feature that participates in the increased arborization measured by Sholl, we examined the dendrite length and the number of branch points (nodes) and found that the pyramidal neurons (PROX-) had significantly increased dendrite length compared to WT (Fig. 3D) but no change in the number of nodes (Fig. 3E). This result suggests that the increased arborization is due to increased dendrite length and not branching when MOV10 is reduced by 90%. In earlier work, the *Mov10*^+/-^ hippocampal cultures also showed decreased proximal arborization but did not show the increased distal arborization observed here, suggesting that the concentration of MOV10 is critical in determining the final shape of the neuron. The *Mov10*^+/-^ neuron also had an increased soma size [27], which we also did not observe (Fig. 3F). Our results suggest that the near complete loss of MOV10 in hippocampal neurons perturbs the regulation of dendrite elongation in hippocampal neurons, particularly in the pyramidal neurons (Fig. 3G).

### Dendritic growth cones require MOV10 for microtubule comet initiation and polymerization

To obtain insight into the cause of the dendritic phenotype, we examined the cytoskeletal dynamics in dendritic growth cones by expressing a dual reporter [EB3-mCherry/Lifeact-GFP [28]] that labeled the polymerizing plus-end microtubules (EB3-mCherry, red) and actin (Lifeact-GFP, green). We then performed live imaging of DIV2 neurons because this timeframe occurs after axon specification [29], allowing us to focus on the developing dendrites. We observed significantly reduced rates of nucleation of new EB3-comets and a reduced polymerization rate in the absence of MOV10 (Fig. 4A-C), suggesting that MOV10 is required for microtubule comet formation and growth. We also observed no change in actin-regulated filopodia retraction nor in the average distance traveled by EB3-comets (Additional File 3: Fig. S3B and C). Thus, MOV10 is required for microtubule initiation and traveling rate in dendritic growth cones.

**Fig. 4:**
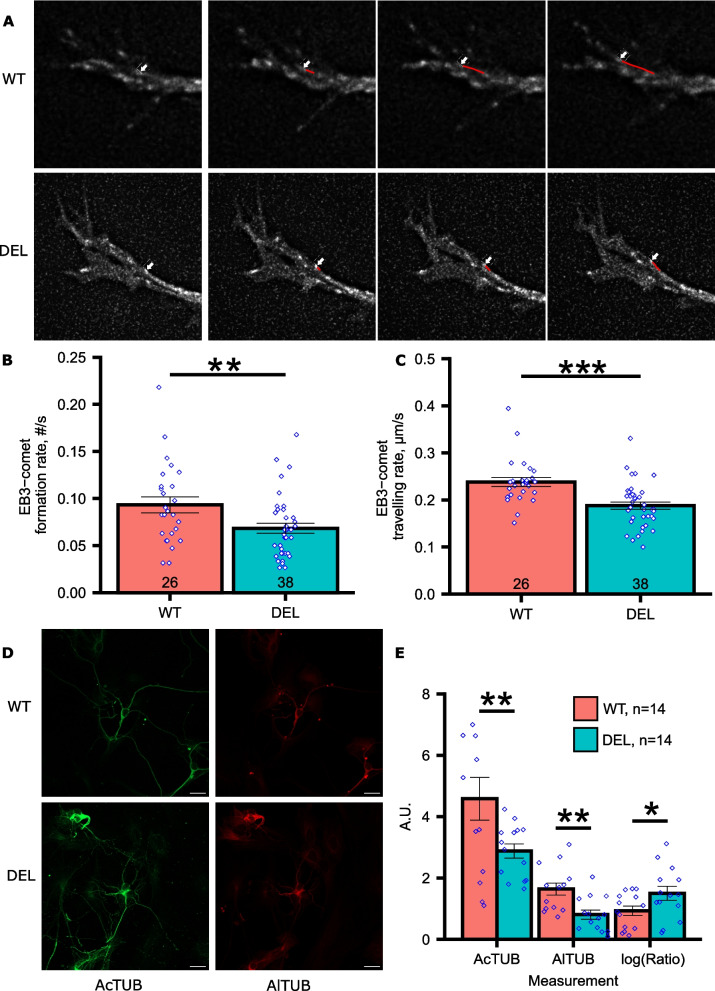
Dendritic growth cones of *Mov10* Deletion hippocampal neurons have less polymerizing plus-end microtubules but higher acetylation. **A** Representative images of the EB3-comets in the dendritic growth cones of DIV2-4 WT and *Mov10* Deletion (DEL) hippocampal neurons over time (seconds). A white arrow identifies a single EB3-comet whose trajectory over time is indicated by a red line. **B** Rate of EB3 comet formation is the number of comets/second (Y axis). **C** Traveling rate of EB3 comets is the distance in μm/second (Y axis). Number of neurons imaged from each genotype is indicated in the bars. *P*-values were calculated using Mann–Whitney U test. **D** Representative images of DIV7 WT and *Mov10* Deletion hippocampal neurons stained for acetylated tubulin (AcTUB) and for alpha tubulin (AlTUB). Scale bar = 20 μm. **E** Fluorescent intensity of AcTUB and AlTUB and ratio of AcTUB/AlTUB in WT and *Mov10* Deletion DIV7 hippocampal neurons. Data are shown as mean ± SEM. *P*-values were calculated using two-sided unpaired Student’s T-test. *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. “n” = number of neurons in the genotypes indicated from *N* = 3 litters cultured separately

Although microtubule dynamics were reduced in the absence of MOV10, we hypothesized that increased microtubule stability may participate in the increased dendrite length. Because acetylation marks stable microtubules [30], we stained hippocampal extracts for acetylated tubulin but did not observe a difference (Additional File 3: Fig. S3D); however, staining of neurons revealed that the ratio of acetylated-tubulin to alpha-tubulin was significantly greater in *Mov10* Deletion neurons, despite there being less tubulin overall in the absence of MOV10 (Fig. 4D and E, Additional File 3: Fig. S3E). As alpha tubulin is the primary component of microtubules, its reduction must mean less microtubules. However, while there are less microtubules in the *Mov10* Deletion neurons, the microtubules that are present are more stable, i.e., acetylated, than the microtubules in WT neurons. We conclude that MOV10 facilitates microtubule initiation and polymerization in the dendritic growth cones, regulates tubulin levels, and normalizes microtubule stability. As MOV10 is a potent regulator of mRNA stability [4], it was imperative to identify the significantly changed mRNAs that encode proteins involved in microtubule regulation.

### Differentially expressed mRNAs in the Mov10 Deletion hippocampus encode cytoskeletal proteins

We performed RNA-sequencing on the hippocampi of P0 *Mov10* Deletion and WT pups. We chose this timepoint because MOV10 is highly elevated in brain [8] and it is the day on which the neurons are isolated for primary culture, with the process of dendritogenesis initiating in vitro upon plating. We obtained 1,088,379,642 total reads across six samples and mapped 815,947,858 reads to the reference genome spanning 16,995 genes. After differential gene expression (DEG) analysis, we found that 1,985 and 2,069 genes were significantly down- and upregulated, respectively, in the *Mov10* Deletion hippocampi compared to WT (Fig. 5A and Additional File 4: Table S1). This result was in agreement with our earlier analyses of the MOV10-dependent transcriptomes in HEK293 cells [4] and murine Neuro2A cells [8], which both showed significantly up- and down-regulated mRNAs.

**Fig. 5:**
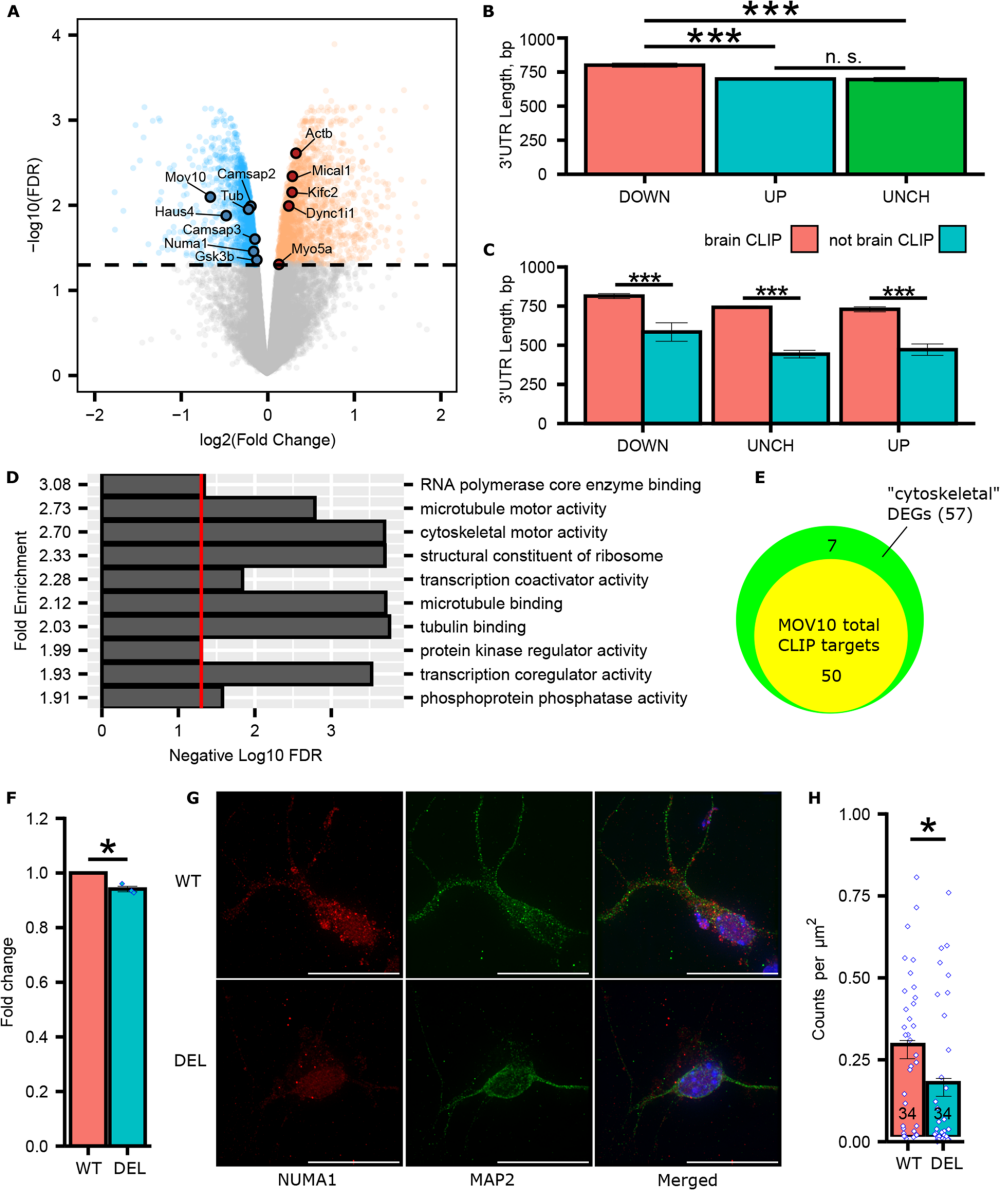
Differentially expressed mRNAs in the *Mov10* Deletion hippocampus and reduced NUMA1 expression. **A** Volcano plot of differentially expressed genes (DEGs) in P0 hippocampi of *Mov10* Deletion mice: blue-significantly decreased DEGs; orange-significantly increased DEGs relative to WT. *Mov10* and several cytoskeletal RNAs are indicated (see Discussion). 25 genes with log2(fold change) > 2 and log2(fold change) < −2 and/or -log10(FDR) > 4 are listed in Additional File 5: Table S2. **B** 3’UTR length in base pairs (bp) of the significantly decreased DEGs (DOWN), the significantly increased DEGs (UP) and the unchanged DEGs (UNCH). *P*-values were calculated using ANOVA and Tukey HSD test. **C** 3’UTR length (bp) of MOV10 brain CLIP and not CLIP DEGs. *P*-values were calculated using two-sided unpaired Student’s T-test. **D** Top ten most enriched categories of the DEGs using PANTHER GO-Slim Molecular Function. Red line represents the -log_10_(0.05) = 1.3. **E** Venn diagram of DEGs identified as cytoskeletal and total MOV10 CLIP targets (see description in text). **F** *Numa1* expression by RT-qPCR in P0 WT and *Mov10* Deletion (DEL) hippocampi. *P*-values were calculated using two-sided unpaired Welch's t-test. **G** Representative images of the DIV7 WT and *Mov10* Deletion (DEL) hippocampal neurons stained for NUMA1 and MAP2. Scale bar = 20 μm. **H** Quantification of NUMA1 particles (counts/μm^2^) in WT and *Mov10* Deletion (DEL) hippocampal neurons. Data are shown as mean ± SEM. *P*-values were calculated using Mann–Whitney U test. *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. “n” = number of neurons in the genotypes indicated from *N* = 2 litters cultured separately

MOV10 binds primarily in the 3’UTR [4, 31], which contains RNA stability elements. When we compared the total transcript length (Additional File 6: Fig. S4A) and 3’UTR lengths of downregulated, upregulated, and unchanged genes, we found that the length of the 3’UTR was greater in the downregulated genes (Fig. 5B) and in the brain MOV10 CLIP targets within all three DEG groups (Fig. 5C), which is expected since the longer the 3’UTR, the more regulatory regions it contains [31]. Thus, it is likely that the 3’UTR is the target of MOV10 mediated regulation.

To determine if the transcriptomic changes we observed came from a specific neuronal subtype in the hippocampus, we analyzed the single-cell sequencing data from the hippocampi of human embryos at a gestation time comparable to mouse P0 [32, 33] and extracted specific markers of major neuronal groups in the hippocampus. After comparing our DEG list to the list of the specific markers, we did not find a cell-type specific difference in expression between different neuronal subtypes (Additional File 7: Table S3), probably because the number of unique markers for each neuronal subtype was much smaller than the number of DEGs (Additional File 6: Fig. S4B). Thus, we were unable to determine whether MOV10 had a neuron-specific effect on transcripts.

We also examined our RNA-seq data for alternative splicing because a previous study showed that MOV10 depletion in developing spermatogonia perturbed splicing [34]. We found that 91 transcripts had a significant isoform switch, but we did not identify any significantly changed events genome-wide (Additional File 6: Fig. S4C). Out of these 91 transcripts, we found that 33 transcripts have differential expression (0.8%), and 50 transcripts are direct brain CLIP targets of MOV10 (0.3%, Additional File 6: Fig. S4D). Thus, we conclude that the role of MOV10 in alternative splicing is not as significant in postnatal hippocampus as it is in developing spermatogonia.

In earlier work, we found that MOV10 preferentially bound cytoskeletal-related RNAs in total brain from P0 and P1 mice [8]. In our examination of P0 hippocampal DEGs, gene ontology (GO) analysis also identified genes associated with microtubule motor activity, cytoskeletal motor activity, microtubule binding, and tubulin binding (Fig. 5D). We also know that transcription factors are among MOV10’s directly bound targets [5], thus, many of the DEGs are likely downstream or indirect targets of MOV10. To focus on the directly bound mRNAs, we examined the 57 cytoskeletal DEGs for all available MOV10 CLIP targets [4, 8, 31, 34–37] and found that 50 are bound by MOV10 (Fig. 5E), providing candidates for further analysis.

### Microtubule binding protein NUMA1 expression in neurons is MOV10-dependent

We examined our DEG list for potential genes that might participate in regulating microtubules. Studies of *Drosophila* sensory da neurons revealed that centrosomal proteins, which usually participate in mitosis are co-opted for new uses in post-mitotic neurons, namely in dendrite outgrowth [12]. Centrosomin (mouse CDK5RAP2*)* tethers microtubule nucleation events and biases the direction of microtubule polymerization away from the dendrite tips. This is antagonized by wee Augmin (mouse HAUS), which promotes anterograde polymerization such that in the absence of centrosomin, unregulated wee Augmin leads to increased dendritic arborization [12]. While *Cdk5rap2* expression levels did not change in the absence of MOV10, another HAUS antagonizer, NUMA1 (*Numa1*) [11], is decreased in the absence of MOV10. *NUMA1* is also a MOV10 iCLIP target in HEK293 cells [4] and in spermatagonia [34] and NUMA1 has been observed in the somatodendritic compartment of the neuron, where its levels increase during early dendritic differentiation [10]. In studies of spindle formation, NUMA1 was shown to directly bind microtubules, promoting microtubule nucleation and elongation [38, 39]. We hypothesized that the compromised microtubule formation in the *Mov10* Deletion neurons is caused by reduced levels of NUMA1. To test this hypothesis, we first verified that there was less *Numa1* mRNA in *Mov10* Deletion hippocampi compared to WT using RT-qPCR (Fig. 5F). We then examined protein levels because MOV10 also regulates translation of its bound mRNAs [4]. Although examination of hippocampal extracts showed no significant difference in NUMA1 levels (Additional File 8: Fig. S5A), immunostaining of cultured hippocampal neurons showed significantly reduced NUMA1 expression in the neuronal cell body and dendrites in the absence of MOV10 (Fig. 5G, 5H, Additional File 8: Fig. S5B). Since neurons in Fig. 5G were imaged at high magnification and without tiling, only proximal branches can be observed, which are significantly reduced in *Mov10* Deletion (Fig. 3A). We conclude that MOV10 is playing a role in dendritic branching by regulating the translation of the microtubule organizer NUMA1, which is a reported HAUS antagonizer [11]. Since HAUS knockdown (KD) in neurons has been shown to lead to decreased levels of acetylated tubulins [40], we suspect that the increased HAUS activity in *Mov10* Deletion neurons leads to the increased levels of acetylated tubulin that we observed in Fig. 4D.

### MOV10 regulates Numa1 post-transcriptionally

mRNA levels are regulated at the level of transcription as well as post-transcriptionally in the cytoplasm through association with RBPs like AGO2. To determine if *Numa1* levels are decreased in the *Mov10* Deletion hippocampus because of reduced transcription, we treated DIV4 hippocampal neurons with the transcription inhibitor 5,6-dichloro-1-beta-D-ribofuranosyl-benzimidazole (DRB) and measured *Numa1* at 0, 2, 4 and 6 h by RT-qPCR (Fig. 6A). We observed that *Numa1* had a shorter half-life in *Mov10* Deletion neurons (3.54 h) compared to WT (4.93 h), suggesting that *Numa1* levels are regulated by a post-transcriptional degradation event that is blocked by the presence of MOV10. A similar observation was made for MOV10 target mRNAs with G-quadruplexes in their 3’UTRs [4], specifically, that MOV10 blocked AGO2 association.

**Fig. 6:**
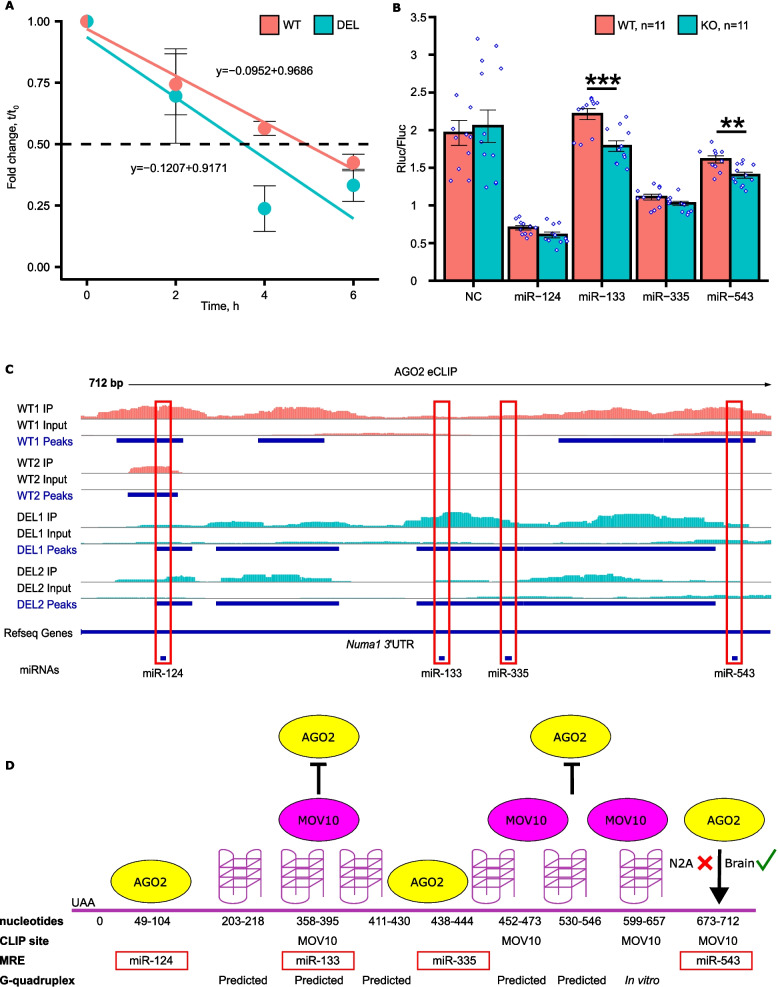
*Numa1* expression is post-transcriptionally regulated through its 3’UTR. **A** *Numa1* levels measured by RT-qPCR from WT and *Mov10* Deletion DIV4 hippocampal cultures treated with DRB. *Numa 1* half-life in WT = 4.93 h and in *Mov10* Deletion (DEL) = 3.54 h. **B** Luciferase expression (Renilla/Firefly luciferease) in Neuro2A WT and *Mov10* knockout (KO) cells transfected with psiCHECK-2-*Numa1*−3’UTR and either no miR (NC) or miR-124, −133, −335, and −543. Data are shown as mean ± SEM. *P*-values were calculated using Mann–Whitney U test. **p-value < 0.01, ***p-value < 0.001, *n* = 11, *N* = 3. **C** AGO2-eCLIP reads in *Numa1* from Immunoprecipitations (IP) from P0 WT brain (WT1 IP) (“Input” is total brain RNA) and two *Mov10* Deletion P0 brains DEL1 IP and DEL2 IP. WT2 IP is from a previously published AGO2 eCLIP [5]. Peaks (in blue) are the input-normalized clusters identified by CLIPper (v2.0.1). The track height range for all tracks is 0–30. Data are visualized in IGV (v2.18.0) and the location of the MREs are indicated below. **D** Model of *Numa1* 3’UTR (NM_001403544.1) with AGO2 eCLIP sites identified in (**C**) and MOV10 CLIP sites identified in [34], miR-124, −133, −335, and −543 miRNA recognition sites, and predicted G-quadruplexes [41] and an in vitro G-quadruplex indicated [42]. “X” indicates that MOV10 blocks miR-543 MRE in Neuro2A while in brain (checkmark) MOV10 appears to facilitate AGO2 association

The 3’UTR of murine *Numa1* is 716 nucleotides long with four predicted MREs in TargetScan: miR-124 is predicted to bind in the proximal region 49 nucleotides from the stop codon; miRs-133, −335 and −543 are predicted to bind in the distal half of the *Numa1* 3’UTR, which is also guanine-rich and predicted to form multiple G-quadruplexes [41]–one of which was experimentally identified in mouse embryonic stem cells (nucleotides 599–657, labeled in vitro) [42]. In addition, examination of our previously published AGO2 enhanced CLIP (eCLIP) data from P0 mouse brain identified *Numa1* as an AGO2 CLIP target, binding the miR-124 miRNA Recognition Element (MRE) in the 3’UTR (Table S1 in [5]). In further support of *Numa1* being regulated by AGO2, *Numa1* was recently shown to be regulated by miR-124 in axonal growth cones [43].

To further explore miRNA-mediated regulation of *Numa1*, we expressed its 3’UTR in a luciferase reporter in the presence or absence of MOV10 in WT Neuro2A cells and *Mov10* knockout Neuro2A cells [8]. We saw no difference in expression (Fig. 6B). This result was not surprising because endogenous *Numa1* expression is unchanged in the RNA-seq of WT and *Mov10* knockout Neuro2A cells (Table S9 in [8]). However, over-expression of a phospho-mimic of MOV10 (S970D) resulted in a significant reduction of endogenous *Numa1* (Table S1 in [35]), suggesting phospho-MOV10-dependent recruitment of AGO2. We next introduced the miRNAs predicted to regulate *Numa1* and examined their effect on reporter expression. Introduction of miR-124 suppressed expression, irrespective of whether MOV10 was present or not (Fig. 6B). This lack of MOV10 dependence is not surprising because there are no MOV10 CLIP sites in or around the miR-124 MRE nor are there predicted G-quadruplexes, which MOV10 binds to modulate AGO2 access [4, 5]. A similar result was obtained with miR-335, which suppressed the reporter in both WT and MOV10 knockout cells and its MRE was not in MOV10 CLIP sites [34]. In contrast, introduction of miR-133 led to a significant reduction in the absence of MOV10, suggesting that MOV10 blocks AGO2 access to the miR-133 MRE. This region is G-rich, with predicted G-quadruplexes, and was identified as being directly bound by MOV10 in a CLIP experiment [34]. Addition of miR-543 suppressed both WT and MOV10 knockout cells but there was more suppression in the absence of MOV10. Thus, MOV10 had a protective effect on MREs in or proximal to the G-rich regions the 3’UTR, as we have observed before [4, 5].

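AGO2 binding in the brain was measured by chimeric eCLIP, a form of enhanced UV crosslinking and immunoprecipitation (IP) in which a miRNA is ligated to the RNA held in the same AGO2 complex, so that some reads name both the miRNA and its target. The samples were brains at postnatal day 0 (P0), 1 from WT and 2 from *Mov10* Deletion mice, and each IP library had a size-matched input. The authors removed reads on repeats and rRNA, mapped the others to mm10, removed PCR duplicates by their molecular identifiers and called clusters of AGO2 reads with CLIPper. For each cluster they deposited the log2 of IP over input and the −log10 of its p-value, and in a separate list the clusters of chimeric reads with the miRNA assigned to each. The WT library held 359172 AGO2 clusters with a median width of 69 nt, *Mov10* Deletion replicate 1 held 616014 and replicate 2 held 616005, both with a median width of 55 nt. The *Mov10* Deletion libraries shared 614927 clusters with identical coordinates, whereas WT and *Mov10* Deletion replicate 1 shared 89, so cluster positions in the *Mov10* Deletion brains are not independent of each other and only the enrichment was measured separately in each.
Total read depth is unknown, because the deposited values are ratios and p-values. Reads behind single clusters were inferred, as the whole numbers of IP and input reads that fit both the deposited ratio and the deposited p-value of the cluster, and a pair was found for 99.0% of the enriched clusters in WT and for 99.7% and 99.6% in *Mov10* Deletion replicates 1 and 2. An inferred input of 1 read stands for 0 or 1 reads. By this inference, an IP read over an input read was worth a fold of 0.845 in WT, 1.74 in *Mov10* Deletion replicate 1 and 2.39 in replicate 2, and a cluster over 1 input read needed at least 16 IP reads to count as enriched in WT but 9 and 8 in the *Mov10* Deletion replicates. A cluster was called enriched at a log2 IP over input of at least 3 and a −log10 p of at least 3. This held for 7582 clusters in WT (2.11%, 95% confidence interval 2.06 to 2.16), 31892 in *Mov10* Deletion replicate 1 (5.18%, 5.12 to 5.23) and 19112 in replicate 2 (3.10%, 3.06 to 3.15). The intervals are exact Clopper-Pearson intervals and cover counting error only. With 1 WT library there is no replicate check of WT, so no test between the genotypes was made. In the targeted gene itself, *Mov10* (mm10 chromosome 3, 104794828 to 104818619, minus strand), WT had 1 enriched cluster, at 104795048 to 104795188 with a log2 of 4.00 and a −log10 p of 3.87 (19 inferred IP reads over 1 input read). Neither *Mov10* Deletion library had an enriched cluster among its 9 clusters in *Mov10*, where the highest log2 was 2.80 in replicate 1 and 2.84 in replicate 2.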

To confirm the protective role of MOV10 in regulating *Numa1* expression, AGO2 eCLIP was performed on WT and *Mov10* Deletion P0 brains [44, 45]. Most of the miRNA peaks were assigned to miR-124-3p, miR-9-5p, miR-125b-5p, and miR-466i-5p (Additional File 9: Fig. S6A). 

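Distinct target clusters of chimeric reads numbered 18029 in WT, 27152 in *Mov10* Deletion replicate 1 and 12379 in replicate 2. A cluster assigned to several miRNAs was counted once for each, which gave 22074, 30526 and 13468 assignments. The lists hold only clusters with a deposited score of at least 3. The 4 miRNAs together took 61.6% of the assignments in WT (exact 95% interval 60.9 to 62.2), 52.5% in *Mov10* Deletion replicate 1 (52.0 to 53.1) and 55.1% in replicate 2 (54.3 to 56.0). The WT share lay outside the intervals of both *Mov10* Deletion replicates, whose own intervals did not overlap either. In clusters with a single miRNA, the setting that moved these shares most, the 4 miRNAs took 72.0% in WT and 57.3% in the *Mov10* Deletion libraries together. miR-124-3p was the most frequent miRNA in every library, with 42.2% of the assignments in WT, 34.8% in *Mov10* Deletion replicate 1 and 36.8% in replicate 2. It was followed by miR-9-5p, with 9.12%, 6.69% and 6.86% in the same order. miR-125b-5p took 6.13%, 5.55% and 5.51%, and miR-466i-5p took 4.14%, 5.48% and 5.90%, so that miR-466i-5p ranked above miR-125b-5p in *Mov10* Deletion replicate 2 alone. The fifth in each library was let-7c-5p, with 3.52%, 3.32% and 3.07%. In WT, 20.0% of all assignments lay on an enriched AGO2 cluster, with 16.7% for both miR-124-3p and miR-9-5p, 19.4% for miR-125b-5p and 7.12% for miR-466i-5p (exact 95% interval 5.54 to 8.98). In *Mov10* Deletion replicate 1 it was 14.7% of all, with 15.6%, 13.6%, 15.3% and 5.68% for these miRNAs, and in replicate 2 it was 14.1% of all, with 15.9%, 16.5%, 11.9% and 5.16%. Of the 4, miR-466i-5p was the lowest in each library, while the order of the others differed between libraries.

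**Figure D1:**
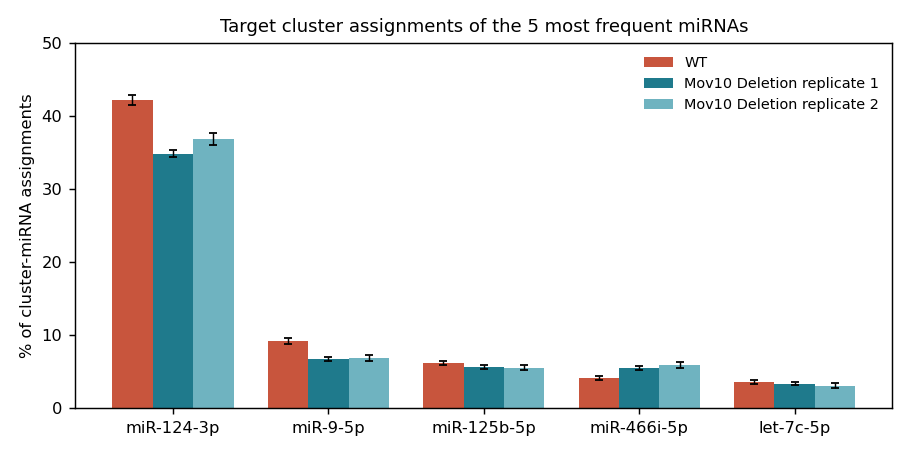
Share of all assignments of target clusters to miRNAs (%) for the 5 most frequent miRNAs in WT and in each *Mov10* Deletion replicate, with exact 95% intervals as error bars. miR-124-3p stands at 42.2% in WT and at 34.8% and 36.8% in the *Mov10* Deletion replicates, and every other miRNA stays under 10%.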

Interestingly, all these miRNAs are known to regulate different pathways in the brain [46–49]. 

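Each AGO2 cluster was assigned to the mm10 RefSeq gene bodies it lay in on the same strand, and a gene was counted when at least 1 of its clusters was enriched. WT had 2858 such genes, *Mov10* Deletion replicate 1 had 6669 and replicate 2 had 5223, and 3943 genes were counted in both *Mov10* Deletion libraries. Of these 3943 genes, 2221 were also enriched in WT and 1722 were not, while 151 genes were enriched in WT and in neither *Mov10* Deletion library. The order of the totals depended on the p-value required. At a −log10 p of at least 5, WT had 2054 genes and 2020 were counted in both *Mov10* Deletion libraries. Each of these libraries taken alone still had more genes than WT (3803 and 2765). At this p-value, 637 genes were enriched in both *Mov10* Deletion libraries and not in WT, against 194 in WT only. These sets are not symmetric, since a gene of WT only had to fail in both *Mov10* Deletion libraries. Of the 2054 WT genes, 1383 were among the 2020. A setting chosen after seeing the data required at least 16 inferred IP reads in every library. Enriched clusters for which no pair of reads was found were kept. The 2858 genes of WT then stood against 3610 in *Mov10* Deletion replicate 1, 1904 in replicate 2 and 1565 in both. At that minimum, 591 genes were enriched in WT only, against 252 in both *Mov10* Deletion libraries and not in WT. That minimum is the fewest IP reads that pass in WT, so it can lower the *Mov10* Deletion counts only. Among the 1722 genes, 392 (22.8%, exact 95% interval 20.8 to 24.8) had a cluster that was itself enriched in both *Mov10* Deletion libraries, and in the others different clusters of the gene passed in each.
The genes enriched in WT only with the highest log2 were *Ermap*, *Cep128*, *Hpse2*, *Gm29183* and *Hrob*, led by the *Ermap* cluster on chromosome 4 at 119183092 to 119183100 (log2 6.54, −log10 p 81.8). For *Mov10* Deletion only they were *Gm16168*, *Bnip3*, *Tmtc1*, *Exoc3* and *Ehf*, led by the *Gm16168* cluster on chromosome 17 at 10552395 to 10552405 (log2 7.79 in replicate 1 and 9.66 in replicate 2). The best clusters of these genes were narrow, from 4 to 32 nt wide in WT and from 3 to 18 nt in *Mov10* Deletion. Of the microtubule-related genes *Cdk5rap2*, *Camsap2*, *Camsap3* and *Spast*, each had enriched clusters (2, 5, 8 and 1, respectively) in *Mov10* Deletion replicate 1 and none in WT or in replicate 2. *Haus1*, *Haus4*, *Haus6* and *Haus7* had no enriched cluster in any library.

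**Figure D2:**
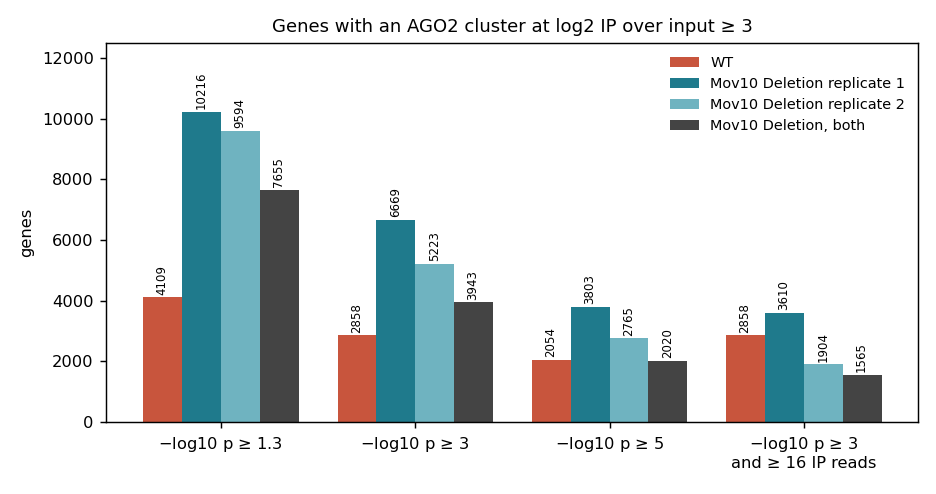
Number of genes with an AGO2 cluster at a log2 IP over input of at least 3, for WT, for each *Mov10* Deletion replicate and for both replicates together. The −log10 p was at least 1.3, 3 or 5, or 3 with at least 16 IP reads where reads could be inferred. Both *Mov10* Deletion libraries together exceed WT at 1.3 and 3 (3943 genes against 2858) but not at 5 or with the minimum of IP reads.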

As for AGO2 peaks, there are 22 genes with significantly enriched peaks in WT and 162 genes with significantly enriched peaks in *Mov10* Deletion (Additional File 9: Fig. S6B), suggesting that the primary role of MOV10 in the brain is to protect mRNAs. While AGO2 peaks on *Numa1* mRNA did not meet the enrichment cut-off, we observed differential binding of AGO2 to *Numa1* 3’UTR. Specifically, three major peaks, indicated by the blue lines in Fig. 6C, were observed on the *Numa1* 3’UTR in WT brain (WT1 IP), one of which was also observed in the earlier AGO2 eCLIP sample, WT2 [5, 50]. This AGO2 binding site contains the MRE for miR-124. 

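*Numa1* (ENSMUSG00000066306.15) spans 101933977 to 102014959 on the plus strand of chromosome 7 in mm10 and held 41 AGO2 clusters in each library. At a log2 and a −log10 p of at least 3, 1 of them was enriched in WT, 3 in *Mov10* Deletion replicate 1 and 6 in replicate 2. In GRCm39 its 3’UTR runs from 101663455 to 101664166, which is 712 nt. The same end was taken for mm10 by counting back from the end of the gene, so that nucleotide 1 of the 3’UTR is mm10 102014248, and under shifts of up to 4 nt each miRNA site named here stayed wholly inside the same cluster or wholly inside none. The 3’UTR held 4 clusters in each library. They covered 384 nt (53.9%) in WT and 474 nt (66.6%) in *Mov10* Deletion, where the replicates share the same cluster positions and therefore the same length. When only clusters with a −log10 p of at least 3 and a positive log2 were kept, 315 nt were covered in WT, 435 nt in *Mov10* Deletion replicate 1 and 364 nt in replicate 2. The difference of 90 nt between the genotypes was set beside the last 712 nt of all protein-coding genes with a cluster there. Over these 8868 genes, the covered length changed by a median of 19 nt, with 5th and 95th percentiles of -118 and 148 nt, and *Numa1* stood at percentile 81.2.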

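In WT, the most proximal cluster lay at mm10 chromosome 7, 102014267 to 102014378, which is nucleotides 20 to 131 of the 3’UTR, with a log2 IP over input of 4.66 and a −log10 p of 6.75 (30 inferred IP reads over 1 input read). The next lay at 102014431 to 102014499 (nucleotides 184 to 252), with a log2 of 2.93 and a −log10 p of 2.96 (18 reads over 2). The most distal region was deposited as a pair of adjoining clusters. The first of the pair, at 102014741 to 102014848 (nucleotides 494 to 601), had a log2 of 2.98 and a −log10 p of 4.50 (28 reads over 3). The other, at 102014849 to 102014943 (nucleotides 602 to 696), had a log2 of 2.93 and a −log10 p of 4.26 (27 reads over 3). The most proximal cluster alone reached a log2 of 3, and the others lay just under it. The data analysed here hold no replicate of WT, and the earlier WT sample that the paper shows was not analysed. With 1 to 3 input reads per cluster, 1 read more or less in the input would move these ratios widely.

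**Figure D3:**
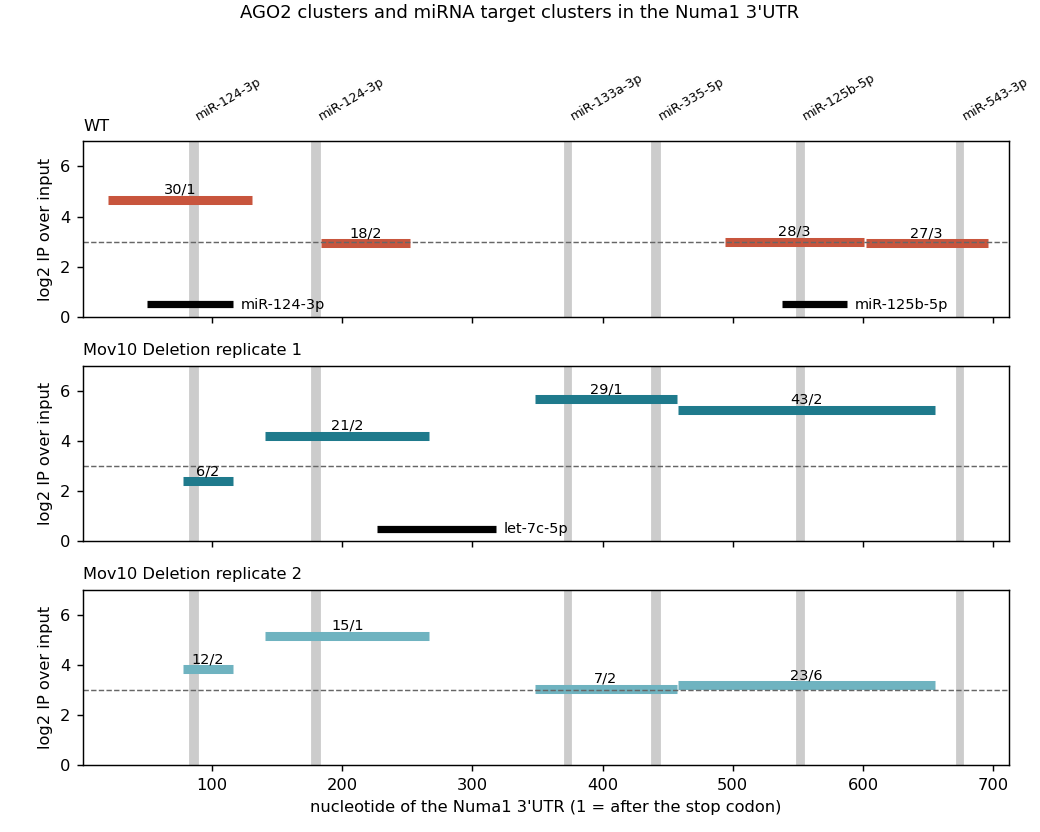
AGO2 clusters along the *Numa1* 3’UTR (x axis, nucleotides after the stop codon) at their log2 IP over input (y axis) in WT and each *Mov10* Deletion replicate. Inferred IP and input reads stand above each bar, and the dashed line marks a log2 of 3. Target clusters of miRNAs are black. The miRNA sites in grey are seed matches found here, which may not be the sites the paper predicts. That of miR-133a-3p misses the first nucleotide of the seed. The grey sites of miR-133a-3p and miR-335-5p lie under a cluster in the *Mov10* Deletion replicates and under none in WT, and the site of miR-543-3p lies under a cluster in WT and under none in *Mov10* Deletion.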

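The first site for miR-124-3p in the 3’UTR, a 7-nt match GTGCCTT to the miRNA seed, lay at nucleotides 83 to 89 (GRCm39 chromosome 7, 101663537 to 101663543) in the sequence CTGTCCCTCAGTGCCTTCTCTCAGCTC. It fell inside the most proximal WT cluster. Chimeric reads named the miRNA directly. A target cluster assigned to miR-124-3p covered mm10 102014297 to 102014363 in WT (nucleotides 50 to 116), with a deposited score of 8.44, the highest of the 3 target clusters listed in *Numa1* in WT. No target cluster of miR-124-3p was listed in *Numa1* in either *Mov10* Deletion library. These lists begin at a score of 3, so a weaker target cluster would not appear in them.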

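The most proximal cluster of the *Numa1* 3’UTR in *Mov10* Deletion lay at mm10 chromosome 7, 102014325 to 102014363, which is nucleotides 78 to 116 or 39 nt. It lay within the span of the WT cluster and held the same 7-nt site for miR-124-3p. In *Mov10* Deletion replicate 1 its log2 IP over input was 2.38 with a −log10 p of 1.24 (6 inferred IP reads over 2 input reads). In replicate 2 the log2 was 3.84 with a −log10 p of 4.67 (12 reads over 2), so the cluster was enriched in replicate 2 and not in replicate 1.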

In the absence of MOV10 (DEL), there is still AGO2 binding in this first region but to a lesser extent, supporting the experiment shown in Fig. 6B that miR-124 suppresses expression in a MOV10-independent manner. 

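The next *Mov10* Deletion cluster lay at mm10 102014388 to 102014514, nucleotides 141 to 267 of the *Numa1* 3’UTR, and at 127 nt contained the whole of the 69-nt WT cluster there. It was enriched in both replicates, with a log2 of 4.19 and a −log10 p of 7.16 in replicate 1 (21 inferred IP reads over 2 input reads) and a log2 of 5.16 and a −log10 p of 6.88 in replicate 2 (15 reads over 1). Since both replicates share the same cluster limits, the greater width was observed once and not in each replicate. A target cluster of chimeric reads assigned to let-7c-5p overlapped it in *Mov10* Deletion replicate 1, at 102014474 to 102014565 (nucleotides 227 to 318), with the lowest score the list holds, 3.0.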

The second region of the 3’UTR is bound by AGO2 in the presence and absence of MOV10, although the AGO2 binding is more extensive, meaning a larger region in the 3’UTR, in the absence of MOV10 (DEL). There are no known MREs in the second region. 

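The sequence of this region holds a further 7-nt match to the miR-124-3p seed, GTGCCTT at nucleotides 177 to 183 (GRCm39 chromosome 7, 101663631 to 101663637), in ACTTTGCCTGGTGCCTTCTAGGCGTCT. The match lay inside the *Mov10* Deletion cluster. In WT it ended next to the first nucleotide of the cluster, so that a shift of 1 nt in the placement of the 3’UTR would make them overlap in part. A 6-nt match to the let-7 seed, CTACCT at nucleotides 159 to 164, misses the first nucleotide of the seed. It lay inside the *Mov10* Deletion cluster and outside the WT one. Neither match was covered by a target cluster assigned to its own miRNA, in any library.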

The third AGO2 eCLIP peak is also much broader in the IPs from *Mov10* Deletion compared to the WT1 IP, suggesting increased AGO2 binding in the region containing MREs for miR-133 and −335 in the absence of MOV10, supporting the hypothesis that MOV10 protects this region from AGO2 association. These data also support the result in Fig. 6B where addition of miR-133 increased *Numa1* 3’UTR suppression in the absence of MOV10. In addition, the third region extends more distally in WT to include the MRE for miR-543, suggesting MOV10 facilitates AGO2 association in WT brain. This result is in contrast to Fig. 6B, which suggested MOV10 blocked AGO2 association with the MRE for miR-543. 

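In *Mov10* Deletion the region was deposited as a pair of adjoining clusters, at mm10 102014595 to 102014704 (nucleotides 348 to 457, 110 nt) and at 102014705 to 102014902 (nucleotides 458 to 655, 198 nt). The first of these held a 7-nt match to the miR-335-5p seed, GCTCTTG at nucleotides 438 to 444 (GRCm39 101663892 to 101663898). It also held the best match to miR-133a-3p, the 6-nt GGACCA at nucleotides 371 to 376 (GRCm39 101663825 to 101663830) in GACCTAGAAGGGACCATTGGAGAAGC. This match misses the first nucleotide of the seed, and no 7-nt match to the miR-133a-3p seed was found in the 3’UTR. No WT cluster covered either match, and these matches may not be the sites the paper predicts. The values of this cluster differed between the replicates. It had a log2 of 5.66 and a −log10 p of 11.4 in replicate 1 (29 inferred IP reads over 1 input read), and a log2 of 3.06 and a −log10 p of 2.41 in replicate 2 (7 reads over 2), so that replicate 1 alone passed the p-value required. The adjoining distal cluster was enriched in both, with a log2 of 5.23 and a −log10 p of 16.2 in replicate 1 (43 reads over 2) and a log2 of 3.19 and a −log10 p of 7.85 in replicate 2 (23 reads over 6). It shared with WT a 7-nt match to miR-125b-5p, CTCAGGG at nucleotides 549 to 555, which in WT lay under a target cluster assigned to miR-125b-5p (nucleotides 538 to 588, score 3.63). Chimeric reads assigned to miR-335-5p were rare throughout the brain libraries, with 15 target clusters in WT and 23 and 16 in the *Mov10* Deletion replicates. For miR-133a-3p, 1 target cluster was listed in *Mov10* Deletion replicate 2 and none in the other libraries. No target cluster in the *Numa1* 3’UTR was assigned to either miRNA. From the wider AGO2 clusters over the sites for miR-133 and miR-335 in *Mov10* Deletion, the paper proposes that AGO2 binding there increases in the absence of MOV10 and that MOV10 protects the region from AGO2, and it sets this beside the reporter assay with miR-133 in Fig. 6B.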

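The best match to miR-543-3p was the 6-nt AATGTT at nucleotides 672 to 677 (GRCm39 chromosome 7, 101664126 to 101664131), in ATCTTTTCTAAATGTTATTACTTGTA. An A follows the match, but only pairing within the seed was scored, so a longer site that includes this A was not considered. The 6-nt match lay inside the most distal WT cluster, which had a log2 just under 3. The *Mov10* Deletion clusters ended before it, at nucleotide 655. This match too may not be the site the paper predicts. Target clusters of chimeric reads assigned to miR-543-3p numbered 8 in WT and 16 and 11 in the *Mov10* Deletion replicates, and none of them lay in *Numa1*.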

We suspect that the regulation of *Numa1* by MOV10 at miR-543 is cell-type specific, such that in Neuro2A, MOV10 protects *Numa1* and in neurons MOV10 facilitates AGO2 binding.

Figure 6D is a compilation of the AGO2 eCLIP data (Fig. 6C), the published MOV10 CLIP sites [34], predicted G-quadruplexes [41] and an in vitro verified G-quadruplex [42] to demonstrate how AGO2 associates with the 3’UTR of *Numa1* and how MOV10 association with G-quadruplexes blocks AGO2 association. As a result, we can see that the MREs for miR-124 and miR-335 do not have G-quadruplexes nor MOV10 CLIP sites, which is why their regulation is largely MOV10-independent. The MRE for miR-543 is bound by MOV10 but its involvement in regulation of *Numa1* is likely cell-type specific. Importantly, the MRE for miR-133 is predicted to have a G-quadruplex, which is recognized by MOV10 to regulate AGO2 association, allowing MOV10 to act as a protector of *Numa1*.

### Over-expression of NUMA1 or knockdown of HAUS6 rescues microtubule comet formation and decreases dendritic arborization in Mov10 Deletion neurons

Our model is that MOV10 controls *Numa1* expression by regulating AGO2 access to the 3’UTR. In the absence of MOV10, NUMA1 is decreased and unavailable to regulate HAUS, which leads to the dendritic phenotypes observed in *Mov10* Deletion neurons. To test our model for NUMA1-HAUS regulation of microtubule polymerization, we performed rescue experiments in *Mov10* Deletion neurons by introducing *Numa1* transgene or knocking down one of the HAUS proteins, which will disrupt the entire HAUS complex [40] and examining microtubule comet formation in dendritic growth cones. Specifically, we expressed EGFP-NUMA1 or *Haus6* shRNA in DIV0 *Mov10* Deletion neurons, after validation of their respective efficacies in Neuro2A cells (Additional File 8: Fig. S5C and D). As a control, we introduced an empty EGFP vector into the WT and *Mov10* Deletion neurons and all experimental groups were co-transfected with the mCherry-EB3 construct to allow measurements of comet formation and travel rate.

Once again (as shown in Fig. 4), we found that both EB3-comet formation and comet traveling rate were significantly reduced in the *Mov10* Deletion neurons compared to WT (Fig. 7A and B). Importantly, over-expression of NUMA1 (NUMA1 OE) rescued microtubule comet formation in the *Mov10* Deletion neurons to WT levels and partially rescued the microtubule dynamics because the EB3-comets traveled faster than in the *Mov10* Deletion but is not significant, although the rate was indistinguishable from WT (Fig. 7D, n.s.). Thus, introduction of NUMA1 fully rescues comet formation and partially rescues the rate of travel. In contrast, knockdown of *Haus6* (HAUS6 KD) in the *Mov10* Deletion neurons led to the restoration of WT levels of both the EB3-comet formation rate and the EB3-comet traveling rate (Fig. 7A and B), likely because one of the proteins in the complex (HAUS4) is already down-regulated in *Mov10* Deletion neurons (Fig. 5A), thus, knockdown of HAUS6 further disrupts a reduced HAUS complex. We conclude that over expression of the HAUS complex participates in the *Mov10* Deletion phenotype in dendritic growth cones, supporting our hypothesis that normal dendritogenesis requires a balance of NUMA1 and HAUS expression (Fig. 7C).

**Fig. 7:**
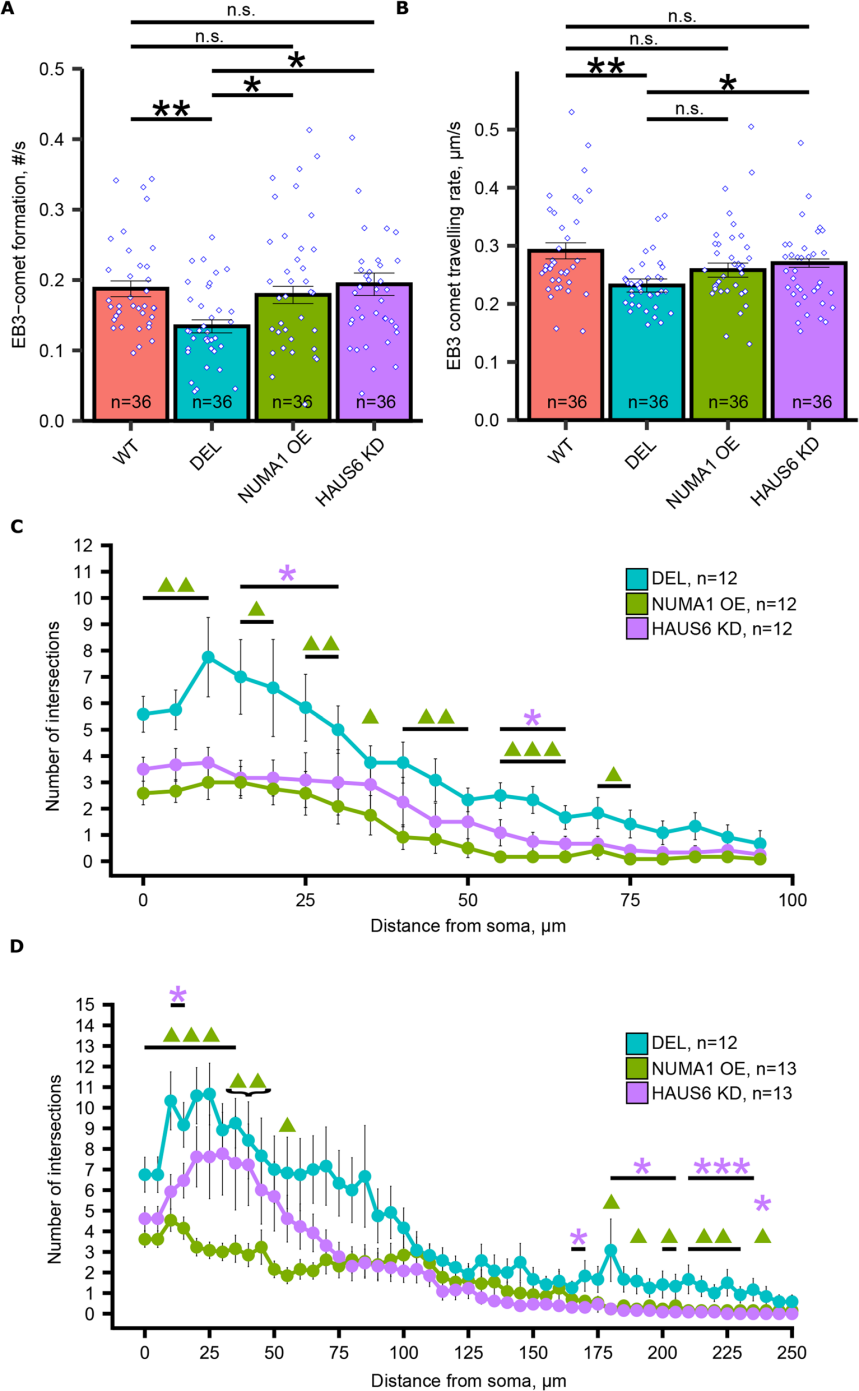
Over-expression of NUMA1 and reduction of HAUS6 in *Mov10* Deletion neurons rescues EB3 comet formation and reduces dendritic arborization. **A**, **B** DIV2 hippocampal neurons were transfected with EB3-mCherry plasmid and each of the following constructs: a control GFP plasmid pLenti-CMV-GFP-P2A-Puro into WT and *Mov10* Deletion (DEL) neurons; pEGFP-P2A-NUMA1 (NUMA1 OE) or SMART vector HAUS6 shRNA (HAUS6 KD) into *Mov10* Deletion neurons. EB3 comet formation (A) and EB3 traveling rate (**B**) were measured. **C** DIV0 *Mov10* Deletion hippocampal neurons were nucleofected with a control (pmaxGFP) (DEL), pEGFP-P2A-NUMA1 (NUMA1 OE), or SMART vector HAUS6 shRNA (HAUS6 KD) and Sholl analysis performed on DIV3. **D** DIV10 *Mov10* Deletion hippocampal neurons were transfected using Lipofectamine 2000 with a control (pmaxGFP) (DEL), pEGFP-P2A-NUMA1 (NUMA1 OE), or SMART vector HAUS6 shRNA (HAUS6 KD) and Sholl analysis performed on DIV10. Data are shown as mean ± SEM. *P*-values were calculated using Dunn’s test with Benjamini–Hochberg adjustment for multiple comparisons. *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001, n is the number of neurons from *N* = 3 litters cultured separately. Purple asterisks indicate significant differences between *Mov10* Deletion and HAUS6 KD and green triangles indicate significant differences between *Mov10* Deletion and NUMA OE

To test this hypothesis in developing *Mov10* Deletion neurons, we used the same constructs as above, introducing them by nucleofection in freshly isolated DIV0 neurons and to transfect adherent DIV7 neurons to examine the effect on arborization using Sholl analysis. It became quickly apparent that the transfected neurons could not survive until complete maturity at DIV14 due to either high levels of exogenous gene expression or transfection cytotoxicity. Thus, we performed the Sholl analysis three days post-introduction, DIV3 and DIV10, respectively, when the neurons were still healthy. Both approaches led to a significant reduction in the distal dendritic arborization of *Mov*10 Deletion neurons in which NUMA1 was over-expressed and HAUS6 was knocked down. (Fig. 7B, C), supporting our hypothesis that MOV10 modulates NUMA1 and HAUS expression. Interestingly, overexpression of NUMA1 at both timepoints led to significantly reduced primary dendrites, whereas knockdown of HAUS6 at DIV7 led to a milder phenotype (Fig. 7C, D and Additional File 9: Fig. S6 C, D).

The rescue of the distal arborization phenotype suggests that the dysregulated interplay of NUMA1 and HAUS is at least partially responsible for the increased dendritic arborization in the absence of MOV10 (Fig. 8). However, decreased arborization of proximal dendrites by NUMA1 OE and HAUS6 KD is a further exacerbation of the *Mov10* Deletion phenotype shown in Fig. 3A. We suspect that MOV10 is responsible for regulating multiple mechanisms for dendrite development, and while NUMA1 and HAUS complex play an important role in the distal dendrites, their effect on proximal dendrites is outweighed by other MOV10-dependent pathways, addressed more in the Discussion.

**Fig. 8:**
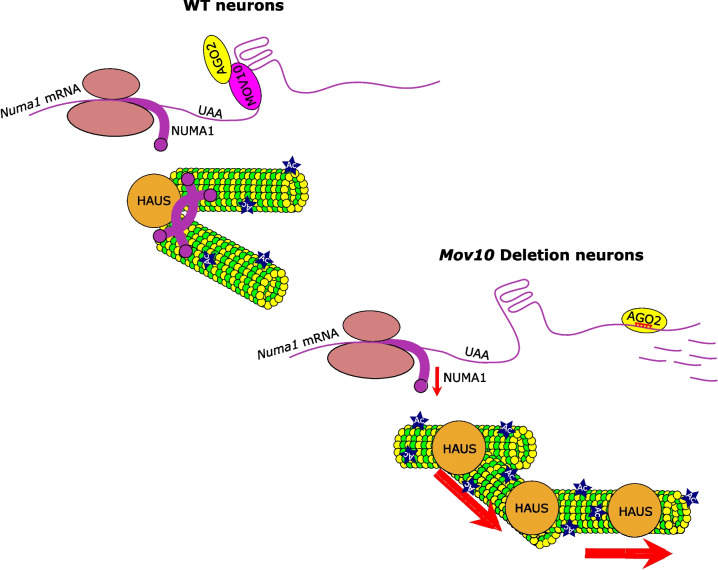
Model for MOV10 regulating access of AGO2 to the *Numa1* mRNA in neurons where NUMA1 and HAUS polymerize microtubules for normal dendritic branching. *Numa1* mRNA is translated into NUMA1. MOV10 binds the RNA G-quadruplex in the 3’UTR to prevent AGO2 from suppressing translation. NUMA1 and HAUS bind microtubules (green and yellow structures) to facilitate dendritogenesis. The asterisk indicates acetylation. In the absence of MOV10 (shown below), AGO2 accesses the MREs in the 3’UTR of the *Numa1* mRNA leading to translation suppression (downward red arrow) and subsequent degradation of the mRNA. In the absence of NUMA1, unregulated HAUS complex facilitates increased polymerization (thick red arrows) of microtubules

In summary, we have identified a novel role for MOV10 in regulating translation of microtubule polymerizing protein NUMA1 for normal dendritogenesis and ultimately, for normal fear learning and memory.

## Discussion

MOV10 plays a crucial role in early embryonic development [8, 9]. Because of its elevated levels in postnatal brain [8] and its association with FMRP [4], we hypothesized that it also plays an important role in dendritogenesis and ultimately in learning and memory. To test this hypothesis, we created the *Mov10* Deletion mouse. We expected to find a phenotype because loss of MOV10 in tadpoles led to an abnormal distribution of neuronal precursor cells and mature neurons in the ventricular zone, suggesting abnormal proliferation, migration and/or increased maturation of neurons [9]. In addition, knockout mice of the MOV10-associated proteins FMRP and AGO2 both have behavioral phenotypes. Loss of FMRP leads to impaired learning and memory, similar to that observed in Fragile X syndrome [51]. In contrast, loss of functional AGO2, i.e., loss of miRNAs at the same times during development as the *Mov10 Deletion* mouse (both mice were created with the *Emx1*-Cre line) resulted in a smaller cortex, no detectable hippocampus and death by postnatal day 30 [30]—all much more severe than the *Mov10* Deletion phenotype. Thus, loss of brain miRNAs has a much more severe impact on brain development than the loss of MOV10. In fact, not only was the *Mov10* Deletion mouse viable into adulthood, it also had increased cortical thickness and a morphologically normal hippocampus. In contrast, conditional deletion of miRNAs in an adult mouse forebrain led to features more similar to the *Mov10* Deletion mouse, showing increased memory that included both fear and spatial memory as well as increased distal branching of hippocampal neurons in slices [23]. Thus, at the later time points, MOV10 loss and AGO2 loss are more similar. MOV10 likely modulates AGO2 association with mRNAs in arborizing hippocampal neurons, such that when each is deficient, the result is elongated distal dendrites and enhanced memory. It is possible that the *Mov10* Deletion mouse did not show enhanced memory in tests requiring normal vision because of MOV10’s possible role in retinal development, as observed in tadpoles treated with *Mov10* morpholinos [9]. Importantly, we show here that MOV10 plays an important role in fear memory extinction, which utilizes multiple brain regions including amygdala, cortex and hippocampus [52]. Our results suggest that MOV10-mediated translation regulation affects neuronal connectivity and at the molecular level, MOV10 is likely mediating many of its effects by modulating AGO2 access to mRNAs, thus, affecting translation of neuronal mRNAs.

Although we showed that the dendritic growth cone defect in the *Mov10* Deletion hippocampal neurons could be rescued by modulation of either NUMA1 or HAUS, we still do not know how these microtubule binding proteins interact. The rescue effect of HAUS6 downregulation in growth cones appears to be more profound than NUMA1 over-expression, possibly because one of the components of the HAUS complex, HAUS4, is downregulated endogenously in *Mov10* Deletion neurons. Further, previous reports showed that downregulation of HAUS1, HAUS6, and HAUS7 leads to reduced dendritic arborization [40, 53]. In addition, overexpression of NUMA1 was unable to completely rescue EB3 comet traveling rate and neither overexpression of NUMA1 or knockdown of HAUS6 were able to rescue the reduced primary branching. We hypothesize that MOV10 is regulating the expression of multiple cytoskeletal related proteins. MOV10 DEG candidates include the NUMA1 interacting protein KATNB1 [54] and microtubule binding and assembly proteins CAMSAP2 and CAMPSAP3 [55, 56], which are also reduced in the absence of MOV10 (Fig. 5A). MOV10 target mRNAs also encode proteins that destabilize microtubules like SPASTIN, which is among the DEGs reduced in the *Mov10* Deletion. Reduced SPASTIN could also explain the increase in stabilized microtubules we observed.

A recent study identified reduced NUMA1 expression in axonal growth cones as causing the developmental problems observed in Huntington’s disease (HD), leading to microtubule disorganization [43]. Introduction of miR-124 phenocopied the HD axonal defect caused by the huntingtin protein (HTT). Although it was not determined how HTT suppresses NUMA1 expression, our work begins to identify the RNA binding proteins that regulate NUMA1 expression in growth cones. MOV10 binds RNA G-quadruplexes to block access to AGO2 [4, 5]. 

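In the GRCm39 sequence of the 712-nt *Numa1* 3’UTR, guanine made up 22.2% of the proximal 356 nt and 28.4% of the distal 356 nt. A run of GGG, counted at every position where it starts, occurred 17 times in the distal 356 nt and 0 times in the proximal 356 nt.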

The 3’UTR of *Numa1* is G-rich and is predicted to form a number of G-quadruplexes in the distal half of the transcript. In CLIP studies, MOV10 bound the MREs for miR-133 and miR-543 [34] and in our experiments, MOV10 blocks degradation of the reporter after their introduction. We suspect that regulation of these MREs could have important implications for dendritic development because miR-133 and −543 have been implicated in neurite outgrowth [57] and neuronal differentiation [58, 59], respectively.

In summary, we have identified a role for MOV10 in suppressing fear memory formation since the absence of the *Mov10* gene leads to enhanced fear memory. This may have implications for understanding Post Traumatic Stress Disorder (PTSD) and could give insight into Savant syndrome, a feature in some individuals with autism who have remarkable memory capacity [60]. In addition, individuals with autism have been reported to have increased cortical volume early in development [61] that is region specific [62]. We do not know why there is increased cortical thickness in the *Mov10* Deletion mouse, although it could be a result of increased dendritic arborization of the cortical neurons. Further studies are necessary to determine how cytoarchitecture affects complex behaviors.

## Conclusions

In this study, we established a role for the RNA helicase MOV10 in neuronal development and function through creation and characterization of a brain-specific knockout mouse, *Mov10* Deletion. Loss of MOV10 from excitatory *Emx1*-expressing neurons lead to enhanced fear memory, increased cortical thickness and increased dendritic arborization of hippocampal neurons. RNA-seq of P0 hippocampi revealed a preponderance of cytoskeletal-related mRNAs as MOV10-dependent, including the microtubule binding protein NUMA1. *Numa1* is protected from miRNA-dependent degradation by MOV10 and over-expression of NUMA1 and knockdown of *Haus6* in *Mov10* Deletion hippocampal neurons partially rescues the dendritic phenotype. Our work suggests that MOV10 regulates microtubule-mediated dendritic arborization with implications for normal forgetting.

## Methods

### Mouse husbandry

Mice were housed in standard IVC cages with water and food (Inotiv, Teklad, cat. #2918) available ad libitum. Mice were kept on a 12-h light/dark cycle from 7 AM to 7 PM and 7 PM to 7 AM, respectively. All experiments involving mice were reviewed and approved by the University of Illinois at Urbana-Champaign Institutional Animal Care and Use Committee based on the recommendations of the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Credentials of the IACUC committee include USDA Registration: #33-R-0029; PHS Assurance: D16-00075 (A3118-01); AAALAC: #00766. Experiments were approved in IACUC protocols 19,112 and 22,113 (07/28/2022–2025). Mice were euthanized by carbon dioxide asphyxiation by replacing air in their home cage with CO_2_ at the rate of 70% volume/min until they ceased moving and stopped breathing. Death was confirmed by cervical dislocation. For neuron dissection, P0 pups were euthanized by decapitation.

### Creation of the Mov10 Deletion mouse

A detailed description of creation of this mouse is in the Supplemental Materials. Briefly, a *Mov10* targeting construct (*Mov10*^tm456285a(L1L2_GT2_LF2A_LacZ_BetactP_neo)^) was obtained from the European Mouse Mutant Cell Repository (EMMCR) [13] (https://www.i-dcc.org/imits/targ_rep/alleles/43670/targeting-vector-genbank-file) that targeted two exons (6 and 7) that when removed from the mouse *Mov10* gene, leads to loss of frame. We verified the targeting construct by sequencing and introduced it into C57BL/6 J ES cells by electroporation to obtain 232 neomycin-resistant clones. DNA was extracted and screened for successful insertion into the *Mov10* locus using PCR (primers described in Supplementary Material) which identified 10 clones that were correctly targeted. The presence of all LoxP sites was verified by sequencing. Three of the correctly targeted clones were introduced into albino blastocysts for chimeric animal production. The chimeras were crossed to albino females and the resulting black pups were screened by PCR for the presence of the targeting construct (by identifying the neomycin cassette) and were then bred to homozygosity. These mice were then crossed with the FLP transgenic mouse (009086) from Jackson Laboratories to remove the neomycin cassette (flanked by FRT sites), which can affect the phenotype [63]. The FLP transgene is on chromosome 6: since the targeted *Mov10* locus is on chromosome 3, this experiment worked. Successful removal of the neomycin cassette was monitored by PCR (Additional File 10). To delete MOV10 expression from brain, we obtained the *Emx1-Cre* mouse (005628) from the Jackson Laboratory, which begins low expression in neurons at E10.5 but steadily increases [16] to obtain brain-specific-*Mov10* knockouts (*Mov10* cKO). After observing only a 50% reduction of MOV10 in hippocampus, we bred the *Mov10* cKO with the previously described *Mov10* heterozygous mutant (*Mov10* HET) mouse to obtain the novel mouse model we called *Mov10* Deletion. The Western blotting analysis of P0 brain lysates from *Mov10* Deletion mouse showed a 90% reduction of the MOV10 protein level.

### Western blotting

Hippocampi from at least two P2 WT and *Mov10* Deletion per pups per sample were dissected, lysed in lysis buffer (50 mM Tris–Cl 7.5, 300 mM NaCl, 30 mM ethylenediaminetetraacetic acid (EDTA), 0.5% Triton), quantified by Bradford assay, and resuspended in 1 × sample buffer for resolution by SDS-PAGE (7.5% gels) and analyzed by immunoblotting. Briefly, membranes were blocked with 5% non-fat dry milk in phosphate-buffered saline (PBS) containing 1% TWEEN-20 for 1 h at room temperature. Primary antibody was applied overnight at 4 °C followed by a brief wash in 1% non-fat milk PBS containing 1% TWEEN-20 wash buffer. Horseradish peroxidase (HRP)-conjugated secondary antibody was applied at 1:5000 dilution for 1 h at room temperature and washed 4 × 15 min using wash buffer. The HRP signal was detected using an enhanced chemiluminescent (ECL) substrate on BioRad ChemiDoc. The primary antibodies used were anti-MOV10 (RRID:AB_1040002, A301-571A, Bethyl Laboratories, Montgomery, TX, USA) at 1:1000, anti-eIF5 (RRID:AB_631427, sc-282, Santa Cruz Biotechnology) at 1:4000, anti-NUMA1 (NB500-174SS, Novus Biologicals) at 1:500, anti-acetylated tubulin (T7421-25UL, Sigma-Aldrich) at 1:1000, anti-GAPDH (RRID:AB_307274, ab9484, Abcam) at 1:5000, and HRP-conjugated goat anti-rabbit (RRID:AB_2337937, 111–035-008, Jackson Immunoresearch) and goat anti-mouse (RRID:AB_2338512, 115–035–174, Jackson Immunoresearch). The density of the bands was quantified using ImageJ. The level of significance and tests performed are described in the figure legends for each experiment.

### Whole mouse brain fixation, sectioning, and staining

Brains of 12-week-old mice were fixed in 4% paraformaldehyde in PBS overnight at 4 °C and then washed in a series of ethanol solutions for 30 min (25%, 50%, 70%, 83%, 95%, and 100%) and left in methyl salicylate overnight before embedding in paraffin. 7 μm coronal sections (Allen Brain Reference Atlas, Adult Mouse, Image 74) were prepared using a Leica RM2255 rotary microtome and dried overnight at room temperature. The sections were de-paraffinized using xylene and rehydrated through a series of ethanol washes (100%, 95%, and 70% followed by water) before staining with hematoxylin and eosin. The slides were imaged on NanoZoomer Slide Scanner and 10 × magnified fields of view were exported as TIFF images using NDP.view 2. TIFF images were anonymized prior to the analysis of the cortical and hippocampal layers. Quantification of thickness was done using the straight-line tool in ImageJ. Before quantification of cell density, the image was auto-thresholded using the Phansalkar method, despeckled, eroded, and dilated, and then the cell density was quantified using the analyze particle function (size 20 – infinity).

### Behavior tests

Mice aged 8–12 weeks old were tested at the same hour of the day in the following sequence: elevated plus maze, open field, novel object recognition, cued and context fear conditioning. Y-maze, and T-maze were performed on a separate cohort. The experimenter was blinded to the genotypes. Both sexes were tested. All trials for each mouse were videotaped with a Logitech HD Pro webcam and analyzed in TopScan, Cleversys Inc. software. Mixed-effect ANOVA was used as a statistical test to account for effects of sex and batch on the differences between the genotypes.

### Elevated plus maze

The apparatus consists of four arms (66 × 6.4 cm), an open area in the center (6.4 cm), two opposing open arms, and two opposing closed arms (20-cm-high wall) with sliding doors at the end. The maze is elevated at a height of 60 cm from the floor and was constructed by the Machine shop of the School of Molecular and Cellular Biology, UIUC. Mice were placed in the center of the maze and allowed to explore the maze for 10 min. Time spent in each zone was measured and used for the analysis.

### Open field test

The test was performed on the first day of the novel object recognition test. Mice were exposed for 10 min to a rectangular arena (46 × 25 × 20 cm), and the distance covered was measured and used for the analysis.

### Novel object recognition

The test was performed as described [64]. Briefly, mice were habituated to the empty arena on the first day for 10 min. After 24 h, two similar objects were presented, and the interaction with each object was tracked using a webcam. The pair of objects used in the test was randomized between animals. On day 3, a novel object replaced one of the objects, and the mice were recorded. The placement of the novel object was randomized between animals. The videos were analyzed to estimate the time the animal spent interacting with the objects that was used for the analysis.

### Cued and context fear conditioning

A modified procedure of the test was performed as described [23]. Mice were trained by exposing them for 5 min to a chamber (34 × 28 × 30 cm) where they received three consecutive pairs of tone (20 s) and shock (0.5 mA, 2 s) with an empty trace interval of 1 s and a 3-min break between each tone-shock pairing. One day later, behavior was recorded in a novel context using a webcam with the same tone but without shock (cued fear conditioning). Two days after training, the mice are placed back in the original training chamber without tone or shock and recorded for 8 min (context fear conditioning). Freezing was defined as lack of movement for at least 1 s, except for respiration. Percent of time spent freezing was used for the analysis.

### Y maze (YM) spontaneous alternation test

A mouse was placed in the Y-shaped maze built from grey plastic material with three arms (ABC) of equal size at a 120-degree angle from each other (arms: 30 cm long, 14.5 cm high, 7 cm wide) and allowed to freely explore the three arms for 5 min, and each movement from one arm into another arm was recorded. The percentage of alternation between the arms entered was used for the analysis.

### T-maze (TM) rewarded alternation

Mice were diet-restricted for two weeks before the test to maintain 90 ± 5% of initial weight. During this time, the animals were habituated to chocolate morsels that were used as food rewards. On day 1 (habituation), a mouse was placed in the maze with food rewards present in both goal arms for 10 min to let the animal habituate to the maze. On day 2 (training), one goal arm was closed by a door and the reward was placed in the other goal arm. A mouse was placed at the base arm and allowed to explore the open goal arm and consume the reward. The reward was refilled in the opposite goal arm, and the block was removed. Then the mouse was placed in the base arm so it could choose between the two goal arms. The mouse was allowed to consume the reward if it chose the correct arm or removed after a time equivalent to that normally used to consume the reward if it chooses the incorrect arm. This trial was repeated 10 times in a row for each animal. The percentage of correct trials was used for the analysis.

### RNA sequencing and analysis

Three samples for both WT and *Mov10* Deletion were prepared by isolating RNA using an RNeasy Mini Kit (Qiagen) from hippocampi of at least two P0 pups per sample. The quality of the isolated RNAs was checked using gel electrophoresis, and the RNAs were sent to the UIUC Roy J. Carver Biotechnology Center. RNA-seq libraries were prepared using TruSeq Stranded mRNAseq Sample Prep kit (Illumina) and 150 bp reads were generated using NovaSeq 6000 SP flowcell (Illumina). After adapter trimming and quality checking using multiQC (v1.9), abundance of each transcript was quantified using the Selective Alignment method of Salmon (v1.4.0) with a decoy-aware transcriptome using the entire GRCm39 genome as the decoy. Estimated feature expression levels were normalized using TMM (trimmed mean of M values) normalization in the edgeR (v3.32.1) package with the detection threshold at 0.25 cpm (counts per million) in at least 3 samples. RUVSeq (v1.24.0) package was used for the surrogate variables analysis to control the effects of outlying samples. Differential gene expression (DE) analysis was performed using the limma-trend method in limma (v3.46.0). Two surrogate variables calculated from RUVSeq were included in the statistical model as covariates to control unwanted noise. A one-way ANOVA test was calculated along with all three pairwise comparisons between the two groups. Multiple testing correction was done using the False Discovery Rate method. Alternative splicing was analyzed using the IsoformSwitchAnalyzeR (v 1.12.0). Analysis of the single-cell RNA-seq data from [33] was done using Seurat (v4.0.3).

### Hippocampal neuron culture

Hippocampal neurons of P0 pups were dissected and dissociated as described [65]. Coverslips were coated for 2 h at room temperature with 10 μg/mL of poly-L-lysine (P4707, Sigma) and 50,000 cells/well were plated for immunofluorescence (IF) in minimum essential medium (MEM) supplemented with 10% fetal bovine serum (FBS). After 24 h, the medium was switched to Neurobasal (NB) medium (21,103,049, Gibco) supplemented with B-27 (17,504–044, Gibco). Half of the media was removed and replaced with fresh NB medium every 3 days.

For live-imaging, 2*10^6^ hippocampal neurons were transfected using the Amaxa Nucleofector Device 2b with 3 μg of pCMV-EB3mCherry_cmv-LifeActGFP and placed on Poly-D-Lysine Coated glass-bottom 35 mm dishes (P35GC-1.5–14-C, MatTek). For the rescue of microtubule dynamics, the procedure was identical, but the neurons were transfected with 1.5 μg of pCMV-EB3mCherry and 1.5 μg of either pLenti-CMV-GFP-P2A-Puro, or pEGFP-P2A-NUMA1, or SMART vector HAUS6 shRNA (Dharmacon, V3SVMM01_16758209).

For the 5,6-dichloro-1-beta-D-ribofuranosyl-benzimidazole (DRB) experiment, 2*10^6^ hippocampal neurons from P0 pups were cultured in a 6-well plate for 4 days. On DIV4, the culture medium was adjusted to 1 mL and DRB (D1916-10MG, Sigma Millipore) was added to final concentration of 100 μM (3.3 μL of 30 mM DRB in DMSO). After 0, 2, 4, and 6 h following DRB addition, neurons were washed with 1 mL of HBSS, and total RNA was isolated using 1 mL (Invitrogen, cat. 15,596,026) following manufacturer’s protocol followed by RT-qPCR.

For the rescue of dendritic arborization, 2*10^6^ hippocampal neurons were transfected using the Amaxa Nucleofector Device 2b with 3 μg of pmaxGFP (Amaxa), pEGFP-P2A-NUMA1, or SMART vector HAUS6 shRNA (Dharmacon, V3SVMM01_16758209) and placed on Poly-D-Lysine Coated glass-bottom 35 mm dishes (P35GC-1.5–14-C, MatTek) and fixed 3 days after on DIV3 for imaging. Separately, 2.5*10^5^ hippocampal neurons were cultured on nitric acid etched coverslips coated with PDL. Neurons were transfected on DIV 7 with 0.8 µg pmaxGFP (Amaxa), pEGFP-P2A-NUMA1, or SMART vector HAUS6 shRNA (Dharmacon, V3SVMM01_16758209) using 2 µL of Lipofectamine 2000 (11,668,027, Invitrogen) per coverslip. On DIV 10, the neurons were fixed, immunostained with anti-MAP2 antibody, and imaged as described below.

### RT-qPCR

Total RNA was isolated from samples using TRIzol (Invitrogen, cat. 15,596,026) following manufacturer’s protocol. Total RNA was treated with TURBO DNase (Invitrogen, ref AM2238) for 30 min at 37 °C and heat-inactivated for 10 min at 75 °C. DNase-treated total RNA was converted to cDNA using M-MuLV Reverse Transcriptase (NEB, cat. M0253S) and Random Primer Mix (Promega, REF C1181) following manufacturer’s protocol with addition of 5 mM DDT. 5 ng of cDNA was used for RT-qPCR reaction using MicroAmp Fast 96-Well Reaction Plate (Applied Biosystems, ref 4,346,907), Cycler iQ Optical Tape (Bio-Rad, cat. 2,239,444), and PowerUp SYBR Green Master Mix (ThermoFisher, ref A25742) following manufacturer’s protocol on Applied Biosystems QuantStudio 3 system RT-qPCR machine. The following primer sets were used for RT-qPCR: Haus6, set 1 forward 5’-CAGTTCCACACTCCTTGAGAAGGATCC-3’, reverse 5’-CTACTCTGGCAACCTCATCTACCAGAC-3’, Haus6, set 2, forward 5’-TTCAAAAGGTTCGGTCCTTGTGGGC-3’, reverse 5’-CCTATCTGCAACCGACATATCTGCTCC-3’, Numa1 forward 5’-CCTGGCACTCCTGAGTCCAA-3’, reverse 5’-CCGGTCCGCCTGTTTGAGAA-3’, Gapdh forward 5’-CCGGGGCCCACTTGAAGG-3’, reverse 5’-TGGCATGGACTGTGGTCATGAGC- ‘3.

### Immunofluorescence and microscopy of cultured neurons

Neurons grown on coverslips were fixed in 4% paraformaldehyde for 10 min at room temperature on DIV 7 or DIV14. Samples were blocked in 10% normal donkey serum (017–000–121, Jackson ImmunoResearch) for 30 min at room temperature. Fixed neuron cultures were immunostained overnight at 4 °C with the following primary antibodies: anti-MOV10 (RRID:AB_1040002, A301-571A, Bethyl Laboratories) at 1:1000, anti-MAP2 (RRID:AB_91939, AB5622, Millipore) at 1:1000, anti-MAP2 (RRID:AB_2533001, 13–1500, Invitrogen) at 1:1000, anti-acetylated tubulin (T7-451, Sigma Aldrich) at 1:1000, and anti-alpha tubulin (RRID:AB_2288001, ab4074, Abcam). Alexa Fluor 594 goat anti-rabbit (RRID:AB_2307325, 111–585-144, Jackson ImmunoResearch) and Alexa Fluor 488 donkey anti-mouse (RRID:AB_2340846, 715–545-150, Jackson ImmunoResearch) secondary antibodies were added for 2 h at room temperature. Coverslips were inverted unto glass slides containing ProLong Gold Antifade Mountant with DAPI (P36930, Invitrogen) or in-house mounting media (0.3 μg/ml DAPI, 10% w/v Mowiol 4–88, 1% w/v DABCO, 25% glycerol, 0.1 M Tris, pH 8.5). Fluorescence images of DIV7 and DIV14 neurons were obtained with a Zeiss LSM 700 inverted confocal microscope using a 63 × EC Plan-Neufluar 1.40 oil objective. Images were captured with a cooled charge-coupled device (CCD) camera running Zen Black Software. A total of 9 tiles of 5 0.6-μM-thick sections were acquired as z-stacks. Fluorescence images of DIV7 neurons were obtained with DeltaVision OMX deconvolution microscope (GE Healthcare Life Sciences) with 100X 1.42 NA objective and EMCCD (Evolve) camera. A total of 31 0.2-μM-thick sections were acquired as z-stacks. Neurons cultures for rescue experiments were imaged on LSM900 using PlanApo 20X/0.8 air objective.

### Live microscopy

Neurons on 35 mm glass-bottom dishes were imaged at DIV2-4 using DeltaVision OMX deconvolution microscope (GE Healthcare Life Sciences) with 100X 1.42 NA objective and EMCCD (Evolve) camera. A total of 7 0.4-μM-thick sections were acquired as z-stacks for 2–3 min with 2–4 s frame rate. Images were processed using OMX Align and Deconvolution functions prior to analysis.

### Sholl analysis

All images were anonymized prior to the analysis. Confocal z-stacks were converted to planar images using sum slices projection and dendrites were traced using the SNT plugin in ImageJ. Sholl analysis was performed using the same SNT (v4.0.8) plugin in ImageJ. The radius step size was set at 5 μm.

### Microtubule and actin polymerization rate analysis

All images were anonymized prior to the analysis. EB3-comets were traced and analyzed using the MTrackJ plugin in ImageJ. Actin retrograde movement was analyzed using MTrackJ plugin in ImageJ.

### Luciferase assay

3’UTR of *Numa1* was subcloned from genomic DNA of C57Bl/6 J WT mouse using the following primers (forward 5’-ATCTCGAGACAGTCAGCACCAGTGCCTA-3’, reverse 5’-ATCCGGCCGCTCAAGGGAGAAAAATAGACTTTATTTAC-3’) and cloned into the psiCHECK-2 vector using NotI and XhoI. The resulting plasmid psiCHECK-2-*Numa1*−3’UTR was sequenced to verify correct insertion. For the Luciferase assay, WT and *Mov10* KO Neuro2a cells were seeded on Greiner Bio-One CELLSTAR 96-well plate (07–000–138, Fisher Scientific) 5*10^5^ cells/well. On the next day, cells were transfected with 0.4 μg/well of psiCHECK-2-*Numa1*−3’UTR, 0.5 μL/well of 4 μM stock of Dharmacon miRIDIAN microRNA (Mouse mmu-miR-124-3p-Mimic, cat C-310389–05-0002, Mouse mmu-miR-335-5p-Mimic, cat C-310609–05-0002, Mouse mmu-miR-543-3p-Mimic, cat C-310652–05-0002, Mouse mmu-miR-133a-3p-Mimic, cat C-310407–07-0002), and 0.5 μL/well Lipofectamine 2000 (Invitrogen, REF 11668–019) following manufacturer’s protocol. On the next day, luciferase activity was measured on Biotek Synergy 2 SL Microplate Reader using Luc-Pair Duo-Luciferase HT Assay Kit (GeneCopoeia, cat LF013) following the manufacturer’s protocol.

### eCLIP

The standard eCLIP protocol [66] was modified to enable chimeric ligation of miRNA and mRNA according to bioRxiv preprint [67]. Studies were performed by Eclipse Bioinnovations Inc. (SanDiego, www.eclipsebio.com) on submitted flash-frozen P0 brains. Mouse brain tissues were ground into a fine powder under liquid nitrogen, UV crosslinked twice at 400 mJoules/cm2 with 254 nm radiation, and stored until use at −80 °C. Cryoground tissue was then lysed with 750 μL of eCLIP lysis mix and sonicated (QSonica Q800R2) for 4 min, 30 s on / 30 s off with an energy setting of 75% amplitude, followed by digestion with RNase-I (Ambion). A primary mouse monoclonal AGO2/EIF2C2 antibody (sc-53521, Santa Cruz Biotechnology) was incubated for 1 h with magnetic beads pre-coupled to the secondary antibody (M-280 Sheep Anti-Mouse IgG Dynabeads, Thermo Fisher 11202D) and added to the homogenized lysate for overnight immunoprecipitated at 4 °C. Following overnight IP, 2% of the sample was taken as the paired size-matched input with the remainder magnetically separated and washed with eCLIP high stringency wash buffers. Chimeric ligation was then performed on-bead at room temperature for 1 h with T4 RNA ligase (NEB). IP samples were then dephosphorylated with alkaline phosphatase (FastAP, ThermoFisher) and T4 PNK (NEB) and an RNA adapter was ligated to the 3’ ends. IP and input samples were cut from the membrane at the AGO2 protein band size to 75 kDa above. Western blot was visualized using anti-AGO2 primary antibody (50,683-RP02, SinoBiological) at a 1:5000 dilution, with TrueBlot anti-rabbit secondary antibody (18–8816-31, Rockland) at 1:5000 dilution. RNA adapter ligation, IP-western, reverse transcription, DNA adapter ligation, and PCR amplification were performed as previously described.

After sequencing, samples were processed with Eclipsebio's proprietary analysis pipeline (v1). UMIs were pruned from read sequences using umi_tools (v1.1.1). Next, 3' adapters were trimmed from reads using cutadapt (v3.2). Reads were then mapped to a custom database of repetitive elements and rRNA sequences. All non-repeat mapped reads were mapped to the mm10 genome using STAR (v2.7.7a). PCR duplicates were removed using umi_tools (v1.1.1). AGO2 eCLIP peaks were identified within eCLIP samples using the peak caller CLIPper (v2.0.1). For each peak, IP versus input fold enrichments and *p*-values were calculated.

miRNAs from miRBase (v22.1) were "reverse mapped" to any reads that did not map to repetitive elements or the genome using bowtie (v1.2.3). The miRNA portion of each read was then trimmed, and the remainder of the read was mapped to the genome using STAR (v2.7.7a). PCR duplicates were resolved using umi_tools (v1.1.1), and miRNA target clusters were identified using CLIPper (v2.0.1). Each cluster was annotated with the names of miRNAs responsible for that target. Peaks were annotated using transcript information from GENCODE vM25 with the following priority hierarchy to define the final annotation of overlapping features: protein coding transcript (CDS, UTRs, intron), followed by non-coding transcripts (exon, intron).

### Statistical analysis

Data for each experiment was obtained independently through random sampling. Prior to statistical analysis, normality was assessed using the Shapiro–Wilk test, and homoscedasticity was evaluated via the F-test for comparisons involving two groups and Bartlett’s test for comparisons involving more than two groups. In cases where the assumption of normality was violated, the Mann–Whitney U test was employed for involving two groups, and Dunn’s test, with Benjamini–Hochberg correction for multiple comparisons, was applied for comparisons involving more than two groups. For data that met the normality assumption but exhibited unequal variances, Welch’s t-test was utilized for two-group comparisons. When both normality and homogeneity of variance were satisfied, Student’s t-test was used for two-group comparisons, and ANOVA was applied for comparisons across multiple groups, followed by Tukey’s HSD post-hoc test. All statistical analyses were conducted in R (v4.4.1). The lmerTest package (v3.1–3) was used for mixed-effects ANOVA, and the FSA package (v0.9.5) was employed for Dunn’s test.

## Supplementary Information

Additional file 1. Fig. S1. Cell densities in cortical layers and hippocampus and behavior tests.

Additional file 2. Fig. S2. Percentage freezing by minute during fear conditioning tests**.**

Additional file 3. Fig. S3. Phase-contrast images and distance travelled by EB3-comets, filopodia retraction rate, and acetylated tubulin in hippocampal extracts.

Additional file 4. Table S1. Differentially expressed genes in *Mov10* Deletion hippocampi.

Additional file 5. Table S2. Differentially expressed genes with log2(fold change)>2 and log2(fold change)<-2 and or -log10(FDR)>4.

Additional file 6. Fig. S4. Characteristics of the transcripts identified in RNA-seq**.**

Additional file 7. Table S3. Percentage of genes shared between neuron-specific markers and differentially expressed (DE) genes.

Additional file 8. Fig. S5. NUMA1 expression and efficiency of NUMA1 over-expression and *Haus6* knockdown. 

Additional file 9. Fig. S6. miRNA and AGO2 peaks identified in eCLIP and representative neurons.

Additional file 10. Creation of the *Mov10* Deletion mouse.

Additional file 11. Original uncropped Blots for Fig. 1B, Fig. S3D, and Fig. S5A.

## Data Availability

All data generated or analysed during this study are included in this published article, its supplementary information files and publicly available repositories. The RNA-seq and eCLIP data are available through GEO accession number GSE232771 and GSE278282, respectively. The rest of the data is available through Illinois Data Bank https://doi.org/10.13012/B2IDB-9303385_V1[68].

## Abbreviations

AGO2: Argonaute 2, an endonuclease directed to target mRNAs through a bound miRNA
APC: Apical Precursor Cell
DEG: Differentially expressed gene
DIV 14: Day in vitro 14
DRB: Inhibitor 5,6-dichloro-1-beta-D-ribofuranosyl-benzimidazole
EGFP: Enhanced green fluorescent protein
HD: Huntington’s disease
KD: Knockdown
KO: Knockout
miRNA: MicroRNA
mRNA: Messenger RNA
miR-124: MicroRNA-124
MOV10: Moloney Murine Leukemia Virus Insertion 10
MRE: MicroRNA recognition element
OE: Over-expression
P0: Post-natal day 0
PCR: Polymerase Chain Reaction
PTSD: Post Traumatic Stress Disorder
RBP: RNA-binding protein
RT-qPCR: Real time quantitative polymerase chain reaction
RNA: Ribonucleic Acid
Seq: Sequencing
SEM: Standard Experimental Mean
UTR: Untranslated region
WT: Wild Type (the normal control mouse without manipulation or engineering, C57Bl/6)

# Supplementary material for: RNA helicase MOV10 suppresses fear memory and dendritic arborization and regulates microtubule dynamics in hippocampal neurons
**Source:** BMC Biol. 2025 Feb 6;23:36. doi: 10.1186/s12915-025-02138-6

**Creation of the *Mov10* Deletion mouse beginning with the *Mov10*^fl/fl^, removal of the neomycin cassette by FRT expression and crossing with the *Emx1*-Cre mouse**.

The MOV10 targeting construct shown in Figure 1 A, KO-first_condition_ready_118185_MGI:97054, was obtained from the European Mouse Mutant Cell Repository (EMMCR) described in Skarnes et al., 2011. The Genbank file for the targeting construct is available here:

<https://www.i-dcc.org/imits/targ_rep/alleles/43670/escell-clone-genbank-file>

To facilitate homologous recombination into the *Mov10* locus on chromosome 3, the construct included a 5’ homology region of 3.425 kb and a 3’ homology region of 6.2 kb to the *Mov10* locus. The plasmid was transfected into One-shot ccdB survival bacteria and selected on spectinomycin-containing LB plates (50 ug/ml). The small colonies contained the full-length plasmid, were picked and expanded and the isolated plasmid was verified by sequencing. The construct was then linearized using restriction enzyme AsiSI (NEB R0630S) and electroporated into C57BL/6 ES cells by the UIUC MCB Transgenic Mouse Facility (director Dr. Fuming Pan). His group performed neomycin selection to obtain 232 clones, which they individually frozen and extracted DNA from for screening by our lab. Clones that had a correctly targeted *Mov10* locus were identified by PCR screening with a 5’ primer set that included a forward primer from the genomic region upstream of the homology arm in intron 2 (primer Forward 5’330 below) and a reverse primer from the LacZ gene of the targeting construct (primer Reverse 5’330 below) to give a 4.6 kB product. A 3’ primer set was identified that was comprised of a forward primer from the neomycin gene in the targeting construct and a reverse primer downstream of the homology region in intron 18 to give a product of 8.55 kB (Forward 3’330 and Reverse 3’330, below).

**Primers**

Insertion of the 5’ homology arm of the targeting construct into chromosome 3

| Forward | 5’-330 | 5’ TAC TGC TCC CTG CCT CTT CCT ACT AAT 3’ |
| --- | --- | --- |
| Reverse | 5’-330 | 5’ GTA ATG GGA TAG GTC ACG TTG GTG TAG 3’ |

Jumpstart Accu-Taq, T_m_ 56°C. Product 4.6 kb

Insertion of the 3’ homology arm of the targeting construct into chromosome 3

| Forward | 3’-330 | 5’ CTA TCG CCT TCT TGA CGA GTT CTT CTG 3’ |
| --- | --- | --- |
| Reverse | 3’-330 | 5’ AGC TCT GAG GAC TAA GGG AGA AGT AAG 3’ |

Jumpstart Accu-Taq, T_m_ 56.5°C. Product 8.55 kb

10 clones were identified as being correctly targeted of which 6 were viable upon thawing. Clones 31, 33, 37, 39, and 41 were analyzed with the 3’ primer set and the 5’ primer shown below in a reverse image ethidium gel. Aberrantly targeted clones with only one homology arm are shown on the right.

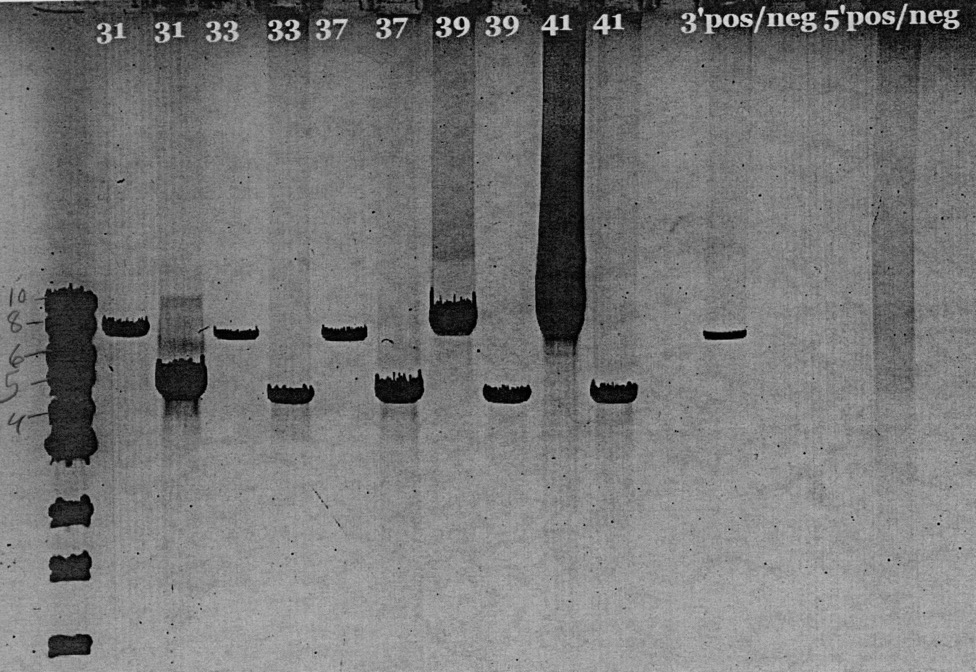

The clones were sequenced again to confirm the presence of the LoxP sites (clones 37, 41, 172 and 189) and two of the clones were introduced into albino C57BL/6 blastocysts for implantation into albino pseudopregnant females. Chimeric males were obtained and bred to albino females. Black pups were then screened for the presence of the targeted *Mov10* locus using the primers described below, which were designed to distinguish the targeted *Mov10* locus from the WT untargeted loci in a single reaction.

**tm1c. Target either intact intron 6, or the construct inserted into intron 6.**

| Forward | Intron-6-F | 5’ GAG TTT GAA GCC AGC CTG GGC TAT ATA A 3’ |
| --- | --- | --- |
| Reverse | Intron-6-R | 5’ GCC AGC ACT TAG CAG TGG AGA AG 3’ |
| Reverse | TCR | 5’ TTC GGA ATA GGA ACT TCG GGT CCG G 3’ |

| Intron-6-F + Intron-6-R | WT | 221 bp |
| --- | --- | --- |
| Intron-6-F + TCR | Floxed | 251 bp |

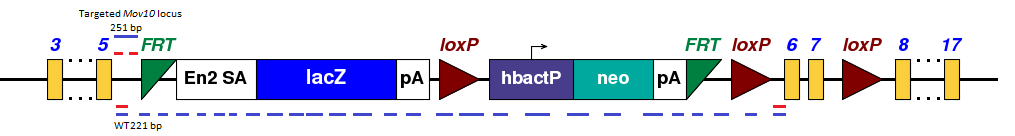

Red primers shown on top are to the targeted locus (250 bp product) and the bottom primer set is to the WT *Mov10* locus (intron 6) (221 bp product).

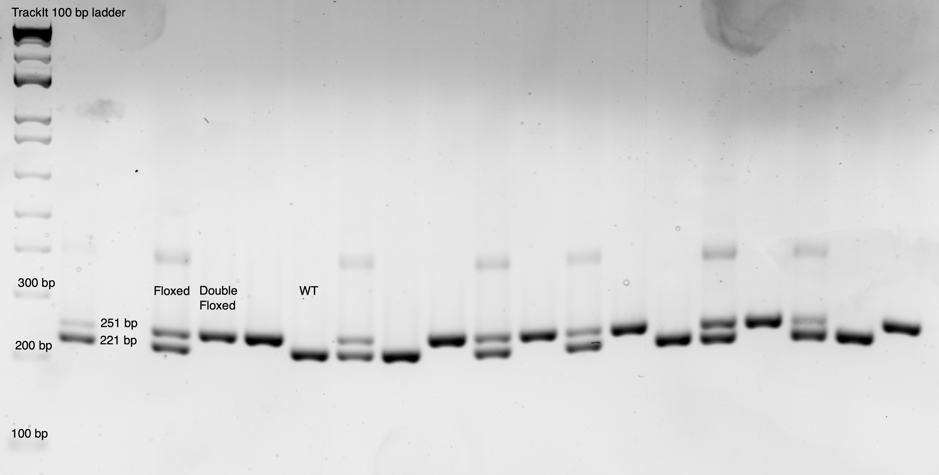

The inverted image of ethidium bromide gel shows results of PCR screening of pups from heterozygous crosses. Lane 1- Marker ladder with sizes indicated. “Floxed” denotes mouse with WT *Mov10* and targeted (floxed) *Mov10* allele; WT mice inherited only the WT *Mov10* allele. Several mice in this experiment inherited two targeted *Mov10* alleles, “Double floxed”.

After we created the *Mov10^fl/fl^* mouse, we crossed it with a transgenic mouse expressing the FRT recombinase <https://www.jax.org/strain/009086> to remove the neomycin cassette because of its reported effect on flanking DNA (Xue et al., 2015).

Offspring mice were screened for the absence of neomycin using primers below

| Forward | Neo1F-712 | 5’ CTT TTC TGG ATT CAT CGA CTG TG 3’ |
| --- | --- | --- |
| Reverse | Neo1R-712 | 5’ GCT CAG AAG AAC TCG TCA AGA AG 3’ |

T_m_ 60°C, Product size 192 bp.

We then crossed the resulting floxed mouse without neomycin to the *Emx1*-Cre recombinase mouse [https://www.jax.org/strain/005628](https://urldefense.proofpoint.com/v2/url?u=https-3A__www.jax.org_strain_005628&d=DQMFAg&c=8hUWFZcy2Z-Za5rBPlktOQ&r=cJadr89QjOo1nLiX0fqKiwymKQo2Mvs8651NVg5F7GY&m=fzQYAkc1vdCg-kI6cAQb4iGDE1GdqaE5mUqiK41vWT0&s=pQg4KYlYhtxNyCTkMIuX5dHzA9izLc0BHWE6A8Oopyw&e=) to disrupt MOV10 expression in forebrain neurons. We used the primers below to evaluate the presence or absence of Cre recombinase on chromosome 6.

| Forward | oIMR1-1084 | 5’ GCG GTC TGG CAG TAA AAA CTA TC 3’ |
| --- | --- | --- |
| Reverse | oIMR1-1085 | 5’ GTG AAA CAG CAT TGC TGT CAC TT 3’ |
| Forward | oIMR1-4170 | 5’ AAG GTG TGG TTC CAG AAT CG 3’ |
| Reverse | oIMR1-4171 | 5’ CTC TCC ACC AGA AGG CTG AC 3’ |

| oIMR1-1084 + oIMR1-1085 | Mutant | 102 bp |
| --- | --- | --- |
| oIMR1-4170 + oIMR1-4171 | WT | 378 bp |

T_m_ 65-68°C, 0.5°C per cycle for 10 cycles, then 60°C for 18 cycles.

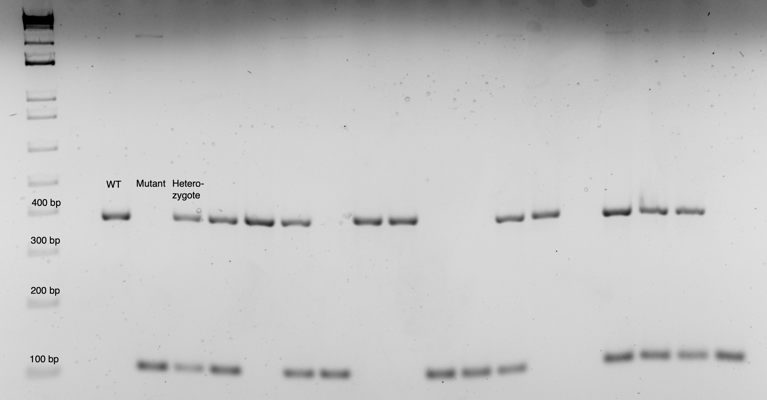

***Mov10* HET.** Please note that this mouse has been described in an earlier publication Skariah et al., 2017 but the primers will be reproduced here for completeness.

Reverse VP76-R primer targets the insertion construct that disrupts the allele.

| Forward | mMov10-F | 5’ GCG ATG CCT AGC AAG TTC AG 3’ |
| --- | --- | --- |
| Reverse | mMov10-R-250 | 5’ CCC AGC GGT CTA GTT TGA AG 3’ |
| Reverse | VP76-R | 5’ CCA ATA AAC CCT CTT GCA GTT GC 3’ |

| mMov10-F + mMov10-R-250 | WT | 250 bp |
| --- | --- | --- |
| mMov10-F + VP76-R | HET | 229 bp |

T_m_ 60°C.

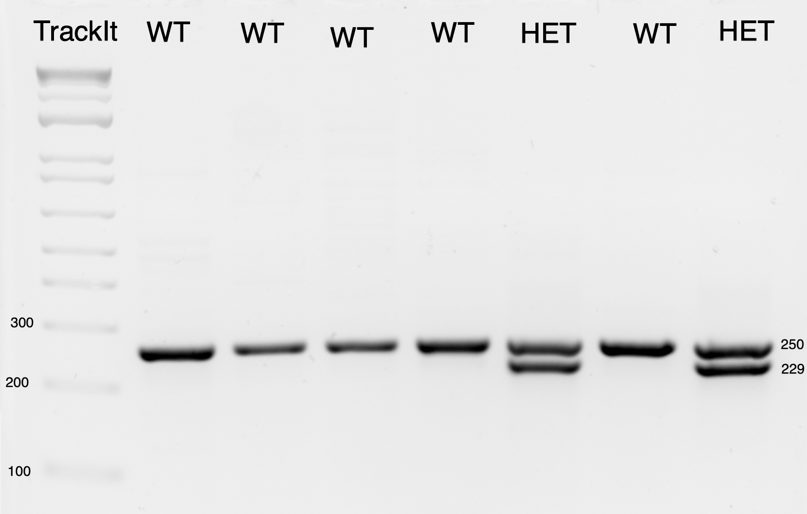

**tm1d. Target the junction after deletion of exon 6 and 7 of *Mov10* through FloxP/Cre.**

| Forward | tm1c_F | 5’ AAG GCG CAT AAC GAT ACC AC 3’ |
| --- | --- | --- |
| Reverse | Floxed_LR | 5’ ACT GAT GGC GAG CTC AGA CC 3’ |

| tm1c_F + Floxed_LR | Deletion | 174 bp |
| --- | --- | --- |

T_m_ 58°C.

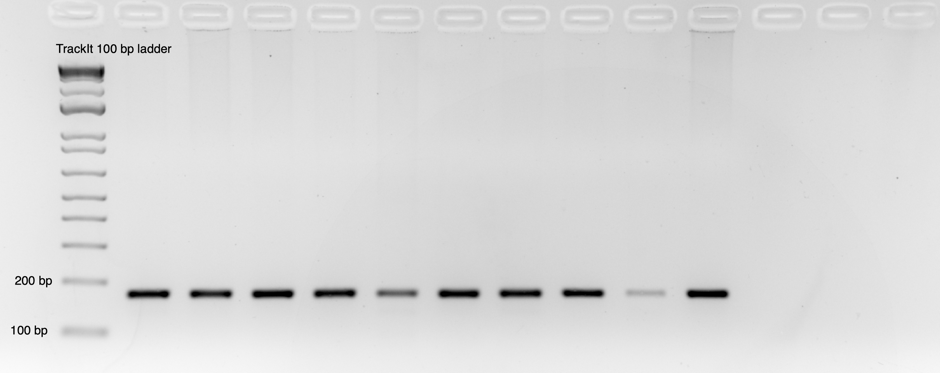

**Supplement:** Supplementary file 10 — Additional file 10. Creation of the Mov10 Deletion mouse.

# Supplementary material for: RNA helicase MOV10 suppresses fear memory and dendritic arborization and regulates microtubule dynamics in hippocampal neurons
**Source:** BMC Biol. 2025 Feb 6;23:36. doi: 10.1186/s12915-025-02138-6

250

150

100

75

50

37

WT

WT

cKO

DEL

DEL

HET

HET

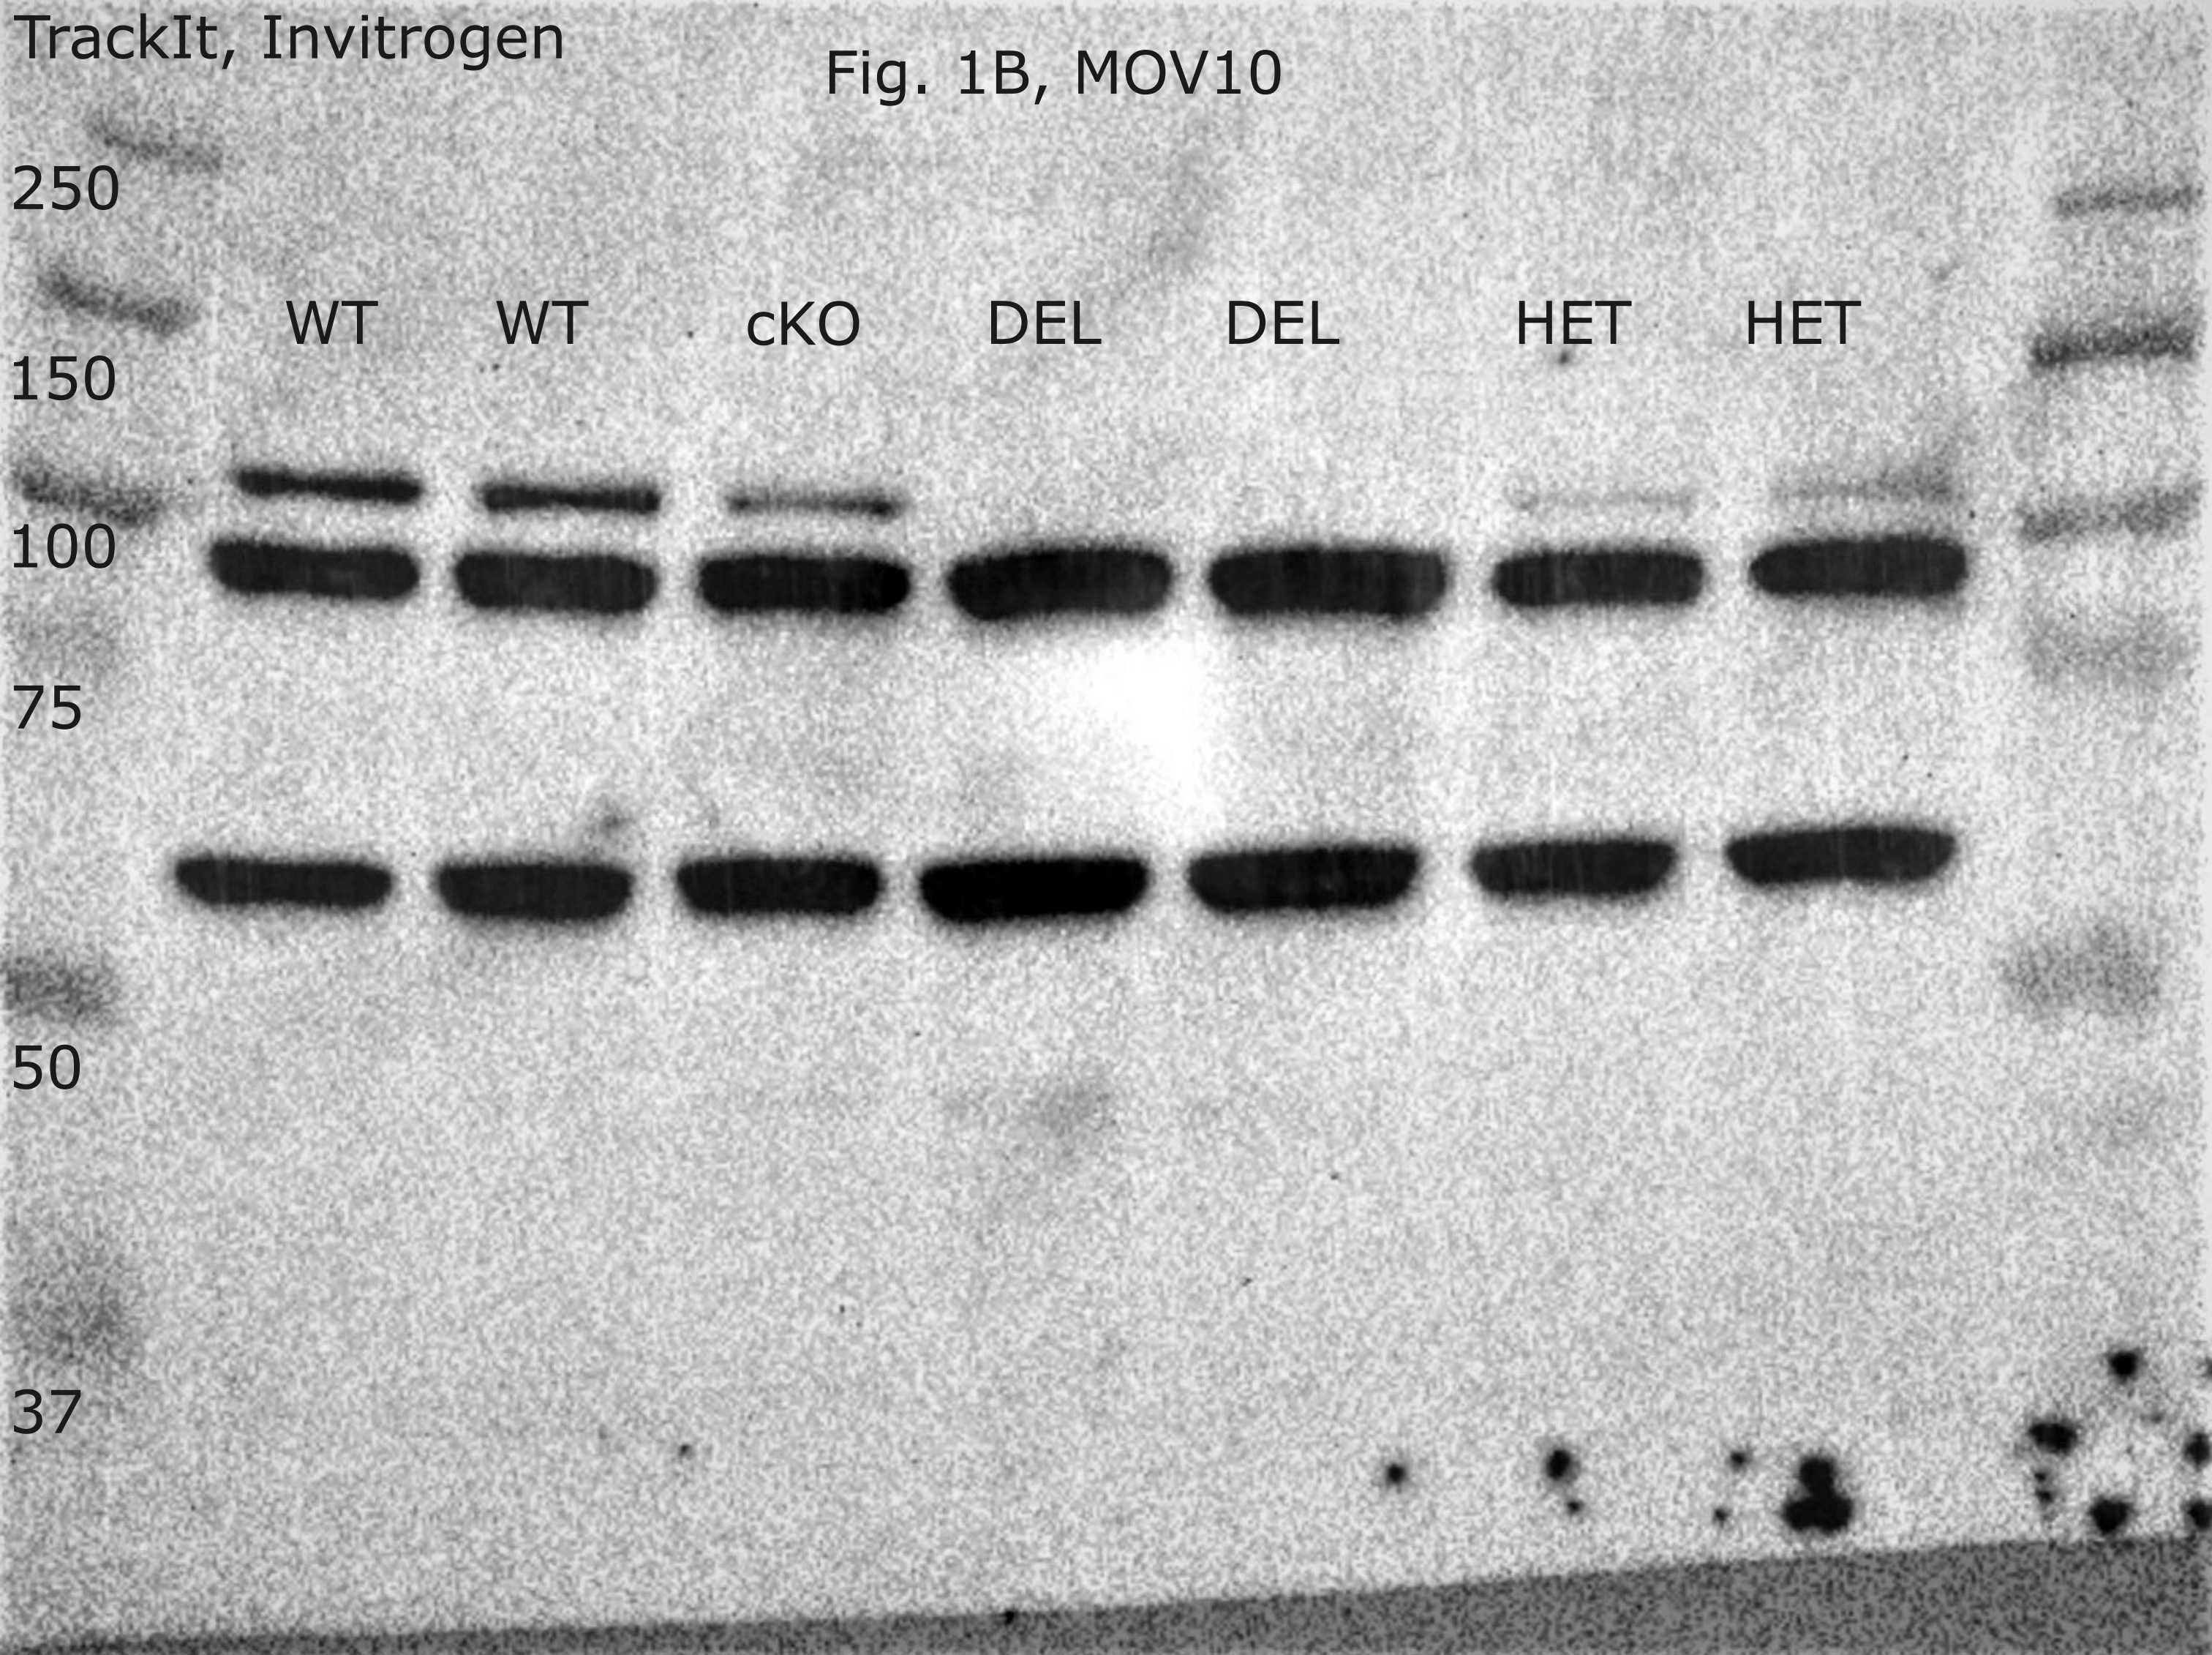

TrackIt, Invitrogen

Fig. 1B, eIF5

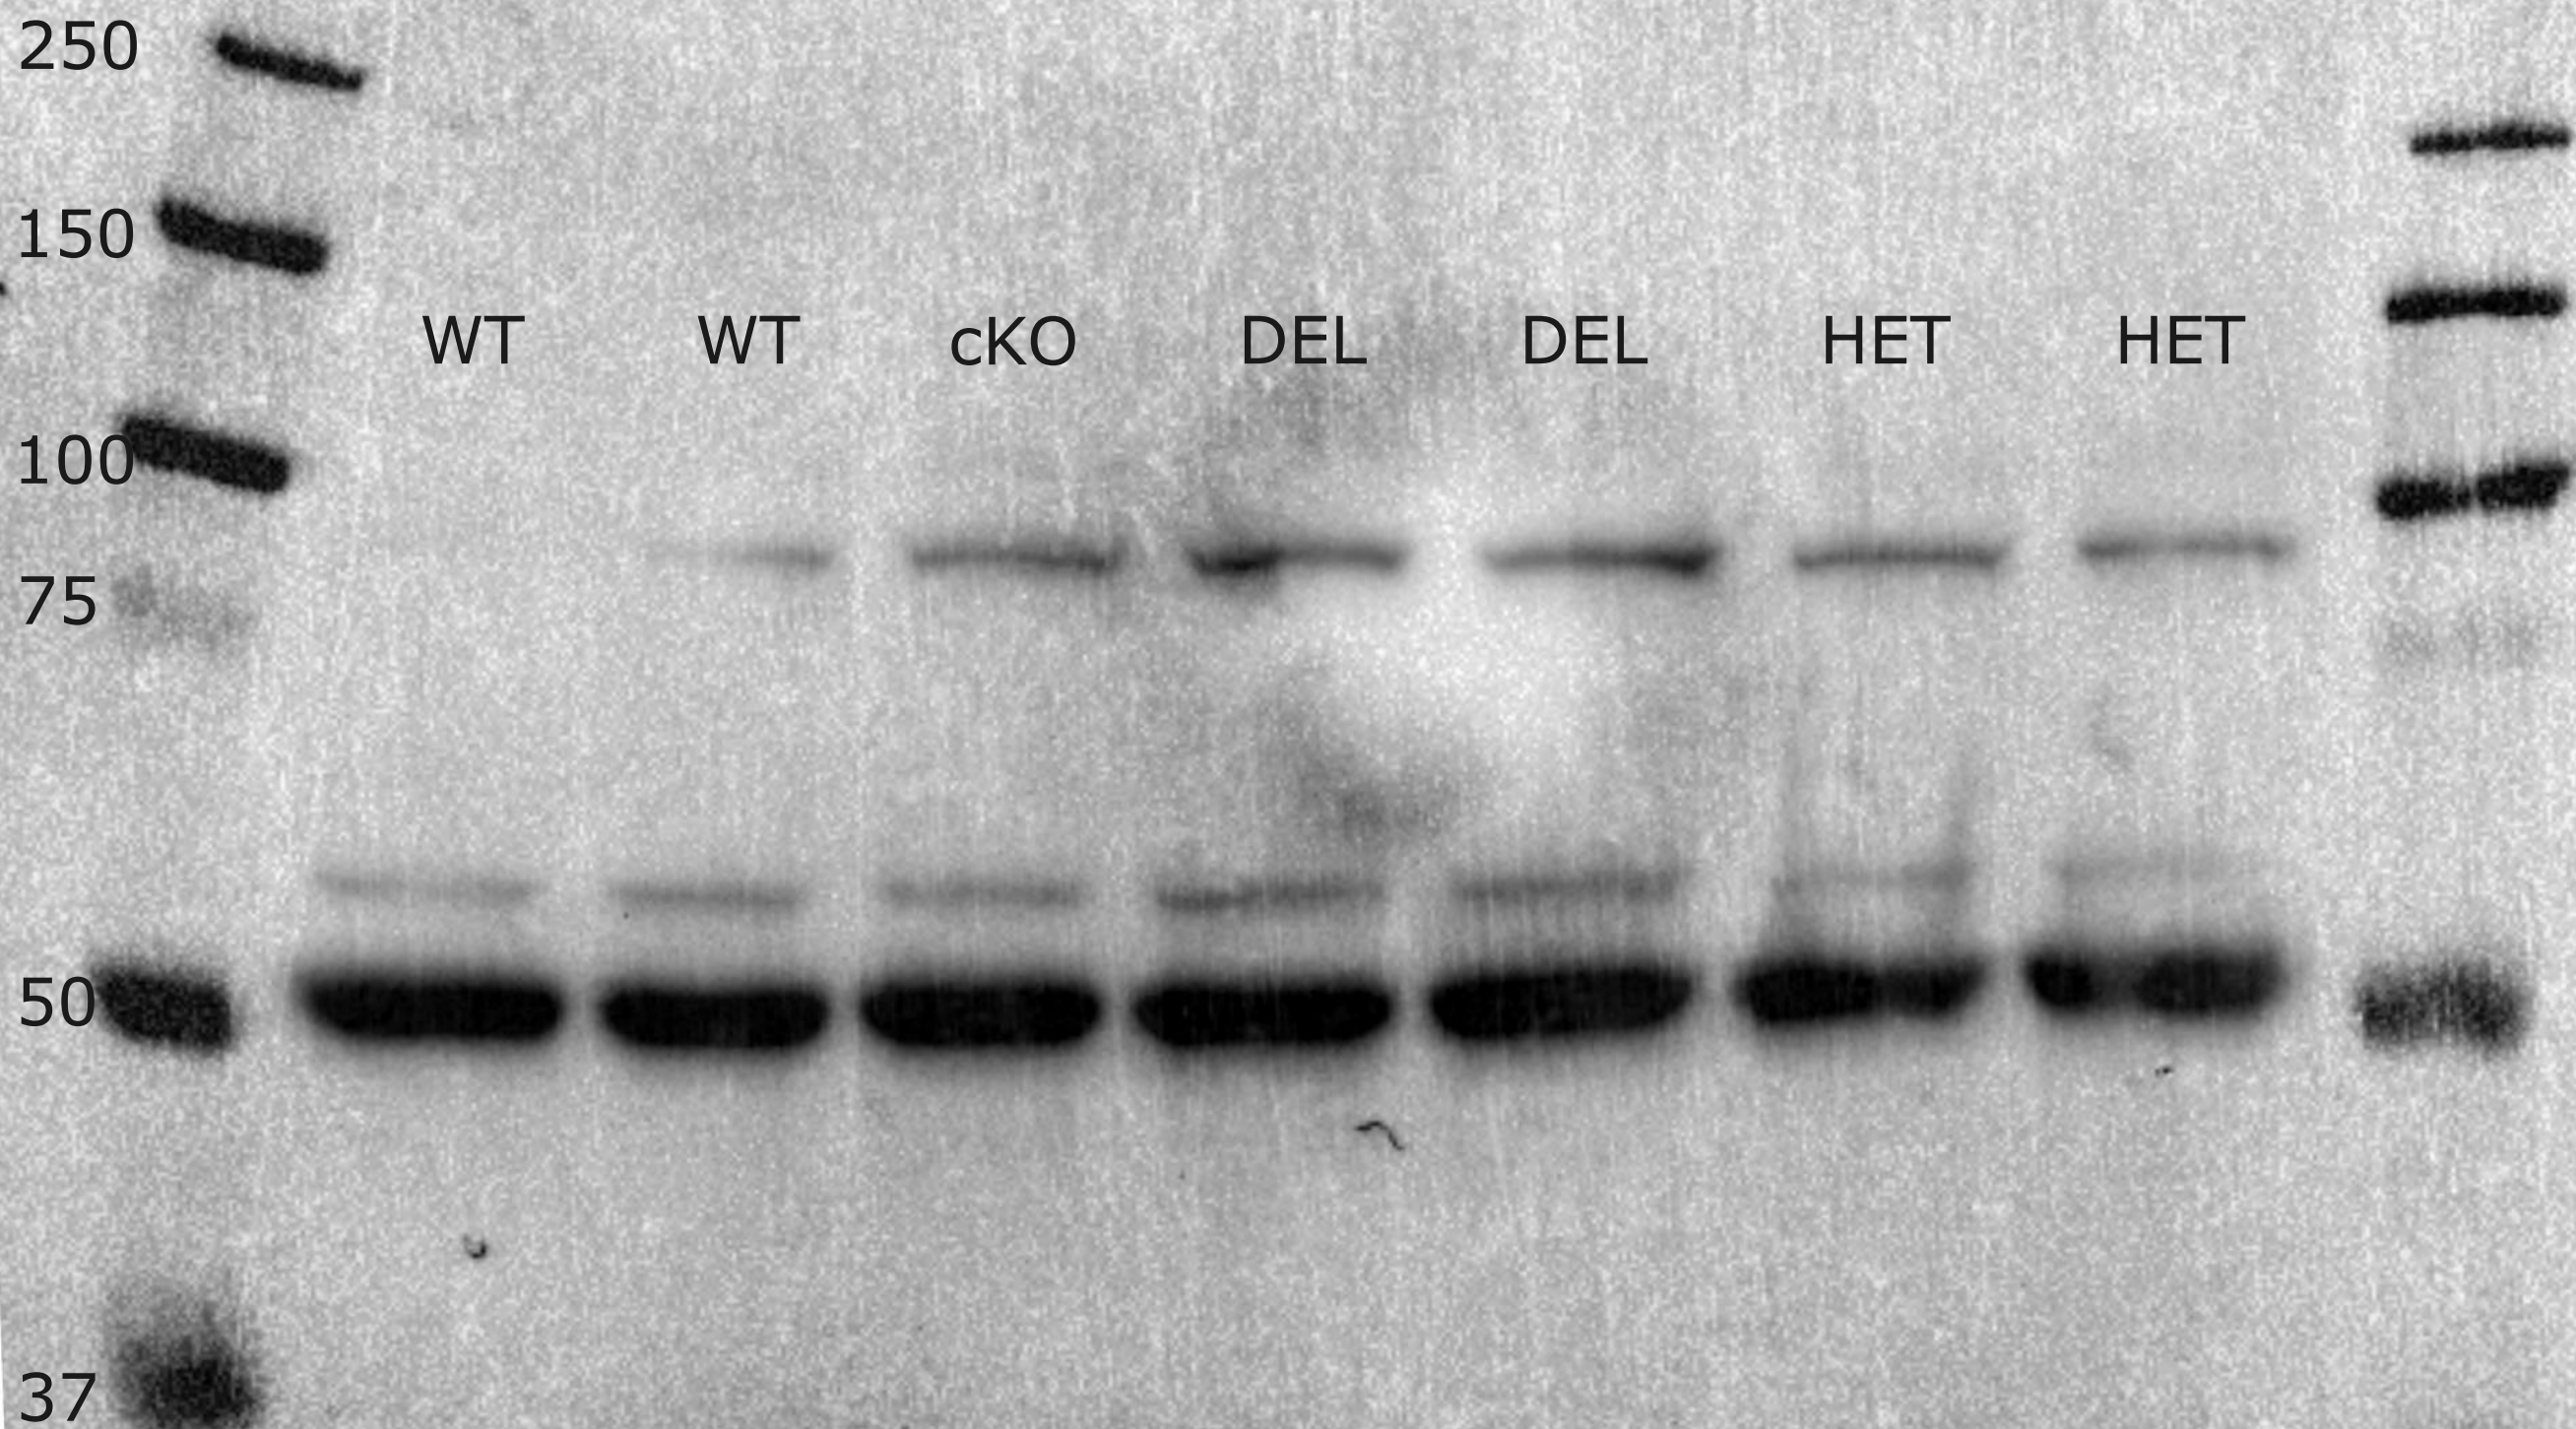

TrackIt, Invitrogen

Fig. S3D, AcTUB

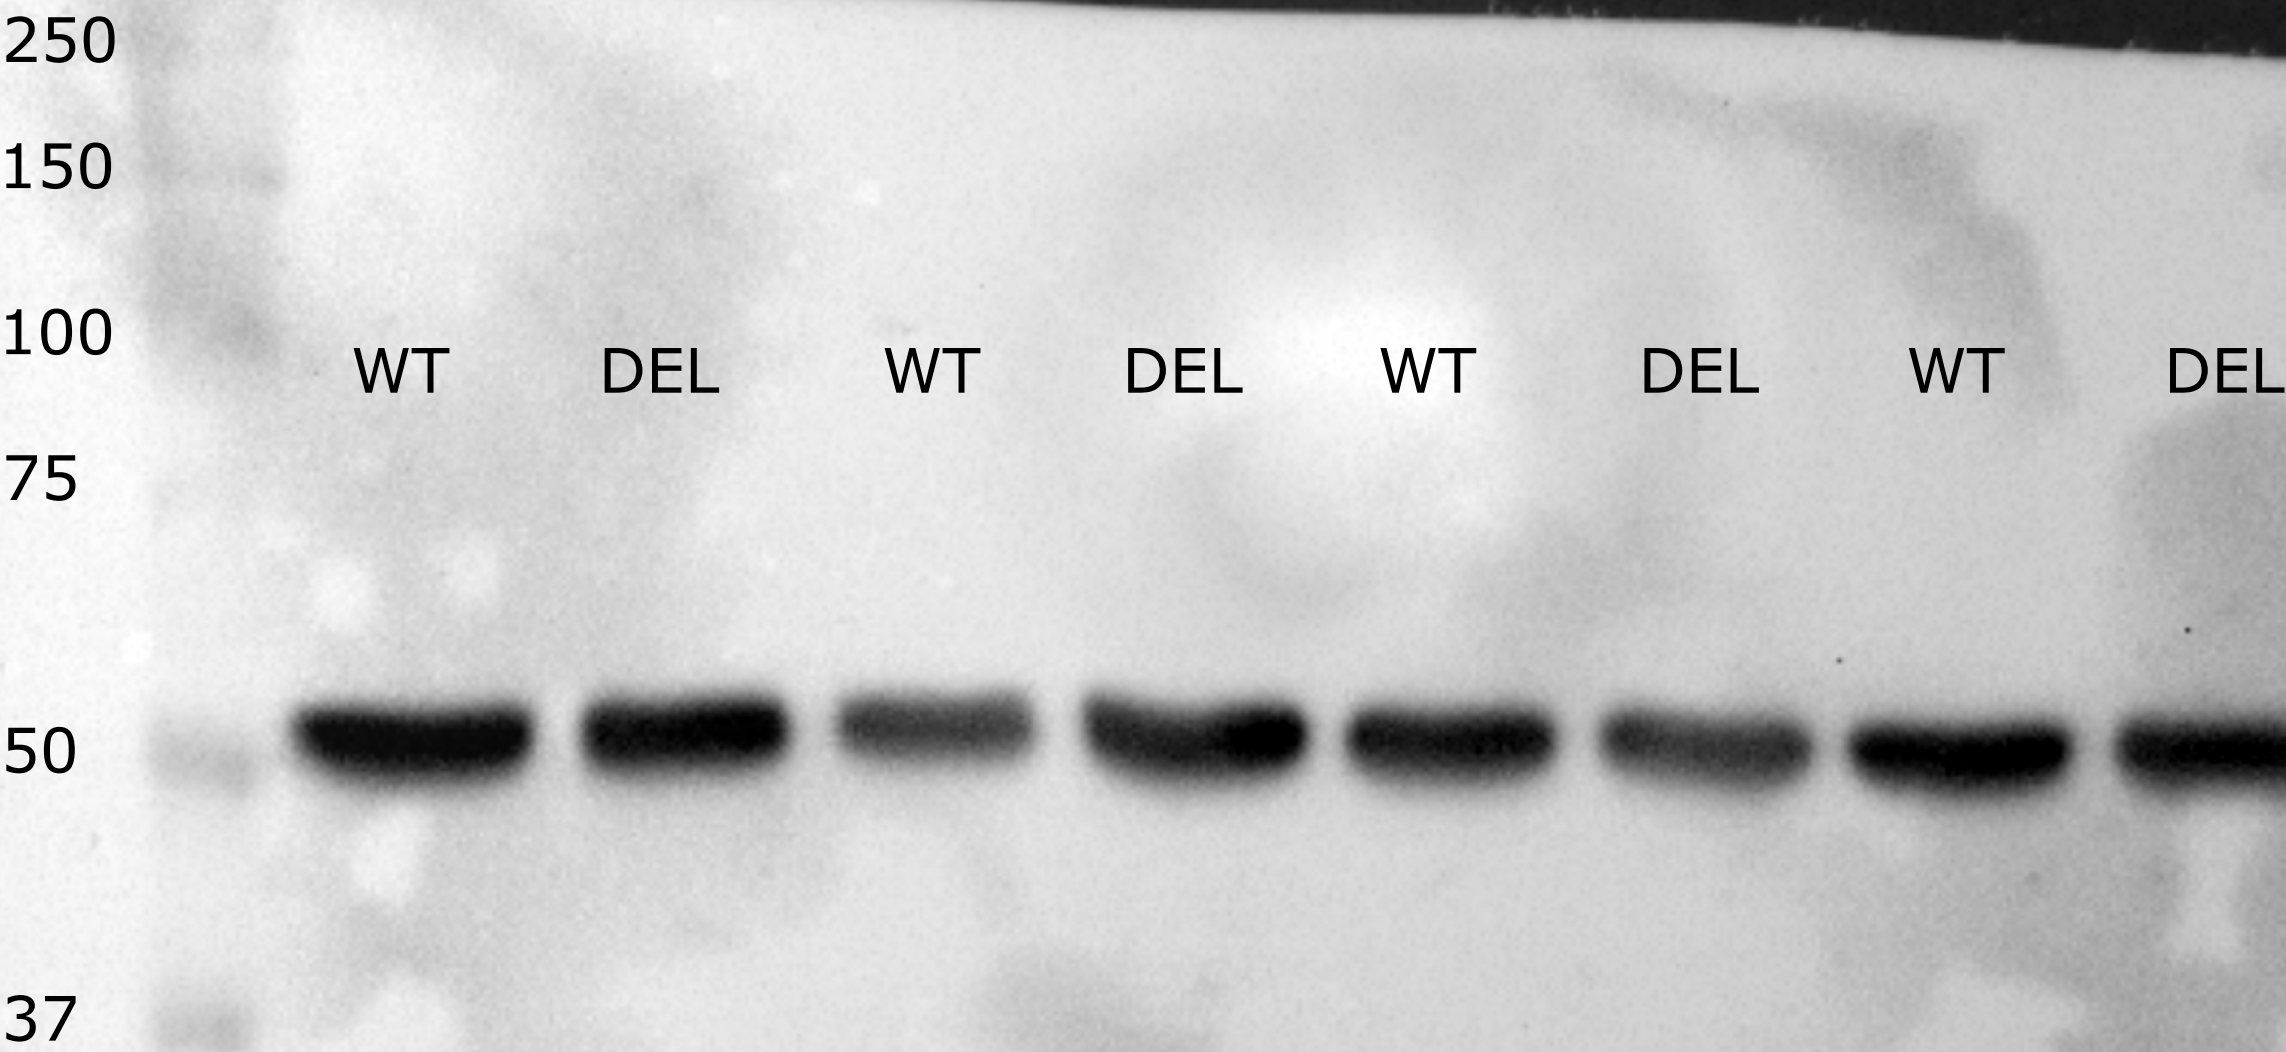

Fig. S3D, GAPDH

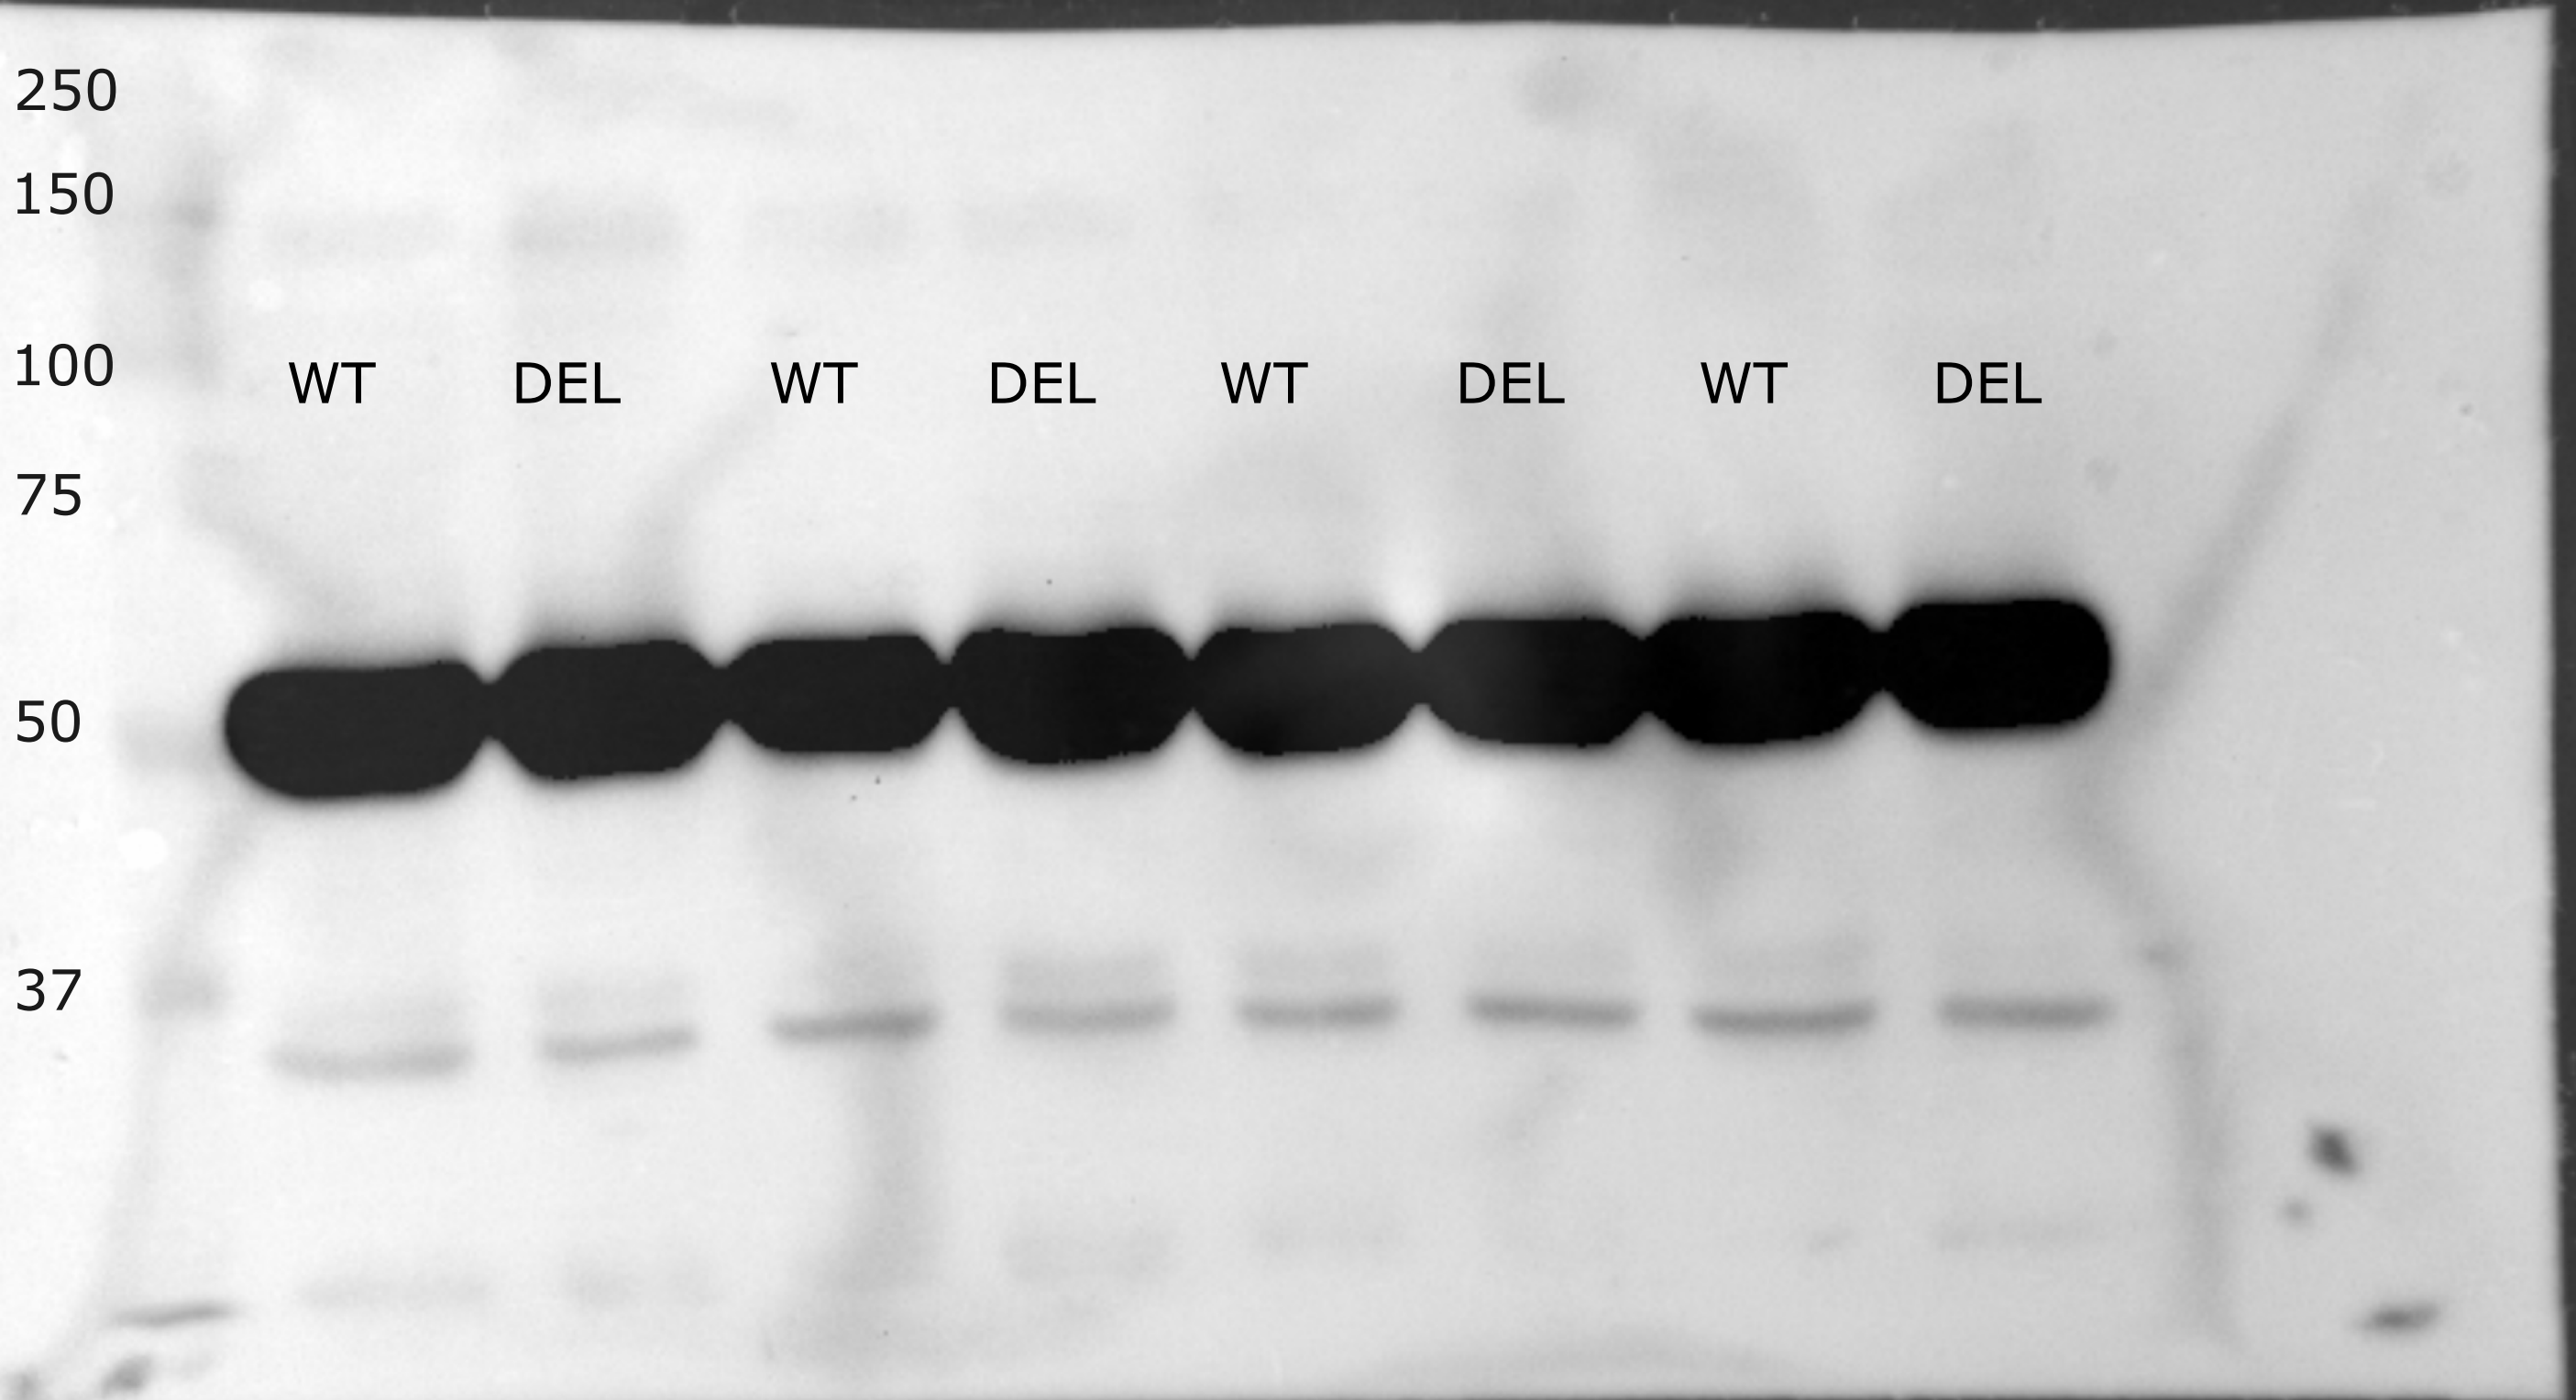

Fig. S5A, NUMA1

DEL

WT

DEL

WT

DEL

WT

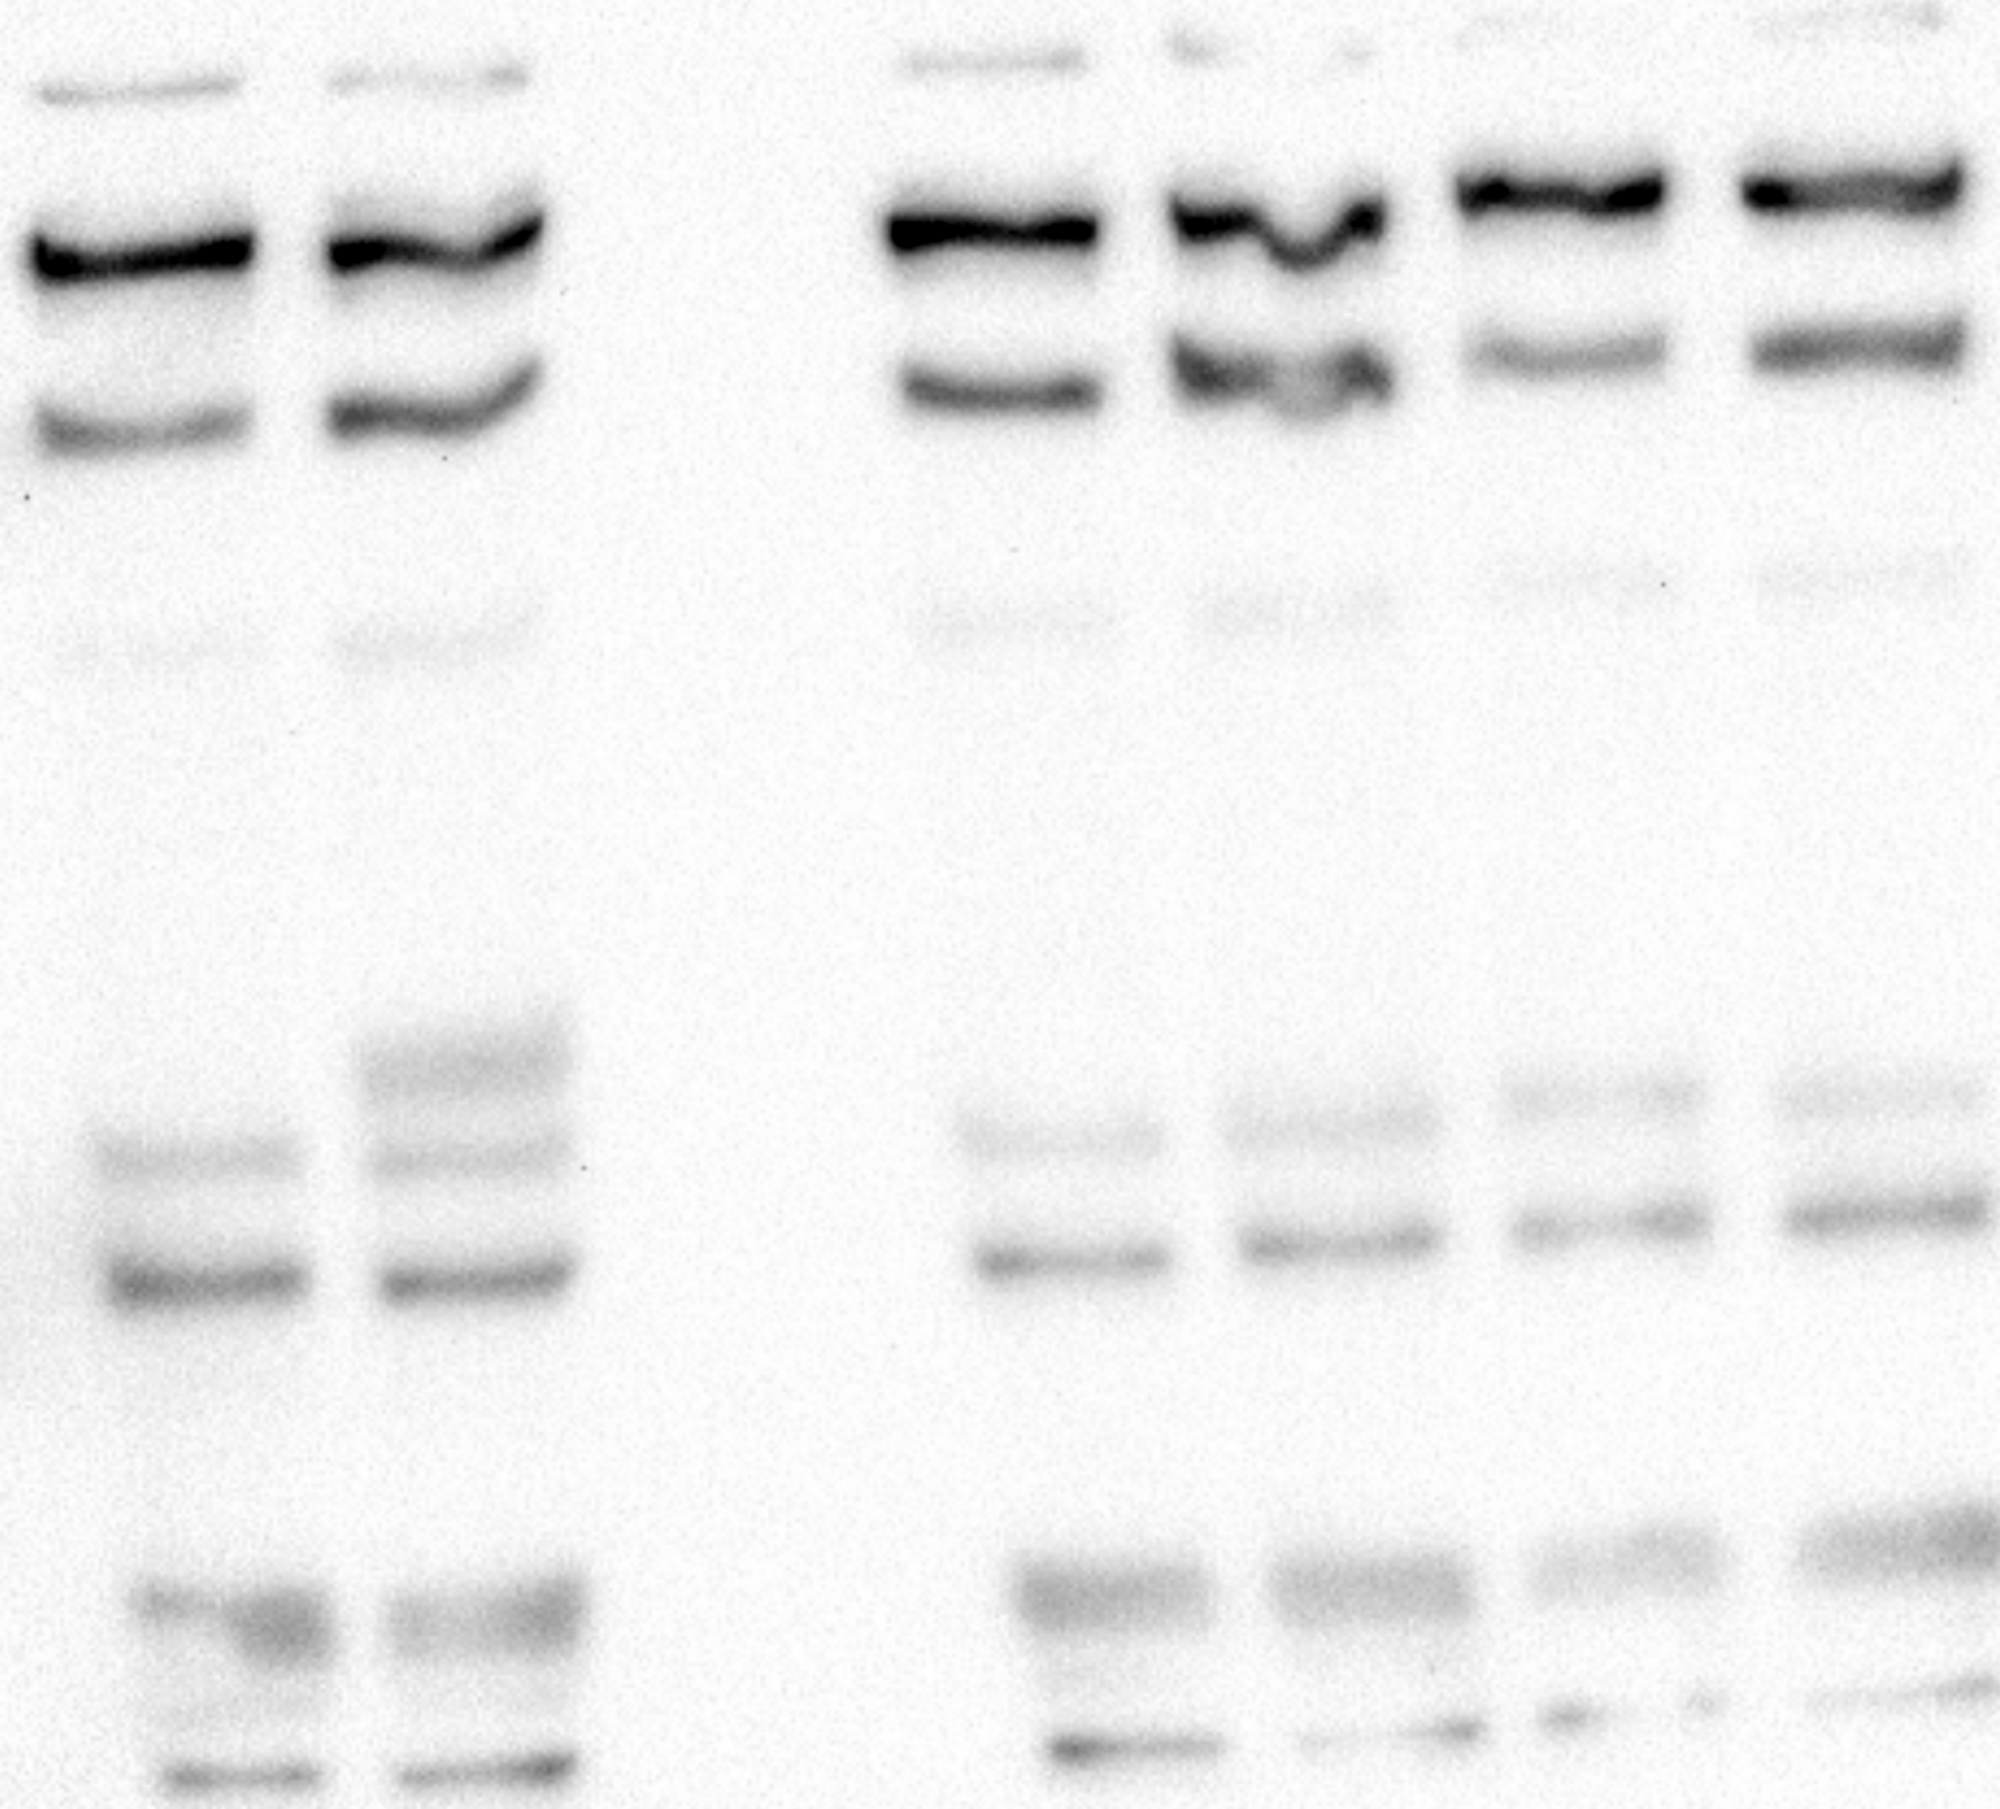

Fig. S5A, eIF5

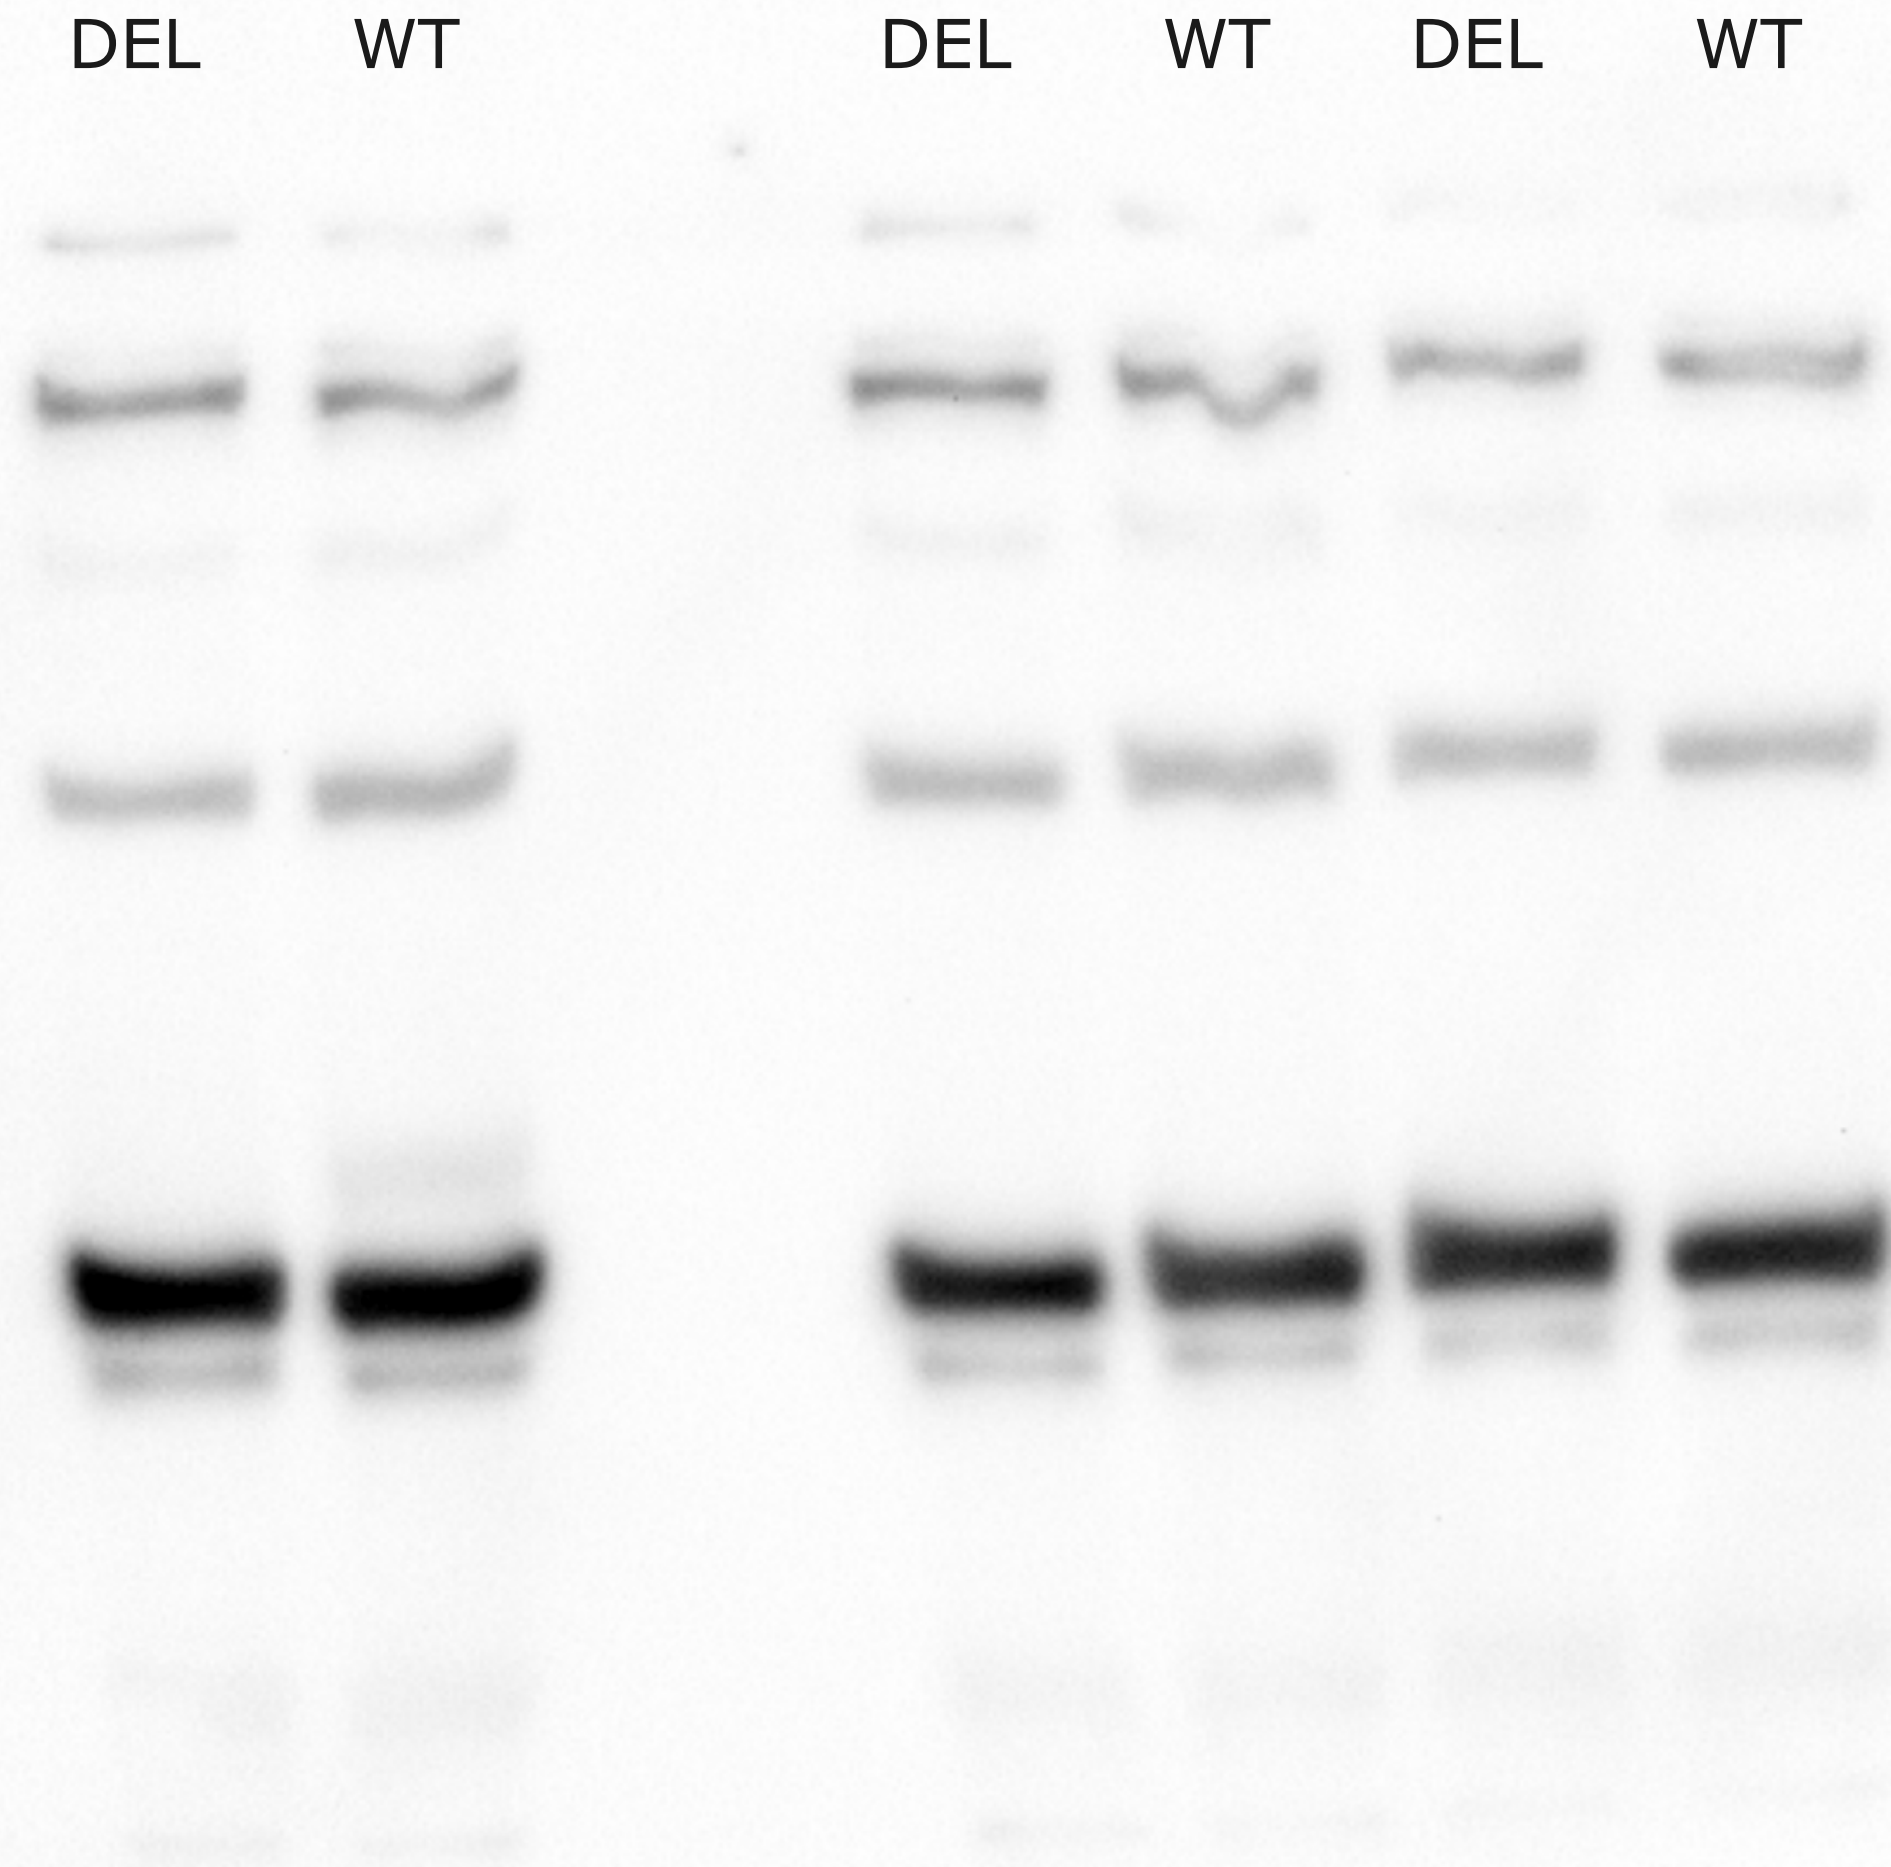

Fig. S5A,  
ladder

DEL

WT

DEL

WT

DEL

WT

TrackIt,  
Invitrogen

250

150

100

75

50

37

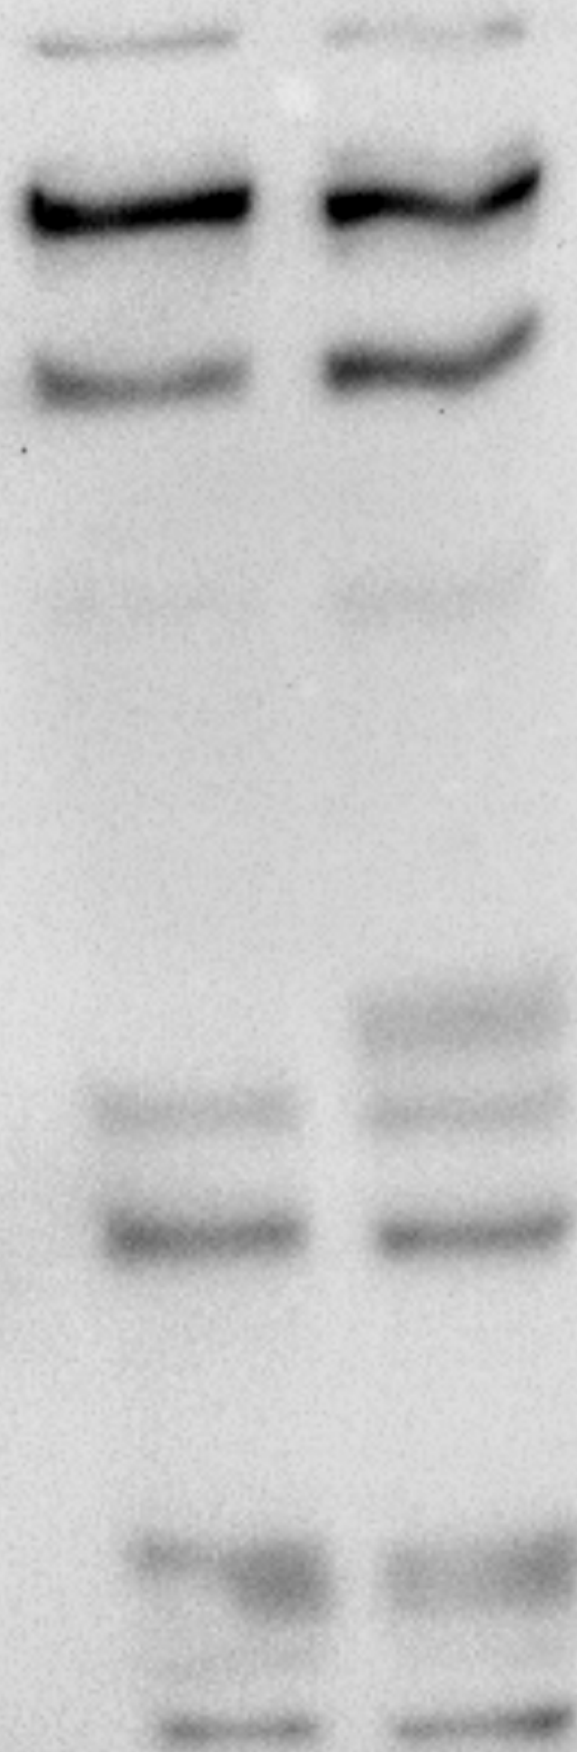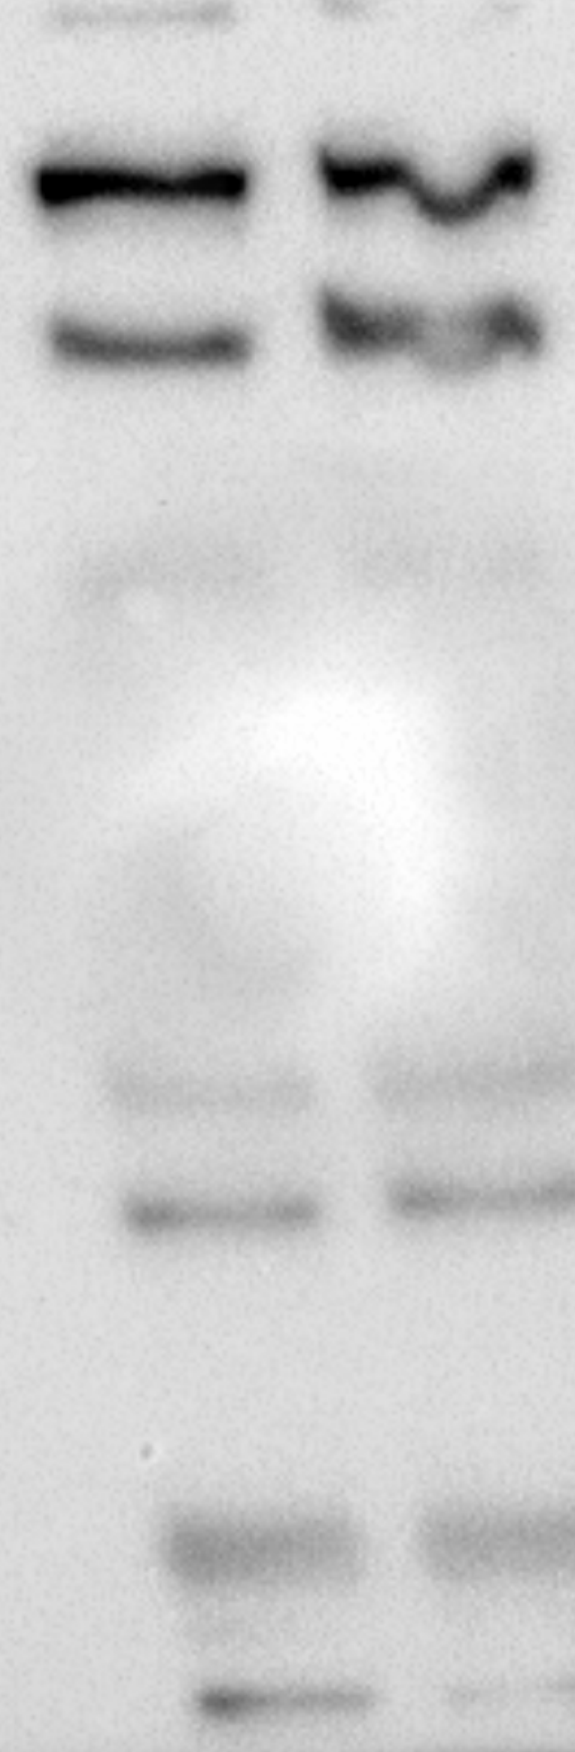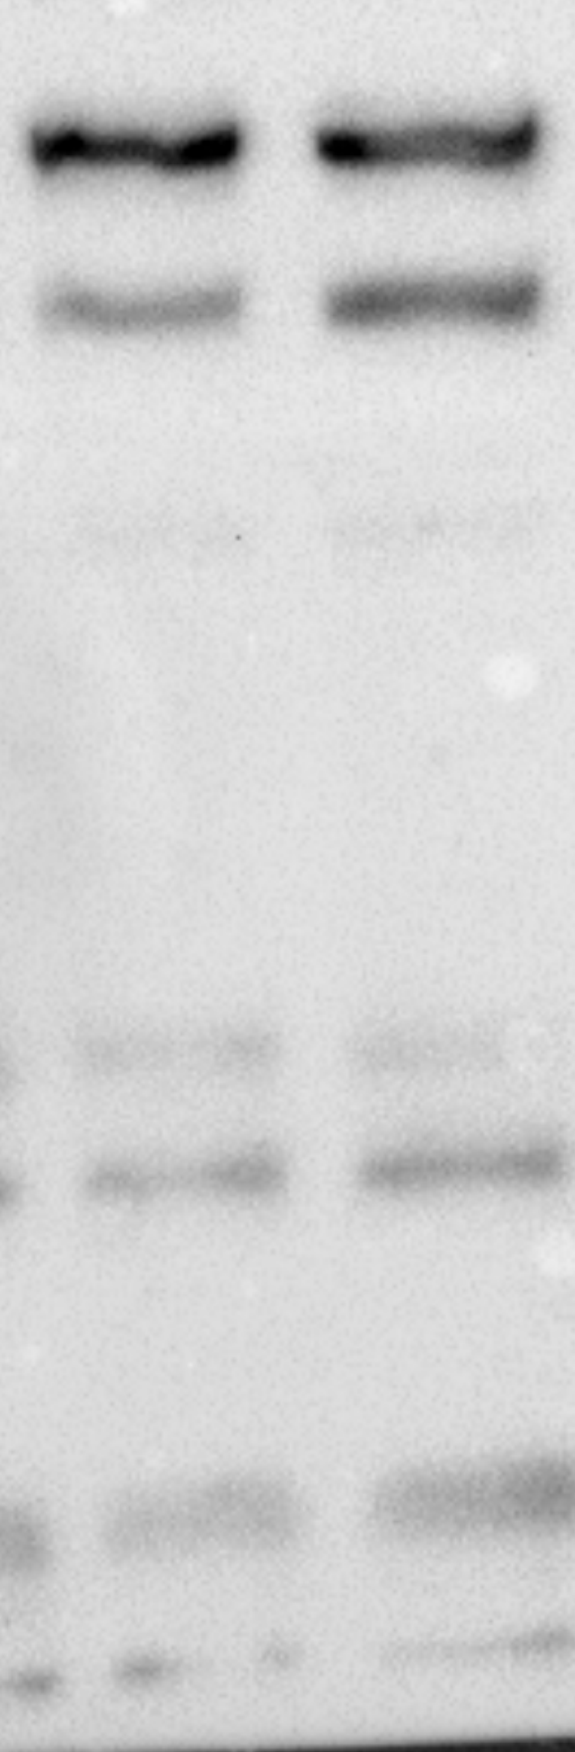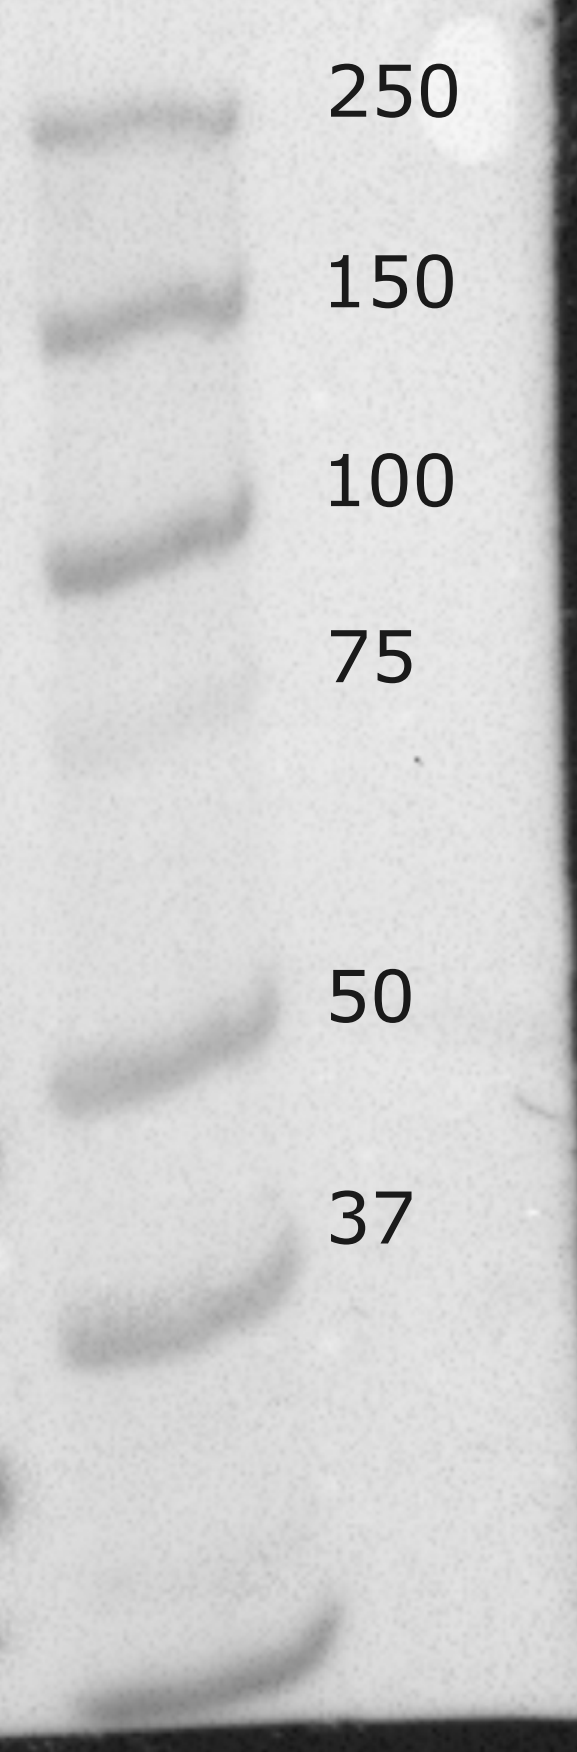

**Supplement:** Supplementary file 11 — Additional file 11. Original uncropped Blots for Fig. 1B, Fig. S3D, and Fig. S5A.

How the deposited data were processed for this re-analysis (not part of the article)

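AGO2 chimeric eCLIP libraries from P0 mouse brain, 1 from WT and 2 from *Mov10* Deletion, were analysed from the clusters the authors deposited. The 3 size-matched input libraries entered only through the authors' IP over input values. The paper's RNA-seq was not analysed here. Per the methods, the authors pruned molecular identifiers with umi_tools, trimmed adapters with cutadapt, removed reads on repeats and rRNA, mapped the others to mm10 with STAR, removed PCR duplicates and called clusters with CLIPper, and then calculated an IP over input fold and a p-value for each cluster. The authors deposited the fold of each AGO2 cluster as its log2, and the p-value as its −log10, which stops at 400 (78 clusters in WT, 107 and 95 in *Mov10* Deletion replicates 1 and 2 were at this limit). For chimeric reads, the authors matched miRNAs to reads that mapped neither to repeats nor to the genome, mapped the rest of the read to mm10 and called target clusters, each deposited with a miRNA and a score. The paper's text does not describe this score, which was at least 3 in every library, so it was used only to describe single target clusters. Whether clusters were called on each brain or on both *Mov10* Deletion brains together is not stated in the paper's text, but their lists share nearly all coordinates.

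The build of the files was checked by placing clusters in genes. Of the WT clusters, 96.3% lay on the sense strand of a gene at its mm10 position, against 56.9% for the same genes at their GRCm39 positions, and the *Mov10* Deletion libraries gave 96.5% and 57.4% each. Genes were the 49997 gene bodies of mouse RefSeq on GRCm38.p6, the assembly of mm10. Strands came from the GENCODE vM39 annotation of GRCm39 by gene symbol or synonym, which gave a strand for 40482 genes (81.0%, and 90.4% of the 21900 protein-coding genes). Genes without a strand were left out. A cluster in overlapping genes counted for each of them. Introns and exons were not separated, because exon positions and the sequence of mm10 were not used here. Coordinates of clusters are those of mm10 and coordinates of miRNA sites are those of GRCm39, both counted from 1, and none were converted. The *Numa1* 3’UTR of 712 nt is the GRCm39 form that 2 of 14 annotated transcripts share, while 11 run on to 934 nt. Nucleotides of the 3’UTR link its GRCm39 sequence to the mm10 clusters by counting back from the end of the RefSeq gene. Sites are 7-nt matches to miRNA nucleotides 2 to 8 or, failing these, 6-nt matches within them. They may differ from the sites the paper took from TargetScan, for which its text gives no coordinates. The mature miRNA sequences were written out by hand, and each occurs in a GENCODE vM39 transcript.

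Enriched clusters had a log2 IP over input of at least 3 and a −log10 p of at least 3. The paper's text does not name its own enrichment cut-off, and this usual eCLIP convention was set before the data were examined, together with the alternatives named as planned in the closing section. A *Mov10* Deletion gene needed an enriched cluster in both libraries. The genes named were fixed at the same time. They are *Numa1*, *Mov10*, other genes of the paper's model and discussion (*Haus1*, *Haus4*, *Haus6*, *Haus7*, *Cdk5rap2*, *Camsap2*, *Camsap3* and *Spast*), and for each genotype the 5 genes with the highest log2 among those enriched in that genotype only, ranked for *Mov10* Deletion by the lower of its libraries. A further item covered by this rule is not reported here. The miRNAs named are the 4 the paper calls most frequent, the 4 with predicted sites in *Numa1* and the 5 most frequent of each library. The let-7 family was added after its values were seen, and so were miR-125b-5p and let-7 as sites in the *Numa1* 3’UTR.

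Total depth is unknown for every library. The reads behind single clusters were inferred from the deposited values, and are not counts made by the authors. The deposited ratio of a cluster equals a constant of its library times a whole number of IP reads over a whole number of input reads, and the deposited p-value follows from the same reads by a two-sided exact test where either number is under 5 and by a chi-square test with continuity correction otherwise. The constant was chosen for each library among its most frequent ratios, as the one that fits most clusters with the commonest pairs of ratio and p-value. In lowest terms, the ratio of reads had up to 60 input reads, and multiples of it were tried. The −log10 p was matched within 0.001, taken as a fraction of its value where it exceeded 1. In 3 simulations of 20000 clusters with known reads, the pair was recovered for 100% of the enriched clusters. The simulated ratios and p-values came from the same formulas that the inference inverts. They therefore check the calculation and cannot test whether the deposited values were made in this way. Enriched clusters in the data had a median of 38 inferred IP reads in WT, 14 in *Mov10* Deletion replicate 1 and 11 in replicate 2. The reads carry molecular identifiers, and intervals cover counting error only. The read numbers rest on this model of how the ratios and p-values were made, which the paper's text does not describe.

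Shares are given with exact Clopper-Pearson 95% intervals. With 1 WT library no test compared the genotypes and no p-value was computed across genes. Folds and p-values are the authors' and were used to describe and filter clusters within each library. Overlaps needed at least 1 nt on the same strand, or 50% of both clusters as an alternative. The change in covered length was taken over the last 712 nt of each protein-coding gene, as a stand-in for its 3’UTR, with the mean of the *Mov10* Deletion libraries set against WT. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, bedtools 2.31.1 and matplotlib 3.10.9 were used. Other log2 and p-value minima, a minimum cluster width, other ways to count shared clusters and miRNAs, and leaving out each *Mov10* Deletion replicate were tried as alternatives. Shares of enriched clusters by gene region and seed matches under target clusters were planned and left out, since both need exons or sequence of mm10.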

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

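All tests in this part were chosen only after the result was seen. The let-7 family, which the paper does not discuss for these libraries, held 2107 assignments of target clusters in WT, 2913 in *Mov10* Deletion replicate 1 and 1153 in replicate 2, and was singled out as a signal among miRNAs outside those the paper reports on. In each library the family as a whole ranked above miR-9-5p, which had 2013, 2041 and 924 assignments in the same order. One technical explanation is that members of the family are nearly identical in sequence, so that 1 cluster is listed under several of them. Counted once per cluster, the family fell to 1318 clusters in WT, which is 39.6% of let-7 and miR-9-5p clusters together (exact 95% interval 37.9 to 41.3), and repeated listing is consistent with its place above miR-9-5p there. In *Mov10* Deletion replicate 1 the count stayed above miR-9-5p, at 2358 clusters or 53.6% (52.1 to 55.1), which argues against repeated listing as the whole cause in that library. In replicate 2 it was 978 clusters or 51.4% (49.1 to 53.7), and repeated listing cannot be told apart from a higher number of let-7 targets, because the interval holds 50%. The number of chimeric reads in each library is unknown and its effect was not tested. A biological difference between the genotypes also stays open as untested, with 1 WT library.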

How the results depend on the processing

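The settings chosen only after results were seen are the minimum of 16 inferred IP reads, the last 1000 nt of a gene, protein-coding genes, clusters within 1 gene, the same cluster in both *Mov10* Deletion libraries, and every pair of log2 and −log10 p minima below other than 3 with 3, 1, 2 or 4 with 3, and 3 with 1.3 or 5. The pairs were counted as a grid of 25 thresholds with the paper's numbers of genes already known, and log2 6 with −log10 p 20 was added after it. They overlap heavily and are not independent tests.

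Genes are given as WT, then both *Mov10* Deletion libraries, then the difference, at −log10 p minima of 1.3, 3, 5, 10 and 20 in that order. With a log2 of at least 3, WT had 4109, 2858, 2054, 1059 and 429 genes, *Mov10* Deletion had 7655, 3943, 2020, 750 and 325, and the differences were 3546, 1085, -34, -309 and -104. At 1, WT had 7079, 3847, 2575, 1245 and 491, *Mov10* Deletion had 9237, 4724, 2382, 883 and 367, and the differences were 2158, 877, -193, -362 and -124. At 2, the numbers were 6590, 3652, 2478, 1209 and 483 in WT and 8972, 4610, 2335, 865 and 362 in *Mov10* Deletion, with differences of 2382, 958, -143, -344 and -121. At 4, they were 1520, 1520, 1240, 733 and 341 in WT and 2837, 2490, 1260, 503 and 227 in *Mov10* Deletion, with differences of 1317, 970, 20, -230 and -114. At 5, they were 474, 474, 474, 388 and 226 in WT and 485, 485, 485, 293 and 158 in *Mov10* Deletion, with differences of 11, 11, 11, -95 and -68. At a log2 of 6 and a −log10 p of 20, 116 and 102 genes differed by -14, although each *Mov10* Deletion library alone had more than WT (154 and 151). Over the grid, both *Mov10* Deletion libraries together had more genes than WT at 12 thresholds, which include all 10 with a −log10 p of 1.3 or 3, and fewer at 13 of the 15 with 5 or more. Genes enriched in both *Mov10* Deletion libraries and not in WT outnumbered those in WT only at 17 of the 25. Among these was a log2 of 3 with a −log10 p of 5 (637 against 194). A gene of WT only had to fail in both *Mov10* Deletion libraries, so these sets are not symmetric. At that threshold, 1383 of the 2054 WT genes were among the 2020 of both *Mov10* Deletion libraries. Each *Mov10* Deletion library alone had more genes than WT at 16 of the 25. The requirement that a gene pass in both libraries lowers the *Mov10* Deletion count by construction. At a log2 of 3 with a −log10 p of 10, replicate 2 alone was also below WT (897 against 1059), and replicate 1 above it (1465). Enriched clusters had a median of 38 inferred IP reads in WT, 14 in replicate 1 and 11 in replicate 2, and p-values depend on read numbers. The order at strict p-values therefore does not by itself speak to AGO2 binding, and otherwise the cause was not tested.

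Other settings moved the gene counts too. With 16 inferred IP reads, *Mov10* Deletion had 1565 genes and the difference was -1293, with replicate 1 alone above WT (3610 against 2858) and replicate 2 below it (1904). Enriched clusters for which no pair of reads was found were kept here. At this minimum, 591 genes were enriched in WT only, against 252 in both *Mov10* Deletion libraries and not in WT. This minimum is the fewest reads that pass in WT, so the WT count could not change and the move is one-sided by construction. In the last 1000 nt of genes, WT had 1083 and *Mov10* Deletion 889, a difference of -194, but this holds only for genes counted in both libraries. Each alone had more genes there than WT (2085 and 1401). In these ends, 264 genes were enriched in both *Mov10* Deletion libraries and not in WT, against 150 in WT and in neither *Mov10* Deletion library. Of the 1083 WT genes, 625 were among the 889. With the same cluster enriched in both *Mov10* Deletion libraries there were 1908 genes, a difference of -950. With a gene enriched in either library there were 7949, a difference of 5091. Using only 1 *Mov10* Deletion library gave from 5223 to 6669 genes and differences from 2365 to 3811. The cause was not tested for these, apart from the fewer or more libraries asked for. Clusters of at least 20 nt, protein-coding genes and clusters within 1 gene kept the direction, with differences of 1051, 1032 and 1054.

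The 4 miRNAs took 72.0% of single-miRNA clusters in WT and 57.3% in *Mov10* Deletion, and 68.2% and 55.9% with clusters divided among their miRNAs, against 61.6% and 53.3%. With miRNAs of 1 seed counted together *Mov10* Deletion moved to 53.8%, and using 1 of its libraries gave from 52.5% to 55.1%. WT stayed above *Mov10* Deletion in each of these. Of the WT clusters, 34.1% overlapped a cluster of *Mov10* Deletion replicate 1, which became 18.1% at a reciprocal overlap of 50% and 56.4% among enriched clusters. *Mov10* Deletion replicate 1 overlapped replicate 2 in 100% of its clusters, in 99.9% at a reciprocal overlap of 50% and in 13.8% among enriched clusters, and the first of these are fixed by the shared coordinates. The median change in covered length at gene ends fell from 19 to 10 nt in genes with a cluster in all 3 libraries. Of the alternatives for the *Numa1* difference of 90 nt, a log2 of at least 1 removed no cluster and leaving out a *Mov10* Deletion library could change nothing, since both share the same clusters, so these say nothing about stability. The other, a positive log2 with a −log10 p of at least 3, left 315 nt covered in WT, 435 nt in *Mov10* Deletion replicate 1 and 364 nt in replicate 2, so its mean difference of 84.5 nt depends strongly on which replicate is used. The percentile of *Numa1* was 85.2 with a log2 of at least 1 and 86.3 in genes with a cluster in all 3 libraries, against 81.2, and leaving out a library cannot test it either. The cause of the moves was not tested.

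No paired analysis was possible because there is 1 WT library, so the genotypes share a single replicate number, and no test was made. Planned and not run, since they need exons or sequence of mm10, were gene counts from 3’UTR clusters only and from exons only, miRNA shares in 3’UTRs only, the shares of enriched clusters by region with their alternatives, and the seed matches under target clusters with theirs. Depth is a limit for *Numa1*, whose 3’UTR clusters rest on 6 to 43 inferred IP reads over 1 to 6 input reads.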

Differences from the paper's values

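The settings named here with a log2 of at least 5 or 6, or with a −log10 p of at least 10 or 20, were chosen only after the values were seen. The paper reports 22 genes with enriched AGO2 peaks in WT and 162 in *Mov10* Deletion, against 2858 and 3943 here at a log2 and a −log10 p of at least 3. None of the alternatives set before the data were examined closed either gap. Among settings chosen after seeing the values, a log2 of at least 5 with a −log10 p of at least 20 gave 158 genes in both *Mov10* Deletion libraries, near the paper's 162, but 226 in WT against the paper's 22, and a log2 of at least 4 with a −log10 p of at least 20 gave 227 and 341. At a log2 of at least 6 with a −log10 p of at least 20, also chosen after seeing the values, *Mov10* Deletion replicates 1 and 2 taken alone had 154 and 151 genes, either of them had 203, and WT had 116. Counting genes enriched in both *Mov10* Deletion libraries and not in WT, a −log10 p of at least 10, chosen after seeing the values, gave 146, 147, 144, 137 and 105 genes at a log2 of at least 1, 2, 3, 4 and 5, beside 160, 161, 166, 148 and 99 in WT only, and a log2 of at least 5 with a −log10 p of at least 3, chosen in the same way, gave 224 beside 101. No setting that was run came near 22 genes in WT. The lowest count for WT was 116, and the lowest for WT only was 42.

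The paper places the miR-124 site 49 nucleotides from the stop codon, while the first 7-nt seed match found here begins at nucleotide 83. No alternative was set for this position. The most proximal WT cluster on the *Numa1* 3’UTR is about 69 nt wide in Fig. 6C, read by eye, and 112 nt in the deposited file, and no alternative was set for this width either.

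The paper states that AGO2 peaks on *Numa1* missed its enrichment cut-off. At a log2 and a −log10 p of at least 3, *Numa1* had 1 enriched cluster in WT, 3 in *Mov10* Deletion replicate 1 and 6 in replicate 2. The paper's cut-off is unknown and passed 22 genes in WT, where the one used here passed 2858. Passing it here therefore does not contradict the paper. The paper also states that the second region has no known miRNA recognition element, and a 7-nt match to the miR-124-3p seed lies at nucleotides 177 to 183, inside the *Mov10* Deletion cluster of that region.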

Other observations

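The tests of the number of IP reads and of different clusters in the same gene were chosen only after the results were seen, while those of the number of clusters, of covered length over the genome and of miR-466i-5p were set before.

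More genes had an enriched cluster in *Mov10* Deletion than in WT at a log2 and a −log10 p of at least 3, and technical explanations stay open. The number of clusters called differs between the libraries. The share of clusters that pass differed by 0.992 percentage points between WT and *Mov10* Deletion replicate 2, less than the 2.07 points between the *Mov10* Deletion replicates, although it differed by 3.07 points between WT and replicate 1. The number of clusters called and a difference between the genotypes cannot be told apart with 1 WT library. Another candidate explanation is that fewer IP reads were needed to pass in the *Mov10* Deletion libraries. With at least 16 inferred IP reads wherever a pair of reads was found, replicate 2 had 1904 genes and replicate 1 had 3610. These lie below and above the 2858 of WT, so this explanation and the genotype cannot be told apart either. This minimum is the fewest reads that pass in WT, so it can lower the *Mov10* Deletion counts only. It also removes more clusters from a shallower IP library, and total depth is unknown.

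Genes enriched in *Mov10* Deletion only may in most cases pass through different clusters in each library. Of these 1722 genes, 22.8% had the same cluster enriched in both, against 68.3% of the 2221 genes enriched in both genotypes. They are long, with a median of 63.8 kb against 25.5 kb for the 151 genes enriched in WT only, though genes enriched in both genotypes are as long (62.6 kb). Of the clusters shared by coordinates, 4363 were enriched in both *Mov10* Deletion libraries. That is 4.42-fold over the 987 that chance would give from the numbers enriched in each. This chance value counts every shared cluster as able to pass. Over 1 input read, however, at least 9 IP reads were needed in replicate 1 and 8 in replicate 2. Clusters with few reads in both libraries could raise the excess, so it does not show by itself that they share AGO2 signal.

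Enriched WT clusters overlapped enriched clusters of *Mov10* Deletion replicate 1 in 56.4% of cases and of replicate 2 in 45.3%. Of the enriched clusters of *Mov10* Deletion replicate 1, 15.3% overlapped an enriched cluster of WT and 13.8% one of replicate 2. Of those of replicate 2, 19.2% overlapped an enriched cluster of WT and 23.0% one of replicate 1. These shares depend on how many clusters are enriched in each library, which is lowest in WT, so shares of different libraries are not compared.

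The covered part of the *Numa1* 3’UTR was 90 nt longer in *Mov10* Deletion, a change at percentile 81.2 of the changes over the last 712 nt of protein-coding genes and so within their spread. The changes of all genes had a median of 19 nt, or 10 nt in genes with a cluster in all 3 libraries, and 58.6% of genes had a longer covered part in *Mov10* Deletion. The percentile shows that a change as large as that of *Numa1* is found at many genes, not that a general lengthening accounts for it. A difference over the whole genome and an effect on *Numa1* cannot be told apart from these values, because the spread between genes is wide, the windows stand in for 3’UTRs and the *Mov10* Deletion libraries share their cluster limits. An effect of MOV10 on *Numa1*, or on many genes, stays open as untested.

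Target clusters assigned to miR-466i-5p lay on an enriched AGO2 cluster in 7.12% of cases in WT, 5.68% in *Mov10* Deletion replicate 1 and 5.16% in replicate 2. For all assignments it was 20.0%, 14.7% and 14.1%. On any AGO2 cluster, enriched or not, the shares of miR-466i-5p were 65.3%, 56.3% and 53.5% in the same order. Those of all assignments were 73.0%, 54.0% and 55.9%, so miR-466i-5p was lower in WT and replicate 2 and higher in replicate 1. Since this miRNA is a TG repeat, reads of simple repeats could have been taken for it. The sequence under its clusters in mm10 was not analysed here, so repeat reads and true targets cannot be told apart.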
